# Histone demethylase JMJD1C is phosphorylated by mTOR to activate de novo lipogenesis

**DOI:** 10.1038/s41467-020-14617-1

**Published:** 2020-02-07

**Authors:** Jose A. Viscarra, Yuhui Wang, Hai P. Nguyen, Yoon Gi Choi, Hei Sook Sul

**Keywords:** Metabolism, Obesity

## Abstract

Fatty acid and triglyceride synthesis increases greatly in response to feeding and insulin. This lipogenic induction involves coordinate transcriptional activation of various enzymes in lipogenic pathway, including fatty acid synthase and glycerol-3-phosphate acyltransferase. Here, we show that JMJD1C is a specific histone demethylase for lipogenic gene transcription in liver. In response to feeding/insulin, JMJD1C is phosphorylated at T505 by mTOR complex to allow direct interaction with USF-1 for recruitment to lipogenic promoter regions. Thus, by demethylating H3K9me2, JMJD1C alters chromatin accessibility to allow transcription. Consequently, JMJD1C promotes lipogenesis in vivo to increase hepatic and plasma triglyceride levels, showing its role in metabolic adaption for activation of the lipogenic program in response to feeding/insulin, and its contribution to development of hepatosteatosis resulting in insulin resistance.

## Abstract (web summary)

In response to insulin, liver cells increase de novo lipogenesis via the transcription factors USF-1 and SREBP. Here the authors show that USF-1 recruits JMJD1C, after its phosphorylation by mTOR, to lipogenic promoters where JMJD1C demethylates histone H3, contributing to lipogenesis by an epigenetic mechanism.

## Introduction

Hepatosteatosis is a major metabolic disorder correlated with obesity and insulin resistance (IR). However, the relationship between them is still controversial: obesity and IR may cause hepatosteatosis, but whether hepatosteatosis drives the obesity-associated IR is not known^1^. Hepatosteatosis develops from a higher TG input than output and thus is influenced by de novo lipogenesis (DNL)^2^. DNL is attenuated during fasting, and increases drastically during feeding, with elevated circulating insulin and glucose^2^. Improved understanding of the regulation of lipogenesis may provide future therapeutic targets for the ever-increasing metabolic diseases linked to accumulation of excess fat.

Enzymes involved in lipogenesis, including fatty acid synthase (FAS), and mGPAT, are regulated coordinately at the transcriptional level^3,4^. Transcription factors (TF), including USF-1, ChREBP, LXR, and SREBP-1c, play critical roles in this process. USF-1 functions as a molecular switch by recruiting proteins to the lipogenic promoters^5^. In response to insulin, USF-1 interacts with DNA-PK and P/CAF for its phosphorylation and acetylation, respectively^6^. Phosphorylated and acetylated USF-1 then recruits SREBP-1c to bind its nearby site, and interacts and recruits BAF60c to bridge other BAF subunits to form LipoBAF complex at lipogenic genes for chromatin remodeling^7^. In addition, we found that a Mediator component, MED17 is phosphorylated by CK2 to be recruited by USF-1, thus linking USF-1 to the preinitiation complex formation for transcription^8^. Importantly, this common mechanism governs transcription of not only FAS but a battery of other lipogenic genes to fine-tune the rate of lipogenesis^4,9–11^.

Epigenetic factors, such as histone modifiers, have been implicated in the development of metabolic disorders, such as hepatosteatosis and IR^12^. In adapting to environmental conditions, dynamic histone marks may affect gene transcription in a site- and tissue-specific fashion^13^. Although the best-studied histone modification so far is acetylation, histone methylation is an important modification in epigenetic regulation of gene expression and cell signaling^13,14^. The most common amino acid residue that can be methylated is lysine and its ε-amine group can undergo mono-, di- and trimethylation. For example, H3K4me3 is a well-accepted activating mark, whereas H3K9me3 represents a repressive mark^13^. There are many histone methyltransferases (HMT) and demethylases (HDM) that act on histones. These enzymes require co-factors or co-substrates. For example, JumonjiC domain-containing HDMs are 2-oxoglutarate-dependent oxygenases^15^. Thus, activities of histone modifiers are affected by intracellular metabolites and metabolic state of the cells^16^. It also is plausible that the histone modifiers may undergo posttranslational modification due to environmental cues, such as hormones and nutrients. However, the molecular details underlying the specificity of histone modifiers that function in specific processes or potential regulation of these enzymes by posttranslational modification have not been well studied.

Here, we identify JMJD1C of Jumonji family as a critical epigenetic factor for lipogenesis. We show that, by direct interaction with USF-1, JMJD1C is recruited to lipogenic promoters. We also show that JMJD1C is phosphorylated at T505 by mammalian target of rapamyci (mTOR) to be recruited to lipogenic genes in response to insulin/feeding. By ATAC-seq, chromatin immunoprecipitation sequencing (ChIP-seq) and RNA-seq, we show that JMJD1C is specific for lipogenesis by demethylating H3K9 altering the chromatin accessibility. JMJD1C has been identified in GWAS to be a candidate for aberrant serum triglyceride levels and type 2 diabetes^17–21^. Overall, JMJD1C plays a central epigenetic regulatory role for lipogenesis in response to insulin/feeding and its dysregulation contributes to development of hepatosteatosis and associated IR.

## Results

### USF-1 recruits JMJD1C to lipogenic promoters

USF-1 is a central player as a molecular switch for lipogenesis during fasting/feeding by recruiting distinct TFs and signaling molecules^6,7^. To identify epigenetic factors that are recruited by USF-1, we performed tandem affinity purification (TAP) using USF-1 as bait, followed by mass spectrometric analysis (MS) (Supplementary Table 1). We identified JMJD1C, a member of JmjC-domain-containing HDMs, as a USF-1 interacting protein. The function of JMJD1C is not well studied but is reported to demethylate H3K9me2/me1^22^. By co-immunoprecipitation (co-IP), we verified the USF-1- JMJD1C interaction after transfection of Flag-tagged JMJD1C and HA-tagged USF-1into HEK293 cells (Fig. 1a). We next performed GST-pull-down using purified GST-USF-1 expressed in *E. coli* and pulled down in vitro translated JMJD1C, demonstrating the direct interaction. We also tested other TFs that are known to regulate lipogenesis, SREBP-1c, LXR, and ChREBP. None of these TFs directly interacted with JMJD1C, although SREBP-1c and LXR could make a complex with JMJD1C indirectly (Supplementary Fig. 1a, b). Overall, these results demonstrate the direct interaction of JMJD1C specifically with USF-1 for lipogenic gene transcription.

**Fig. 1:**
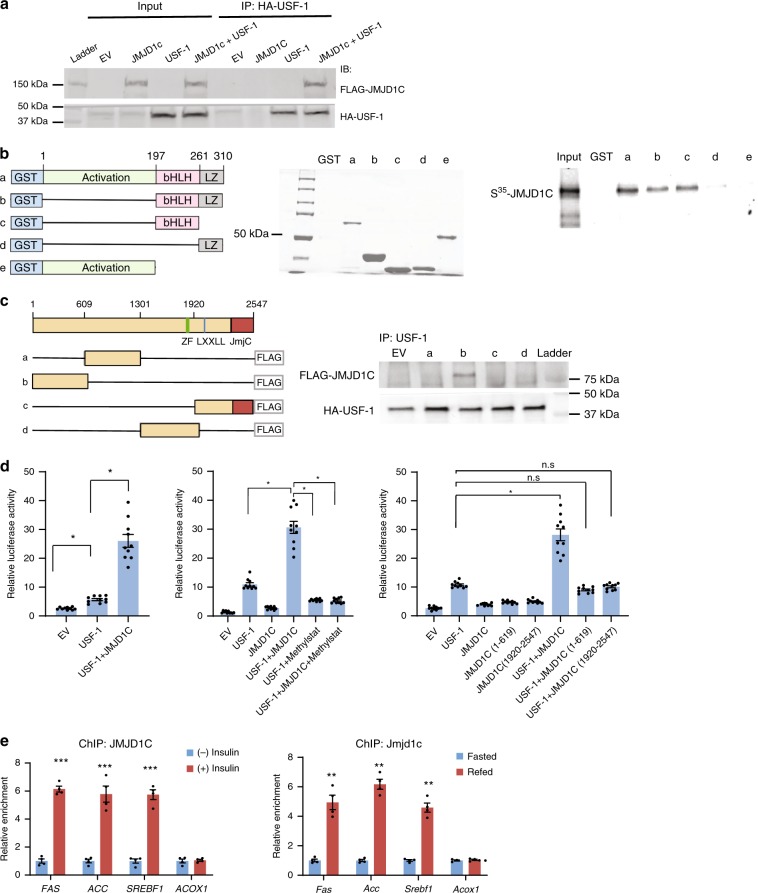
JMJD1C interaction with USF-1 for FAS promoter activation. **a** IB of cell lysates of HEK293 cells co-transfected Flag-JMJD1C and HA-USF-1 with Flag antibody after IP with HA antibody (left). Immunoblotting of liver lysates from fasted and fed mice after IP with JMJD1C antibody (top right) and USF-1 antibody (bottom right). **b** Diagram of GST-USF-1 constructs (left). Coomassie Blue staining of SDS-PAGE of purified GST-USF-1 protein from bacterial lysates (middle). In vitro transcribed and translated S^35^-methioine labeled JMJD1C was incubated with GST-USF-1 and subjected them to SDS-PAGE, followed by autoradiography (right). **c** Diagram of JMJD1C constructs (left). Co-IP of 293FT cells overexpressing Flag-tagged JMJD1C and USF-1. Immunoblotting with anti JMJD1C antibody after IP with USF-1 antibody (right). **d** FAS promoter activity in 293FT cells that we co-transfected with USF-1 with or without JMJD1C (left), with or without 10 µM Methylstat (Sigma), JMJD1C inhibitor (middle), and after overexpression of various deletions of JMJD1C (left). *n* = 10 wells of cells per group. Experiment was repeated three times. **e** ChIP for *FAS*, *ACC*, and *SREBPF1* promoters in HepG2 cells with or without insulin treatment (left, *n* = 4 per group) and ChIP for *Fas*, *Acc1*, and *Srebf1* promoters in liver from fasted or fed mice (right, *n* = 3 per group) after IP with JMJD1C antibody. Data are expressed as means ± SEM. **P *<* 0.01, ***P *<* 0.001, determined by two-tailed *t*-test. Source data are provided as a source data file.

We next examined domains of JMJD1C and USF-1 for their interaction (Fig. 1b, left). Deletion of C-terminal basic Helix-Loop-Helix (bHLH) of USF-1 prevented the interaction with JMJD1C, indicating requirement of USF-1 bHLH domain for JMJD1C interaction (Fig. 1b, right). (Fig. 1c, left). Conversely, Co-IP clearly detected the USF-1 interaction with N-terminal quarter of JMJD1C (JMJD1C (1-619)), but not the other three regions of JMJD1C (Fig. 1c). We conclude that the bHLH domain of USF-1 directly interacts with N-terminal region of JMJD1C from aa 1 to 619.

We next tested the functional significance of the interaction between USF-1 and JMJD1C. Co-transfection of USF-1 with the −444-FAS promoter-luciferase construct increased luciferase activity by approximately sixfold. While transfection of JMJD1C alone did not have a significant effect, co-transfection of JMJD1C along with USF-1 resulted in an ~27-fold increase in FAS promoter activity (Fig. 1d, left and middle), demonstrating the synergistic activation of FAS promoter by USF-1 and JMJD1C. Treatment with Methylstat, an inhibitor of JmjC domain-containing demethylases, prevented activation of the FAS promoter, demonstrating the requirement of its demethylase activity (Fig. 1d, middle). Using the various JMJD1C domains we found that none of the four constructs, including the N-terminal JMJD1C (1–619) or the Jumonji catalytic domain could increase FAS-luciferase activity (Fig. 1d, right), suggesting that individually neither the USF-1 interacting N-terminal JMJD1C domain nor the JmjC domain are sufficient for FAS promoter activation.

Next, by chromatin immunoprecipitation (ChIP), we tested whether JMJD1C is recruited to the *FAS* promoter through USF-1. We detected JMJD1C bound to the *FAS* promoter region in insulin-treated HepG2 cells, but not in non-treated cells. JMJD1C was also enriched approximately five- to sixfold in the promoter regions of other lipogenic genes, such as *ACC1* and *SREBF1* (Fig. 1e, left). We detected Jmjd1c bound to the *Fas* promoter exclusively in the fed state (Fig. 1e, right). Jmjd1c was enriched also at *Acc1* and *Srebf1* promoters only in the fed state (Fig. 1e, right). In contrast, Jmjd1c was not detected in oxidative genes, such as *Acox1*. These results show that JMJD1C is recruited specifically to the lipogenic promoters in fed/insulin-treated conditions.

### JMJD1C activates lipogenic gene transcription in HepG2 cells

Since JMJD1C is recruited specifically to activate lipogenic promoters, we examined lipogenic gene expression in response to insulin treatment by JMJD1C gain- and loss-of function. Adenoviral transduction of JMJD1C resulted in fourfold higher JMJD1C protein levels (Fig. 2a, left). This overexpression of JMJD1C did not affect lipogenic gene expression in HepG2 cells in the absence of insulin. *FAS*, *ACC*, *GPAM*, and *SREBF1* messenger RNA (mRNA) levels were increased from four- to sevenfold upon insulin treatment in JMJD1C overexpressing cells, which were significantly higher than in control HepG2 cells that showed only two to threefold increase (Fig. 2a, middle). Similar changes in nascent RNA levels of these lipogenic genes were detected also (Fig. 2a, right). In contrast, mRNA and nascent RNA levels of oxidative gene, *ACOX*, remained the same. We conclude that JMJD1C promotes lipogenic gene transcription in the presence of insulin. We next performed JMJD1C knockdown (KD) in HepG2 cells to test the requirement of JMJD1C for lipogenic gene activation in response to insulin. sh-JMJD1C adenoviral transduction led to a 50% decrease in JMJD1C protein levels (Fig. 2b, left). JMJD1C KD in the absence of insulin did not have any effect on lipogenic gene expression(Fig. 2b, middle). Moreover, expression levels remained low even in the presence of insulin in JMJD1C KD cells, while they were ~2.5- to 3.5-fold higher in control HepG2 cells in the presence of insulin (Fig. 2b, middle), demonstrating the requirement of JMJD1C for lipogenic gene activation in response to insulin. Treatment with Methylstat had a similar effect and prevented induction of lipogenic genes, even in insulin-treated cells (Fig. 2b, right).

**Fig. 2:**
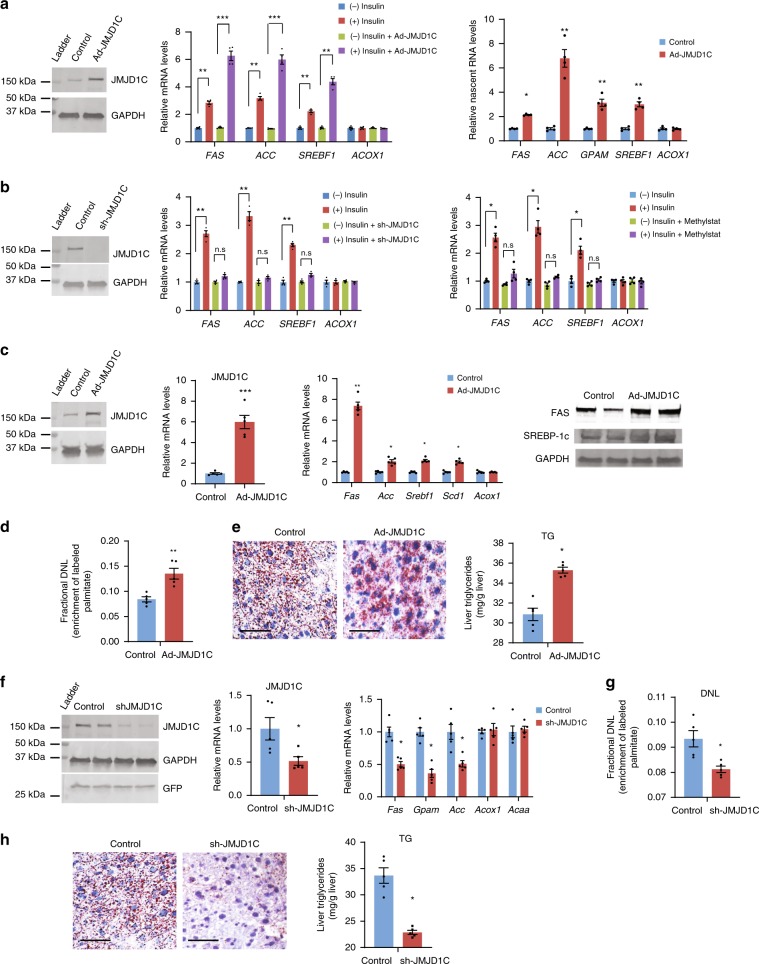
JMJD1C promotes lipogenesis. **a** Immunoblotting of lysates from HepG2 cells infected with JMJD1C adenovirus (left). RT-qPCR for mRNA levels (middle) and nascent RNA levels (right) of lipogenic genes in HepG2 cells with or without insulin treatment. *n* = 4 wells of cells per group. Experiment was repeated three times. **b** Immunoblotting of lysates from HepG2 cells infected with sh-JMJD1C adenovirus (left). RT-qPCR for mRNA levels of lipogenic genes (middle) and mRNA levels of lipogenic genes in HepG2 cells with or without 10 µM Methylstat treatment (right). *n* = 4 wells of cells per group. **c** Immunoblotting for JMJD1C protein and RT-qPCR for mRNA levels (left) in livers of mice 10 days after tail-vein injection of 2 × 10^8^ pfu JMJD1C adenovirus in PBS (*n* = 5). Mice were fasted for 16 h and then refed with HCD for 8 h before tissue harvesting. mRNA levels of lipogenic genes (middle). Immunoblotting of lysates from livers for Fas and Srebp-1c (right). **d** De novo lipogenesis, **e** Oil red O staining of liver tissue sections (left), and liver triglyceride levels (right) *n* = 5 per group. **f** Jmjd1c protein and mRNA levels (left two) in livers of mice 10 days after tail-vein injection of sh-JMJD1C adenovirus (*n* = 5). mRNA levels of lipogenic genes (right). **g** De novo lipogenesis, **h** Oil red O staining of liver tissue sections (left) and liver triglyceride levels (right). Data are expressed as means ± SEM. *P *<* 0.05, **P *<* 0.01, ***P *<* 0.001, determined by two-tailed *t*-test. Scale bar = 100 μm. Source data are provided as a source data file.

### JMJD1C activates lipogenesis in response to feeding in mice

Next, we examined in vivo significance of Jmjd1c in hepatic lipogenic gene activation. Administration of Jmjd1c adenovirus caused *Jmjd1c* mRNA levels to increase sixfold compared to the endogenous *Jmjd1c* levels in livers of mice (Fig. 2c, left). Upon feeding, *Fas* mRNA levels were increased sevenfold by JMJD1C overexpression. Similarly, other lipogenic genes, *Acc*, *Srebf1*, and *Scd1*, were also higher (Fig. 2c, middle). Protein levels of Fas and Srebp-1c were higher also (Fig. 2c, right). Hepatic DNL, determined by using heavy water-labeling followed by MS^23^, increased ~1.5-fold upon Jmjd1c overexpression (Fig. 2d). Oil Red O (ORO) staining of liver sections showed higher lipid accumulation in Jmjd1c overexpressing livers (Fig. 2e, left). Liver TG content was also higher (Fig. 2e, right). We next administered Jmjd1c shRNA adenovirus, which decreased the Jmjd1c protein and mRNA levels livers by 60% (Fig. 2f, left). Hepatic mRNA levels of lipogenic genes, including *Fas*, *Gpam*, and *Acc1*, were significantly lower upon JMJD1C KD, while oxidative genes, such as *Acox1* and *Acaa*, did not change significantly (Fig. 2f, right). We detected DNL to decrease by 30% in Jmjd1c KD livers (Fig. 2g). Jmjd1c KD mice also had lower lipid staining in liver (Fig. 2h, left) and hepatic triglyceride levels showed a 25% decrease (Fig. 2h, right). These in vivo gain- and loss-of-function experiments demonstrate that Jmjd1c promotes lipogenic gene transcription and lipogenesis.

### JMJD1C ablation blunts hepatic lipogenesis in mice

Jmjd1c is widely expressed and global JMJD1C KO mice are infertile^23^. To assess the liver-specific function of Jmjd1c, we generated liver-specific Jmjd1c knockout mice (designated JMJD1C-LKO) by crossing C57BL/6 JMJD1C-floxed mice with albumin-Cre mice (Fig. 3a, left). *Jmjd1c* mRNA level in livers of JMJD1C-LKO mice was decreased by 70%, but not in other tissues (Fig. 3a, middle). Jmjd1c protein was non-detectable in livers of JMJD1C-LKO mice (Fig. 3a, right). mRNA levels for lipogenic genes, including *Fas*, *Gpam*, *Acc1*, and *Scd1* in livers of JMJD1C-LKO mice on chow diet, were ~50% lower compared to WT littermates (Fig. 3b, left). Fas and Srebp-1c protein levels were lower also (Fig. 3b, middle). We subjected JMJD1C-LKO mice to fasting/feeding cycle. Nascent RNA levels of lipogenic genes were drastically increased upon 6 h refeeding of high-carbohydrate (CHO) diet compared to fasting in WT mice. However, nascent RNA levels remained low in livers of JMJD1C-LKO mice even after feeding (Fig. 3b, right). ORO staining of livers showed lower lipid accumulation in fed JMJD1C-LKO mice (Fig. 3c, left). Liver TG content also was lower (Fig. 3c, right). Serum TG but not serum FFA levels were lower in JMJD1C-LKO mice than WT mice (Fig. 3d). Glycogen staining showed greater accumulation of glycogen in liver but not in muscle of JMJD1C-LKO mice (Fig. 3e and Supplementary Fig. 2D) These data support the concept that JMJD1C is required for induction of lipogenesis in livers of mice in response to feeding.

**Fig. 3:**
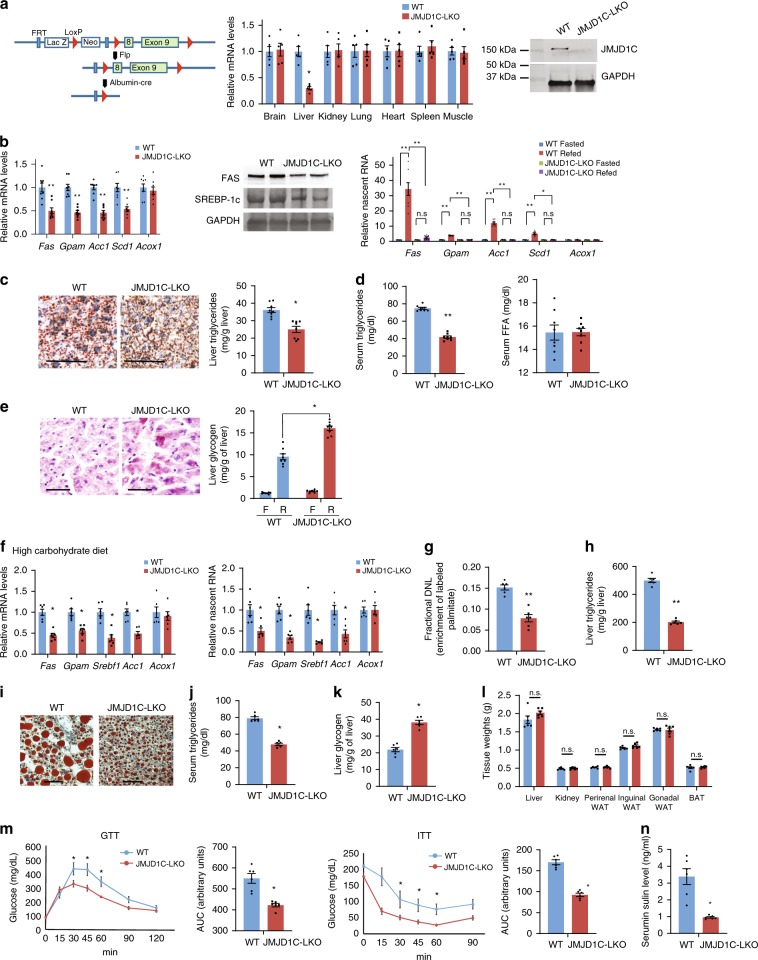
Lipogenesis is impaired in liver-specific JMJD1C knockout mice. **a** Schematics of conditional knockout allele of JMJD1C (left). RT-qPCR for *Jmjd1c* mRNA levels in tissues, *n* = 5 mice (middle) and immunoblotting of liver tissue lysates with JMJD1C antibody (right). **b** RT-qPCR for mRNA (left), immunoblotting of liver tissue lysates with Fas and Srebp-1c antibodies (middle), and nascent RNA (right). **c** Oil red O staining of liver tissue sections and liver triglyceride level. **d** Serum triglyceride and FFA levels in 12-week-old mice on chow diet. **e** Periodic acid–Schiff (PAS) staining for glycogen of liver tissues and glycogen levels in liver. **a**–**e** *n* = 8 mice per group. **f**–**n** JMJD1C-LKO mice and their WT littermates were fed a High CHO (70 kcal% carb) for 4 months after weaning, *n* = 6 mice per group. **f** mRNA (left) and nascent RNA (right), **g** de novo lipogenesis, **h** liver triglycerides, **i** Oil red O staining of liver tissue sections, **j** serum triglyceride levels, **k** liver glycogen levels, **l** and tissue weights. **m** GTT and ITT for high-CHO diet, and **n** serum insulin level. Data are expressed as means ± SEM. *P *<* 0.05, **P *<* 0.01, determined by two-tailed *t*-test. Scale bar = 100 μm. Source data are provided as a source data file.

Next, we subjected JMJD1C-LKO mice to a high-CHO diet, a standard regimen for promotion of DNL. Similar to those on chow diet, mRNA and nascent RNA levels of lipogenic genes in livers of JMJD1C-LKO mice on high-CHO diet were significantly lower than in WT littermates (Fig. 3f). DNL rate was 33% lower in livers of JMJD1C-LKO mice (Fig. 3g). Liver TG levels also were lower in JMDJ1C-LKO mice (Fig. 3h–i), although liver TG levels in both WT and KO mice were higher than on chow diet (Supplementary Fig. 2c), demonstrating that Jmjd1c ablation protected mice from hepatosteatosis from high-CHO diet regimen. Serum TG levels of JMJD1C-LKO mice compared to WT littermates were lower (Fig. 3j). In contrast, glycogen levels upon refeeding were higher in the JMJD1C-LKO livers (Fig. 3k). Neither WT nor JMJD1C-LKO mice on high-CHO diet had higher white adipose tissue (WAT) mass or adiposity compared to chow fed mice (Fig. 3l). However, GTT and ITT showed IR in WT mice. In contrast, GTT and ITT showed significantly lower glucose levels in JMJD1C-LKO mice, compared to the WT (Fig. 3m) and were similar to when on chow diet (Supplementary Fig. 2a, b), demonstrating that Jmjd1c ablation prevented glucose intolerance and IR from high-CHO feeding.

We also examined the potential involvement of Jmjd1c in lipogenic gene activation by Srebp-1c and Lxr^24,25^. We overexpressed Srebp-1c by adenoviral transduction or administered Lxr agonist, T0901317. As expected, WT mice showed a 2–3-fold increase in lipogenic gene expression by either of these treatments (Supplementary Fig. 3b, c). This lipogenic gene induction was partially blunted in JMJD1C-LKO mice, demonstrating involvement of Jmjd1c in Srebp-1c and Lxr function, probably via their indirect interaction (Supplementary Fig. 1) and/or these TFs may require chromatin accessibility brought by Jmjd1c at the lipogenic promoters (see below).

We next subjected JMJD1C-LKO mice to high-fat diet (HFD) to test whether Jmjd1c affects diet-induced obesity. Both WT and JMJD1C-LKO mice on HFD showed a typical obesity phenotype with higher WAT mass (Supplementary Fig. 2e). WT mice showed liver TG accumulation and development of glucose intolerance (Supplementary Fig. 2f, h). In contrast, JMJD1C-LKO mice on HFD remained insulin-sensitive, protected from diet-induced obesity-related IR (Supplementary Fig. 2h), even when these mice still manifested higher WAT mass. These results demonstrate that Jmjd1c ablation can improve IR even in the presence of obesity caused by HFD.

### JMJD1C demethylates H3K9 at lipogenic promoters

Although JMJD1C is reported to demethylate H3K9^22,26^, little is known regarding the change in H3K9 methylation at lipogenic promoters upon insulin/feeding. By ChIP–quantitative PCR (qPCR), we detected ~60% lower H3K9me3 enrichment at the promoters of lipogenic genes, such as *FAS*, *ACC*, and *SREBF1*, in insulin-treated HepG2 cells (Fig. 4a, top). H3K9me2 enrichment was also 30–55% lower, while H3 level remained constant (Fig. 4a). Conversely, H3K9me1 enrichment increased twofold upon insulin treatment. We detected approximately sevenfold greater enrichment of H3K4me3 upon insulin treatment (Fig. 4b). Changes in H3K9 methylation were specific to lipogenic genes, since we did not detect changes in promoter regions of oxidative genes, such as *ACOX*. ChIP experiments using livers from fasted and fed mice showed lower enrichment of H3K9me3 and H3K9me2, and greater enrichment of H3K9me1 at lipogenic promoters in livers of fed mice (Fig. 4a). Enrichment of H3K4me3 was higher in refed mice (Fig. 4b).

**Fig. 4:**
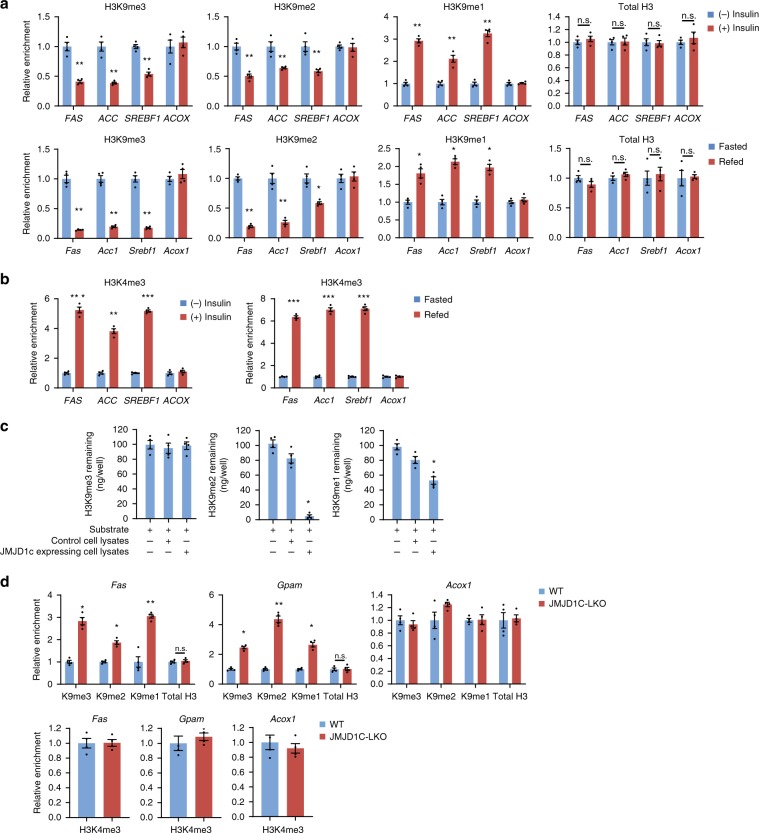
Enrichment of H3K9me2 is decreased on lipogenic promoters by feeding/insulin. **a** ChIP for enrichment of H3K9me3, H3K9me2, and H3K9me1 on *FAS*, *ACC*, and *SREBF1* promoters in HepG2 cells with or without insulin treatment (top) *n* = 4 wells of cells per group. ChIP for enrichment of H3K9me3, H3K9me2, and H3K9me1 on lipogenic gene promoters in livers from fasted and fed mice (bottom) *n* = 4 per group. **b** ChIP for enrichment of H3K4me3 on lipogenic promoters upon insulin/feeding, *n* = 4 per group. **c** In vitro demethylation assays using individual H3K9me3, H3K9me2, or H3K9me1 peptides, along with control or JMJD1C expressing HepG2 cell lysates, *n* = 4 dishes of cells per group. **d** ChIP for enrichment of H3K9me3, H3K9me2, and H3K9me1 on *Fas* and *Gpam* promoters in livers from JMJD1C-LKO and their WT littermates on chow diet in the fed state. *n* = 8 per group. Data are expressed as means ± SEM. *P *<* 0.05, **P *<* 0.01, determined by two-tailed *t*-test. Source data are provided as a source data file.

We next performed in vitro demethylation assays using individual H3K9me3, H3K9me2, or H3K9me1 peptides to test JMDJ1C activity. We detected nearly complete demethylation of the H3K9me2, ~50% demethylation of H3K9me1, and virtually no demethylation of the H3K9me3 (Fig. 4c). To define the role of JMJD1C in H3K9 demethylation in the activation of lipogenic genes, we next compared H3K9 methylation status at the lipogenic promoter regions in livers of JMJD1C-LKO and WT mice. We detected greater enrichment of H3K9me3, H3K9me2, and H3K9me1 at the lipogenic promoters, including *Fas* and *Gpam*, but not in *Acox1*, in livers of JMJD1C-LKO, compared to WT mice in the fed state (Fig. 4d, left and middle). (Fig. 4d, right). Interestingly, though JMJD1C had no H3K9me3 demethylase activity, we still detected accumulation of H3K9me3 in JMJD1C-LKO mice. It is possible that a yet to be identified HMT for H3K9 is not regulated by fasting/feeding and thus accumulation of H3K9me2 caused H3K9me3 accumulation. Overall, our results support the concept that JMJD1C demethylates H3K9me2 for activation of lipogenic genes upon feeding/insulin treatment.

### Genome-wide analyses of JMJD1C function in livers of mice

With the known function of JMJD1C as an H3K9 HDM, JMJD1C is predicted to play a role in regulating the transcriptional landscape. We therefore assessed the chromatin landscape by Assay for Transposase-Accessible Chromatin (ATAC-seq). 

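In ATAC-seq a transposase inserts sequencing adapters into accessible DNA, so reads gather where chromatin is open. Liver from 2 WT fasted, 2 WT refed and 2 refed JMJD1C-LKO mice was used, and each mouse was processed separately. The labels of the refed samples give 6 h of refeeding after an overnight fast, whereas the paper's methods give 8 to 16 h for fasting and feeding experiments in general. The authors aligned the reads to the mouse genome (mm10) with BWA and called peaks in each sample with MACS2 at a q-value cutoff of 0.05, without pooling replicates. The deposited values are the summits of these peaks, single positions without widths, each with a score that is the −log10 of the MACS2 q-value at the summit. The lowest score lay between 1.34 and 1.57 in the 6 samples. The numbers of summits were 5220 and 7632 in the 2 WT fasted livers, 5027 and 3119 in the 2 WT refed livers, and 1450 and 825 in the 2 JMJD1C-LKO refed livers. An exact two-sided permutation test of 2 samples against 2 cannot give a p below 0.333, so these numbers were not tested. Keeping only summits with a score of at least 5 gave 3054 and 1785 in the fasted, 2402 and 1916 in the refed and 1101 and 510 in the JMJD1C-LKO livers. The sequencing depth of each sample is unknown from these values, and because scores grow with depth, they were compared only by their rank within a sample. Summits were assigned to the nearest transcript start of the RefSeq annotation of GRCm38, and a gene was counted as having a summit at the TSS when a summit lay within 1000 bp of one of its transcript starts. Confidence intervals for shares of summits are 95% Wilson intervals and cover counting error only.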

ATAC-seq showed concentrated open chromatin regions near the transcription start sites (TSS), in both WT fasted and refed samples, as well as refed JMJD1C-LKO (Fig. 5a). 

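Within 1000 bp of a TSS lay 51.7% (95% confidence interval 50.3–53.0) and 15.2% (14.4–16.1) of the summits of WT fasted replicates 1 and 2. The shares were 43.5% (42.1–44.9) and 42.4% (40.7–44.2) in the WT refed livers and 59.7% (57.1–62.2) and 22.4% (19.7–25.4) in the JMJD1C-LKO refed livers, against 1.98% of the length of the chromosomes. All 6 samples were therefore above the genomic share, but the replicates of the fasted and of the JMJD1C-LKO group differed by more than their counting error. In fasted replicate 2, 78.0% of the summits lay in repeat-masked sequence, compared with 18.9% in fasted replicate 1, 41.4% and 43.0% in the refed livers and 18.6% and 48.4% in the JMJD1C-LKO livers. With the repeat summits left out, an alternative chosen after seeing the data, the shares within 1000 bp of a TSS were 63.1% and 67.7% in the fasted, 73.5% in both refed and 72.7% and 42.3% in the JMJD1C-LKO livers. The strongest signals were not at the TSS in any of the 6 livers, since of the 100 summits with the highest scores 5, 1, 3, 4, 1 and 2 lay within 1000 bp of a TSS in WT fasted 1 and 2, WT refed 1 and 2, and JMJD1C-LKO 1 and 2. Between 3 and 6 of the 10 strongest summits of each sample shared a stretch of 25 bases with the mitochondrial genome. Summits near a TSS had a median position between 103 and 34 bp upstream of it in the 4 WT livers, and upstream also in the 2 JMJD1C-LKO livers.

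**Figure D1:**
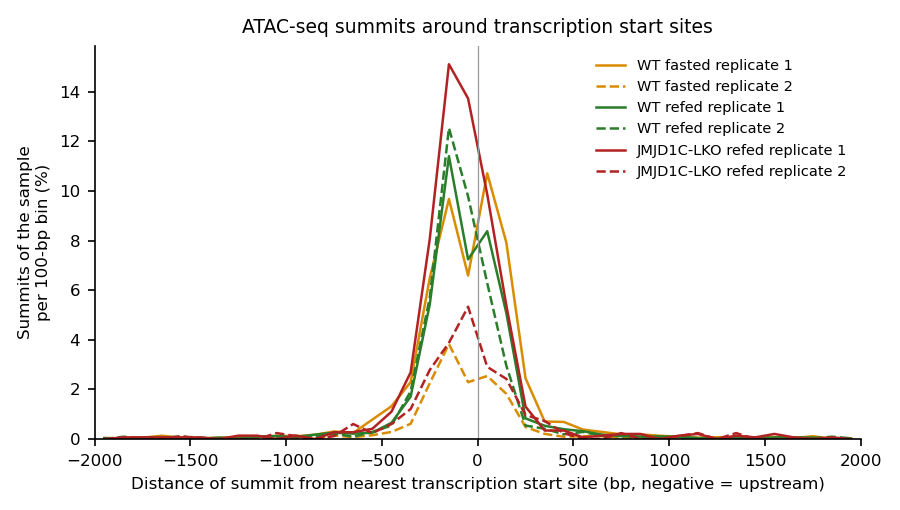
Percent of the ATAC-seq summits of each sample (vertical axis) in 100-bp bins of distance from the nearest TSS in bp (horizontal axis), 1 line per liver, with replicate 1 solid and replicate 2 dashed. All 6 lines are highest close to the TSS, and WT fasted replicate 2 is lower than the other WT livers.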

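For shares by position, each ATAC-seq summit was assigned first to the TSS, taken as 1000 bp upstream to 100 bp downstream of a RefSeq transcript start, then to the rest of a transcript, and otherwise to intergenic sequence. The mean over the 6 livers was 34.2% ± 15.3 (SD, n = 6) at the TSS, 25.5% ± 3.82 in gene bodies and 40.3% ± 12.5 between genes. With the 23273 summits of the 6 livers pooled, the shares were 31.3%, 26.1% and 42.6%. By group, 27.8% ± 20.7 (SD, n = 2) of the summits were at the TSS in WT fasted, 38.4% ± 0.828 in WT refed and 36.4% ± 24.7 in JMJD1C-LKO refed livers, so the groups differed by less than the spread between replicates. The TSS region and all transcripts, from start to end, cover 1.15% and 38.2% of the chromosomes. Leaving out repeat summits, which was chosen after seeing the data, moved the share at the TSS to 57.4%, and the intergenic share to 19.2%. Counting 1000 bp on both sides of a transcript start as TSS lowered the share in gene bodies to 20.6%.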

Approximately 38% of peaks to be at the TSS, 25% in the intragenic regions, while 37% were spread out throughout intergenic regions (Supplementary Fig. 5a). 

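In both WT livers of the group, a summit at the TSS was found for 1138 genes after fasting and for 1251 genes after refeeding, of which 708 were the same genes, 430 were found in the fasted group only and 543 in the refed group only. When a summit in either liver sufficed, 1316 genes were found in fasted livers only, 2123 in both groups and 858 in refed livers only. The counts depended on which liver was used. With replicate 2 alone they were 549, 884 and 748, and with replicate 1 alone 1392, 1752 and 848. For a list of 20 lipogenic genes drawn up before the data were examined, a TSS summit was found for 4 and 2 genes in the fasted livers and for 2 and 2 in the refed livers. The list did not differ from all 26142 annotated genes in any of the 6 livers (smallest adjusted p = 0.71, two-sided Fisher's exact test, Benjamini-Hochberg adjustment over 126 tests of lists and ATAC-seq samples). Acss2 had a TSS summit in both fasted and both refed livers, and Dgat2 in both fasted livers and in refed replicate 2. In at least 1 fasted and no refed liver were Agpat2 and Fads2, and in 1 refed and no fasted liver was Acly, genes named here after their values were seen, apart from Acly. Of 12 gluconeogenic genes, 1 and 2 had a TSS summit in the fasted livers and 1 and 1 in the refed livers (smallest adjusted p = 0.41, Fisher's exact test). These were Creb3l3 in both fasted livers, Got1 in fasted replicate 2 and refed replicate 2, and Pcx in refed replicate 1. Of a list of 22 cholesterol biosynthesis genes, each liver compared with all annotated genes, TSS summits lay at 6 (adjusted p = 0.22) and 3 (adjusted p = 0.39) genes in the fasted livers and at 11 (odds ratio 9.09, adjusted p = 1.4e-04) and 10 (odds ratio 12.6, adjusted p = 3.6e-05) in the refed livers, by the same exact test. In both livers of a group it had 2 such genes after fasting and 8 after refeeding, which included 6 not found in both fasted livers. The difference between the states was not tested. Genes with a summit in WT refed livers 1 and 2 were expressed at medians of 16.7 and 19.6 CPM (counts scaled to library size) in the WT RNA-seq. Genes without one had medians of 7.38 and 7.86 CPM. The list tests were not matched on expression, so a list of expressed genes can pass for that reason.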

Gene ontology identified lipogenesis exclusively in the refed sample, while those genes involved in processes of gluconeogenesis appeared exclusively in fasted samples (Fig. 5b, top). RNA processing and translation, along with various lipid biosynthetic processes were detected exclusively in WT, but not JMJD1C-LKO (Fig. 5b, bottom). 

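Both JMJD1C-LKO refed livers shared a summit at the TSS of 102 genes, 75 of which were also found in both WT refed livers, while 1176 genes were found in WT refed livers only and 27 in JMJD1C-LKO livers only. Requiring 1 liver only gave 1986 genes in WT refed alone, 995 in both groups and 192 in JMJD1C-LKO alone. The number of genes in both groups ranged from 137 with replicate 2 of each group to 879 with replicate 1. Single livers had a TSS summit at 2600 and 1632 genes in WT refed and at 1060 and 229 genes in JMJD1C-LKO, where fewer summits were called. With the 825 strongest summits of every liver, the numbers were 570 and 572 genes in WT refed and 507 and 229 in JMJD1C-LKO refed, with 545 and 428 in WT fasted. JMJD1C-LKO replicate 1 was then within the range of the WT livers and replicate 2 was below it. Of the summits of the JMJD1C-LKO livers, 46.2% to 72.1% had a WT refed summit within 200 bp, compared with 30.4% to 48.9% between the 2 WT refed livers, and at most 0.364% when the summits were shifted by 10000 bp. These shares depend on the length of the lists. With the 825 strongest summits of every liver, 33.6% to 53.5% were shared between JMJD1C-LKO and WT refed livers and 62.5% between the WT refed livers. Among 72 translation initiation and elongation factors, a TSS summit was present at 15 and 13 (Fisher's exact test, adjusted p = 0.0087 in replicate 2) in WT refed and at 4 and 1 in JMJD1C-LKO refed livers. For 85 cytosolic ribosomal protein genes the numbers were 11 and 10 in WT refed and 2 and 3 in JMJD1C-LKO, and for 37 tRNA synthetase genes 5 and 8 (exact test, adjusted p = 0.022 in replicate 2) and 2 and 0. In both livers of a group, 9, 4 and 3 genes of these 3 lists were found in WT refed and 1, 1 and 0 in JMJD1C-LKO (Eif2s1 and Rps29, named after their values were seen). The cholesterol biosynthesis list had 5 genes (exact test, adjusted p = 0.022) in JMJD1C-LKO replicate 1 and 0 in replicate 2. Of the 20 lipogenic genes, 1 had a TSS summit in JMJD1C-LKO replicate 1 and 0 in replicate 2.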

Genes involved in chromatin organization such as *Hdac*, *Arid*, *Jarid*, *Hmt*, *Set*-domain containing, and *Smarca* families that are known to alter chromatin structure to repress transcription^27–30^, were detected in open chromatin in both WT and JMJD1C-LKO (Fig. 5b, bottom). 

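The chromatin families named in the paper, taken by symbol as Arid, Jarid and Kdm5, Hdac, Smarca, Setd and Setdb, and the H3 methyltransferases, hold 56 annotated genes. A summit at the TSS was found for 17 (odds ratio 3.20, adjusted p = 0.0053) and 8 (adjusted p = 0.081) of them in WT fasted, for 13 (odds ratio 2.75, adjusted p = 0.033) and 12 (odds ratio 4.12, adjusted p = 0.0045) in WT refed, and for 7 (adjusted p = 0.065) and 1 (adjusted p = 0.78) in JMJD1C-LKO refed livers, by Fisher's exact test over the lists and ATAC-seq samples. In both WT refed livers were Arid4a, Arid4b, Jarid2, Hdac2, Hdac4, Smarca5 and Setd3 together with 2 other genes of the list. Of these, Arid4b was the gene with a TSS summit in both JMJD1C-LKO livers, and JMJD1C-LKO replicate 1 also had one at Hdac2, Hdac4, Smarca5 and Setd3. With a single liver sufficing, 16 genes of the families were found in WT refed and 7 in JMJD1C-LKO refed livers, and these 7 were also among the 16. Counting summits anywhere in the gene or 1000 bp upstream raised the number in WT fasted replicate 2 to 14 and in JMJD1C-LKO replicate 2 to 4. The individual members were named after their values were seen. As the background was all annotated genes and not matched on expression, the enrichment of this list cannot be told apart from the expression of its genes.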

Motif analysis detected 55 known transcription factor motifs that were significantly enriched in the WT but not in the JMJD1C-LKO (Supplementary Table 2). Interestingly the motif for Usf-1 was among these (Supplementary Table 2), suggesting that Jmjd1c ablation impacted Usf-1 function other than in lipogenic gene regulation. 

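USF-1 binds the E-box, whose core sequence is CACGTG. The share of ATAC-seq summits with this sequence within 100 bp was 3.20% (95% Wilson interval 2.75–3.73) and 3.14% (2.59–3.81) in the WT refed livers and 4.62% (3.65–5.83) and 1.70% (1.01–2.83) in the JMJD1C-LKO refed livers. The group means were 3.17% ± 0.0429 (SD, n = 2) and 3.16% ± 2.07, a difference smaller than the spread between the JMJD1C-LKO replicates. In WT fasted livers the share was 3.54% (3.08–4.08) and 1.39% (1.15–1.68). At positions shifted by 10000 bp the sequence was found at 1.91% and 1.73% of the WT refed and 2.21% and 2.55% of the JMJD1C-LKO refed summits. For the WT fasted summits these shares were 2.13% and 1.85%. The share followed the part of the summits that lay at the TSS, being 5.81% and 5.74% at the TSS and 1.20% and 1.23% elsewhere in the WT refed livers, and 6.59% and 3.78% against 1.71% and 1.09% in the JMJD1C-LKO livers. With the 825 strongest summits per liver, the WT refed values were 3.27% and 3.39% and the JMJD1C-LKO values 3.52% and 1.70%. The other motifs of Supplementary Table 2 were not analysed here.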

With our primary interest in assessing JMJD1C’s role in the regulation of lipogenesis, we compared peaks for a subset of lipid biosynthetic genes. Indeed, we found that lipogenic promoters were more open upon feeding than fasting (Fig. 5c). Conversely, promoter regions of gluconeogenic genes were more open during fasting than refeeding, while the promoter region of *Jmjd1c* was not different between fasting/feeding, consistent with our finding that *Jmjd1c* expression was not regulated by fasting/feeding (Fig. 5c and Supplementary Fig. 5). 

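Fasn, which encodes fatty acid synthase (the paper's Fas), lies on chromosome 11 of GRCm38 from 120805958 to 120824547 on the minus strand. No ATAC-seq summit lay within 1000 bp of its TSS in any of the 6 livers, and the nearest summit was 251357 and 193023 bp away in the fasted and 251454 and 412573 bp away in the WT refed livers. Acly, which encodes ATP citrate lyase, lies on chromosome 11 from 100476352 to 100528000 on the minus strand. It had 1 summit, in WT refed replicate 1, at position 100528011, which is 11 bp upstream of the TSS, with a score of 5.81 that ranked 1949 of 5027 in that liver. Acaca, which encodes acetyl-CoA carboxylase, lies on chromosome 11 from 84195438 to 84401651. No summit lay at its TSS, and its gene body held 1 summit, in WT refed replicate 1, 15775 bp from the nearest transcript start. Of the 6 lipogenic genes named in the paper, the ones with a summit within 1000 bp of the TSS numbered 0 and 0 in the fasted, 1 and 0 in the WT refed and 0 and 0 in the JMJD1C-LKO refed livers, so a difference between fasting and feeding was not detectable from the summits at this depth. A summit list shows whether a peak was called and not the height of the signal, so smaller differences in signal at these promoters were not analysed here.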

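At G6pc (chromosome 11, 101367716 to 101377903), Pck1 (chromosome 2, 173153073 to 173159274), Ppargc1a (chromosome 5, 51454249 to 51567725, minus strand) and Foxo1 (chromosome 3, 52268337 to 52350109), no ATAC-seq summit lay within 2500 bp of a transcript start in any fasted or refed liver. The nearest summits to G6pc were 184351 to 184512 bp away in the 4 WT livers. Ppargc1a had 1 summit within its gene body in each fasted liver, 42241 and 72318 bp from a transcript start, and 0 in the refed livers. At Jmjd1c (chromosome 10, 67127088 to 67256326) no summit was called at the TSS in either state. Its nearest summits were 351902 and 165224 bp away in the fasted livers and 165222 and 99655 bp away in the WT refed livers. With no TSS summit for any of these 5 genes, their fasted and refed promoters could not be ranked by openness from the summits.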

Comparing WT peaks to that of the JMJD1C-LKO showed much smaller peaks and no apparent change as a result of feeding (Fig. 5c) at lipogenic promoters.

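In the JMJD1C-LKO refed livers, 0 of the 24 genes that the paper names for its genome-wide experiments had an ATAC-seq summit within 1000 bp of the TSS, compared with 0 and 1 in the WT fasted and 2 and 2 in the WT refed livers. The nearest summits to Fasn in the JMJD1C-LKO livers were 151408 and 1157884 bp from its TSS. ATAC-seq of fasted JMJD1C-LKO liver was not analysed here. Among genes tested in the RNA-seq, 1081 had a TSS summit in both WT refed livers and not in both JMJD1C-LKO refed livers, and 63 had it in both groups. The median log2 fold change of the first set in the RNA-seq was lower by a difference of −0.02 than that of the second, within the range of 10000 random gene sets matched on expression (−0.10 to 0.10, two-sided p = 0.63 from these sets, n = 1081 and n = 63 genes). The median of the first set itself was −0.07, below the range of its matched random sets (−0.04 to 0.00), and that of the second was −0.04. With the same number of strongest summits in each liver, an alternative chosen after seeing the data, the difference was −0.16 (two-sided p = 0.0486 from matched random sets, n = 255 and n = 20 genes). From the known H3K9 demethylase activity, the paper reasons that JMJD1C would affect the transcriptional landscape, and from the ATAC-seq peaks it states that lipogenic promoters opened upon feeding in WT and showed smaller peaks in JMJD1C-LKO livers.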

**Fig. 5:**
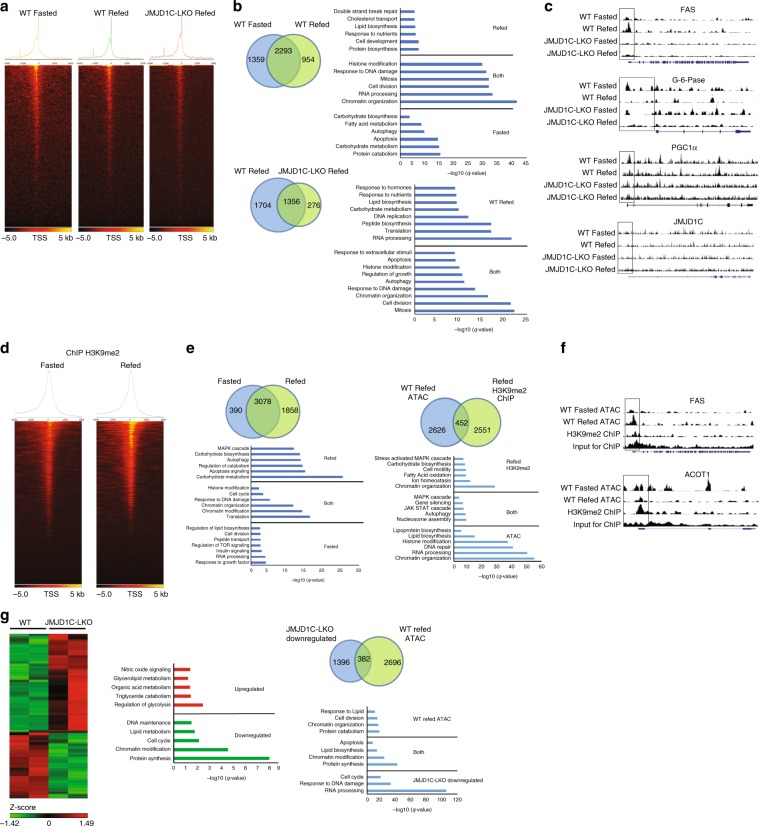
Genome-wide analyses of JMJD1C function in liver. **a**–**c** ATAC-seq using livers from WT and JMJD1C-LKO mice that were fasted or refed. *n* = 2 per group. **a** Heatmaps showing open chromatin regions focused at the transcription start site (TSS). Color scale shows peaks detected, black is equivalent to zero, yellow is equivalent to 500. **b** Venn diagrams showing number of unique or shared genes and charts for representative top gene ontology (GO) terms. **c** UCSC genome browser screenshot of representative peaks at a subset of promoter regions. **d**–**f** H3K9me2 ChIP-seq using livers from WT refed mice, *n* = 2 per group. **d** Heatmap showing H3K9me2 enrichment at TSS (color scale shows peaks detected, black is equivalent to zero, yellow is equivalent to 500) and **e** representative top GO terms for genes detected to be H3K9me2 enriched differentially upon fasting or refeeding. Venn diagrams showing number of unique or shared genes between ATAC- and ChIP-seq datasets and charts for representative top gene ontology (GO) terms (right). **f** UCSC genome browser screenshot of representative peaks at a subset of promoter regions. **g** RNA-seq using livers from refed WT and JMJD1C-LKO mice, *n* = 2 pooled RNA samples per group. Heatmap showing changes in gene expression between WT and JMJD1C-LKO mice (left), Color scale shows changes in gene expression as determined by *Z*-score, green is –1.42 and red is 1.49. Representative top GO terms of upregulated and downregulated genes identified by differential expression analysis (middle). Venn diagrams showing number of unique or shared genes between ATAC- and RNA-seq datasets and charts for representative top gene ontology (GO) terms (right).

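H3K9me2, a histone mark associated with repressed chromatin, was measured by ChIP-seq in liver from 2 WT fasted and 2 WT refed mice, each with its own input library. The authors aligned reads to mm10 with Bowtie2, kept reads that mapped to a single place, and called peaks with MACS2 in each sample against the input of the same replicate, with a q-value cutoff of 0.05 and an enrichment over input of at least 2.5-fold. As for the ATAC-seq, the deposited values are summits with a −log10 q-value score, whose lowest value lay between 1.32 and 1.49, and the depth of each sample is unknown from them. The paper's reporting summary gives a single approximate depth for the ChIP-seq and none per sample, and no value here uses it. There were 7690 and 13456 summits in the fasted and 1297 and 9929 in the refed livers. Of the fasted summits, 47.4% to 83.0% had a summit of the other fasted liver within 200 bp, whereas 0.308% of the summits of refed replicate 1 had one in refed replicate 2. A score of at least 5 was reached by 7033 and 12696 summits in the fasted and by 371 and 9277 in the refed livers. Refed replicate 1 differed from the other 3 samples in its position as well, with 73.0% of its summits in repeat-masked sequence compared with 1.04% to 1.87% in the others. Because every refed result that requires both livers is limited by refed replicate 1, values are given for each liver.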

We performed ChIP-seq that detected greater enrichment of H3K9me2 at the TSS in fasted and refed samples, however H3K9me2 enrichment was detected also in the proximal promoter regions, as well as within gene bodies (Fig. 5d). Approximately 46% of peaks were found near the TSS, 50% were found in intragenic regions, and 4% were found in intergenic regions (Supplementary Fig. 5b). 

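With the TSS taken as 1000 bp upstream to 100 bp downstream of a transcript start, 29.0% and 28.9% of the fasted summits and 1.70% and 30.1% of the refed summits lay at the TSS. In gene bodies lay 68.5%, 63.5%, 25.8% and 66.3% in the same order, and between genes 2.50%, 7.65%, 72.6% and 3.60%. The means over the 4 livers were 22.4% ± 13.8 (SD, n = 4), 56.0% ± 20.3 and 21.6% ± 34.1, and the 32372 summits pooled gave 28.2%, 64.0% and 7.78%. Refed replicate 1 decided the spread. Without it, the mean share at the TSS was 29.3% and the mean intergenic share 4.58%. The definition of the TSS moved the first 2 of these shares, to 67.2% at the TSS and 11.2% in gene bodies when 1000 bp on both sides of a transcript start counted as TSS, and to 70.9% and 8.30% with 2500 bp. Within 1000 bp of a TSS lay 92.0% (95% Wilson interval 91.4–92.6) and 83.5% (82.8–84.1) of the fasted and 3.01% (2.21–4.08) and 90.4% (89.8–90.9) of the refed summits. The median summit near a TSS was 267 and 226.5 bp downstream of it in the fasted and 90 and 267 bp downstream in the refed livers.

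**Figure D2:**
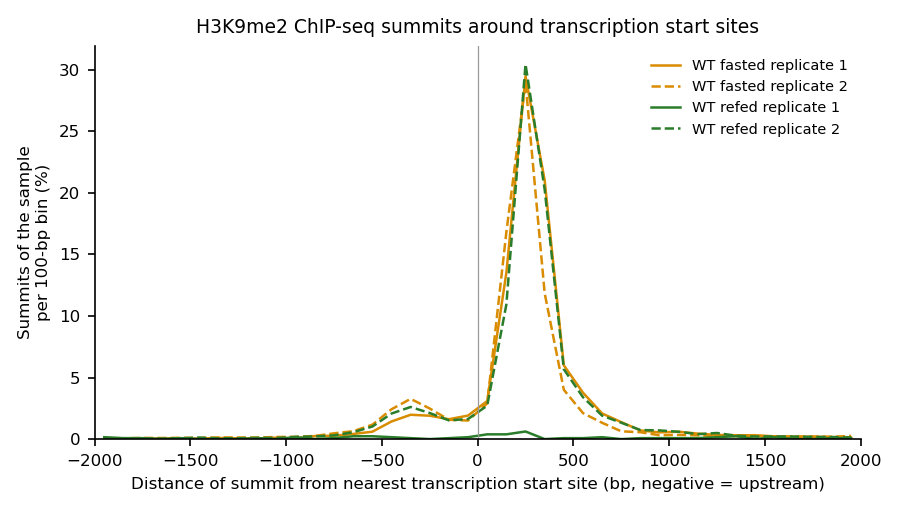
Percent of the H3K9me2 ChIP-seq summits of each sample (vertical axis) in 100-bp bins of distance from the nearest TSS in bp (horizontal axis), 1 line per liver, with replicate 1 solid and replicate 2 dashed. The lines of both fasted livers and of refed replicate 2 are highest 200 to 300 bp downstream of the TSS, and the line of refed replicate 1 stays close to 0.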

H3K9me2 enrichment upon refeeding was detected at genes from processes known to be suppressed, such as those for gluconeogenesis and MAPK signaling (Fig. 5e, left). Similarly, H3K9me2 enrichment in fasted livers was detected at those genes repressed during fasting, such as those involved in lipogenesis, as well as insulin and TOR signaling (Fig. 5e, left). 

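Of the 12 gluconeogenic genes, 9 had an H3K9me2 summit within 1000 bp of the TSS in WT refed replicate 2 (adjusted p = 0.013, Fisher's exact test against all annotated genes, adjusted over 84 tests of lists and ChIP-seq samples) and 0 in refed replicate 1. In the fasted livers the same exact test gave 8 (adjusted p = 0.016) and 10 genes (adjusted p = 0.013). In single livers, 7667 and 11173 genes had an H3K9me2 summit at the TSS after fasting and 38 and 9193 after refeeding. In both livers of a group, 7612 genes were found after fasting only, 8 in both states and 3 after refeeding only. When either liver sufficed, 2056 genes were found after fasting only, 9164 in both states and 56 after refeeding only. With replicate 1 alone the counts were 7658, 9 and 29, and with replicate 2 alone 2053, 9120 and 73, so refed replicate 1 decided them. No gluconeogenic gene had a summit in a refed and not in a fasted liver, and 1 had a summit in a fasted and not in a refed liver. A summit shows presence and not the level of H3K9me2, so differences in level between the states were not analysed here. A MAPK signalling list was not analysed here.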

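An H3K9me2 summit at the TSS was found for 14 (adjusted p = 6.7e-04) and 17 (adjusted p = 5.2e-04) of the 20 lipogenic genes in the fasted livers, and for 0 and 16 (adjusted p = 2.0e-04) in the refed livers, by Fisher's exact test against all annotated genes. With either liver sufficing, 17 of the lipogenic genes were found after fasting and 16 after refeeding, and 1 was found after fasting and not after refeeding. Since 42.7% of all annotated genes had a TSS summit in fasted replicate 2 and 35.2% in refed replicate 2, most of the lists had many members with a summit. Genes with an H3K9me2 summit at the TSS were expressed at a median of 23.2 CPM (counts scaled to library size) in the WT refed RNA-seq for refed replicate 2, against 0.974 for genes without one, and the highest median of 10000 random gene sets of the same size was 9.80. For fasted replicates 1 and 2 the medians were 26.9 and 18.9 CPM with a summit and 1.63 and 0.536 without. For the 24 genes with a count in refed replicate 1 they were 6.85 and 9.03, and 6587 of the 10000 random sets had a median as high. Lists for insulin and TOR signalling were not analysed here.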

Comparing ATAC-seq and H3K9me2 ChIP-seq of refed livers, showed distinct gene profiles (Fig. 5e, right). 

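Of the genes with a summit at the TSS in both refed livers of an assay, 1250 were found by ATAC-seq only, 10 by H3K9me2 ChIP-seq only and 1 by both. Among the 11465 annotated genes with a TSS summit in any of the 10 samples, this overlap had an odds ratio of 0.816 (p = 1, two-sided Fisher's exact test). As 1.20 shared genes would be found by chance, the 1 gene gives no direction. The background holds no gene without a summit, and adding such genes would raise the ratio. When either liver sufficed, 518 genes were found by ATAC-seq only, 6757 by ChIP-seq only and 2463 by both, with an odds ratio of 1.22 (p = 4.0e-04, Fisher's exact test). Using replicate 2 of each assay alone, the counts were 248, 7809 and 1384 with an odds ratio of 1.45, and using replicate 1 alone they were 2587, 25 and 13 with an odds ratio of 1.78. Counting summits in the whole gene or 1000 bp upstream gave an odds ratio of 2.12 (p = 9.6e-04, Fisher's exact test). Within 200 bp of an ATAC-seq summit of a given WT liver lay 12.4% to 13.8% of the summits of refed ChIP-seq replicate 1. For refed ChIP-seq replicate 2 the shares were 0.906% to 5.24%.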

Open chromatin regions were found in lipogenic promoters and were not enriched in H3K9me2, whereas gluconeogenic or fatty acid oxidative genes were found to be H3K9me2 enriched, but not detected among open chromatin regions in the refed livers. 

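With a summit in either refed liver sufficing, 3 of the 20 lipogenic genes had both an ATAC-seq and an H3K9me2 summit at the TSS, 13 had an H3K9me2 summit only and 0 had an ATAC-seq summit only. For the 12 gluconeogenic genes the numbers were 2, 7 and 0. For 24 fatty acid oxidation genes they were 6, 14 and 0. H3K9me2 summits were found at the TSS of 22 (adjusted p = 1.9e-09) and 23 (adjusted p = 2.4e-07) fatty acid oxidation genes in the fasted and of 1 (adjusted p = 0.055) and 20 (adjusted p = 8.1e-06) in the refed livers, by Fisher's exact test. ATAC-seq summits were found at 5 (adjusted p = 0.33) and 5 (adjusted p = 0.098) of them in the refed livers by the same exact test. In both refed livers, ATAC-seq summits lay at the TSS of Acadm, Hadha and Hadhb, which were named after their values were seen. All counts for refed livers that need H3K9me2 rest on replicate 2, since replicate 1 had a summit at Acot1 and at no other gene of the 3 lists.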

Among the genes exclusive to either ATAC-seq or H3K9me2 ChIP-seq datasets, Chromatin Organization again was the most enriched process. We then examined peaks for representative lipogenic (*Fas*) and oxidative (*Acot1*) promoters and compared them to those we detected in ATAC-seq. ATAC-seq showed open chromatin regions for *Fas* only in the refed, while that of *Acot1* was only open in the fasted (Fig. 5f). However, H3K9me2 ChIP-seq from refed livers detected peaks for *Acot1*, but not for *Fas* (Fig. 5f), showing repression of *Acot1* but not *Fas* during refeeding.

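The lipogenic gene Fasn and Acot1, which encodes acyl-CoA thioesterase 1 and lies on chromosome 12 of GRCm38 from 84009502 to 84017670, had no ATAC-seq summit in the gene or within 2000 bp of it in any of the 6 livers. The nearest summits to the TSS of Acot1 were 184390 and 87394 bp away in the fasted and 48611 and 87422 bp away in the WT refed livers. The peak files therefore hold no called peak at either promoter, and the direction of the difference in signal between the states was not detectable from them. Acot1 has near-identical neighbours (Acot2, Acot3 and Acot4), and reads that map to several of these genes can be lost or shared, so values at Acot1 are uncertain.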

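At Fasn, H3K9me2 summits lay in the first intron at position 120823786 in fasted replicate 1 (rank 3067 of 7690) and at 120823808 in fasted replicate 2 (rank 4462 of 13456), which are 761 and 739 bp downstream of the TSS. Refed replicate 2 had a summit at 120823766, 781 bp downstream, which ranked 392 of 9929, and refed replicate 1 had none. Fasted replicate 2 had another summit in Fasn at 120824439. At Acot1, summits lay in the first coding exon in all 4 livers, at 84009753 (251 bp downstream of the TSS, rank 4137) and 84009763 (261 bp, rank 7966) in the fasted livers, and at 84009632 (130 bp, rank 355 of 1297, score 5.19) and 84009805 (303 bp, rank 8720) in the refed livers. The 2 refed livers thus differed at Fasn and both had a summit at Acot1. From peaks at Acot1 and none at Fas, the paper concludes that Acot1 and not Fas was repressed during refeeding.

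**Figure D3:**
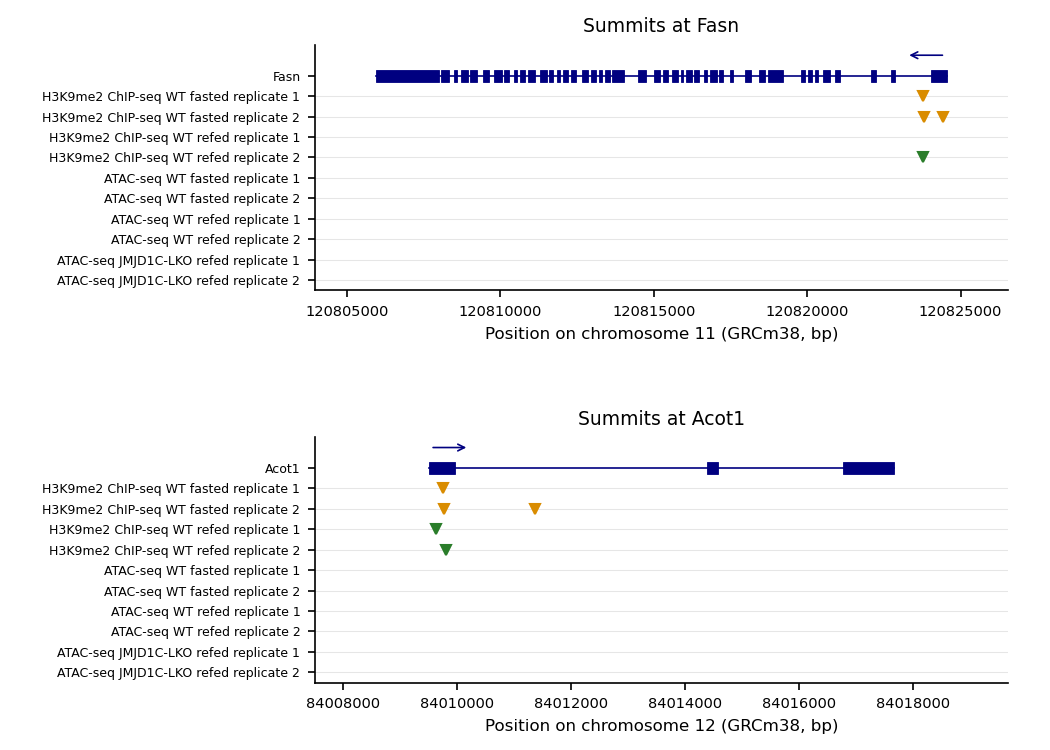
Positions of summits (triangles) at Fasn and Acot1 along chromosomes 11 and 12 in bp, with 1 line per liver, boxes for exons, and an arrow for the direction of transcription. H3K9me2 summits are seen at Fasn in 3 of the 4 ChIP-seq livers and at Acot1 in all 4, and no ATAC-seq summits are seen.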

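For RNA-seq, 2 libraries from WT refed and 2 from JMJD1C-LKO refed livers were sequenced, each made from pooled RNA. The authors deposited estimated counts for 24994 RefSeq transcripts, which are not scaled and hold fractional values, as reads were shared between transcripts. The text names Partek and DESeq2 for the differential expression and not the aligner or the counting method. Total counts were 51387300 and 51265128 in the WT libraries and 51408989 and 54400509 in the JMJD1C-LKO libraries. Counts were summed over the transcripts of each of 15572 genes, rounded and normalized by edgeR's TMM method, and 14151 genes that passed edgeR's filter on low counts were tested by its quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p below 0.05, 2066 genes were higher and 1892 lower in the JMJD1C-LKO libraries, and at an unadjusted p below 0.05 the numbers were 2894 and 2756. A fold change of at least 2 in addition left 717 higher and 133 lower genes. Of the changes in normalization and test, upper-quartile normalization moved the balance most, to 2518 higher and 1330 lower genes, so that 34.6% of the calls were lower compared with 47.8% under TMM, and it moved the median log2 fold change of all genes from 0.006 to 0.072. Testing each transcript gave 473 higher and 308 lower of 22296 transcripts. The Pearson correlation of log2 CPM across genes was 0.993 between the WT libraries and 0.991 between the JMJD1C-LKO libraries, where genes are not independent replicates. Jmjd1c had counts of 1140 and 1188 in the WT and 990 and 1129 in the JMJD1C-LKO libraries, or 22.4 ± 0.555 and 20.3 ± 0.317 CPM (SD, n = 2). Its log2 fold change was −0.14 (standard error 0.084, adjusted p = 0.23 from edgeR), and between −0.17 and −0.12 with each library left out in turn. Its 2 annotated transcripts had log2 fold changes of −0.81 (adjusted p = 0.21) and 0.10 (adjusted p = 0.71) in the transcript-level edgeR test. Because the Jmjd1c count does not separate the groups past the threshold, the second group is called the libraries labelled JMJD1C-LKO, and directions are given as these labels define them.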

We next performed RNA-seq to determine the effect of *Jmjd1c* depletion in the liver. 

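Lists of genes were tested as sets with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 20 lists that were drawn up before the data were examined. Of 82 tested cytosolic ribosomal protein genes, 53 were lower and 0 higher in the libraries labelled JMJD1C-LKO at an adjusted p below 0.05 (63 and 0 adjusted over the list alone), with a median log2 fold change of −0.28 (camera adjusted p = 4.5e-12). Translation initiation and elongation factors, taken by symbol and so including regulators such as Eif4ebp3, had a median of −0.17 (camera adjusted p = 0.0036), with 18 of 65 lower and 3 higher (20 and 3 adjusted over the list alone). Of 37 tRNA synthetases, 17 were lower and 0 higher, over all genes and adjusted over the list alone, with a median of −0.31 (camera adjusted p = 2.5e-06). Fry is a rotation test that keeps the correlation between the genes of a list. Under fry the ribosomal protein call held (adjusted p = 0.0098) and those for the factors (adjusted p = 0.11) and synthetases (adjusted p = 0.096) did not. Under camera with an estimated correlation no list of the 20 passed the threshold. Ribosomal proteins failed it (camera adjusted p = 0.20) although their estimated correlation of −0.0085 was below the preset 0.01. Failing this variant, with 2 libraries per group, therefore cannot be read as an effect of correlation between genes. Under upper-quartile scaling the median was −0.22 for ribosomal proteins and −0.10 for the factors, with no change of sign. Among single genes, Rpl14, Rps26, Rpl23a and Rps15a had log2 fold changes between −0.48 and −0.44, although reads of ribosomal protein genes can be shared with their pseudogenes. Of the factors, Eif2s2 (−0.51, adjusted p = 0.0017), Eef1e1 (−0.70, adjusted p = 0.0024) and Eif2b3 (−0.65, adjusted p = 0.0025) were lower, and Eif4ebp3 (1.41, adjusted p = 4.1e-05) and Eif4e3 (1.49, adjusted p = 0.0011) were higher. Cars (−0.95, adjusted p = 2.2e-04), Sars (−0.60), Yars (−0.84), Rars (−0.51) and Mars (−0.61) had the smallest p-values of the synthetases. Over 868 Reactome pathways, camera called 66 higher and 145 lower, and the first in the lower direction was Formation of a pool of free 40S subunits (94 genes, median −0.28, 60 lower and 0 higher, adjusted p = 5.0e-12).

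**Figure D4:**
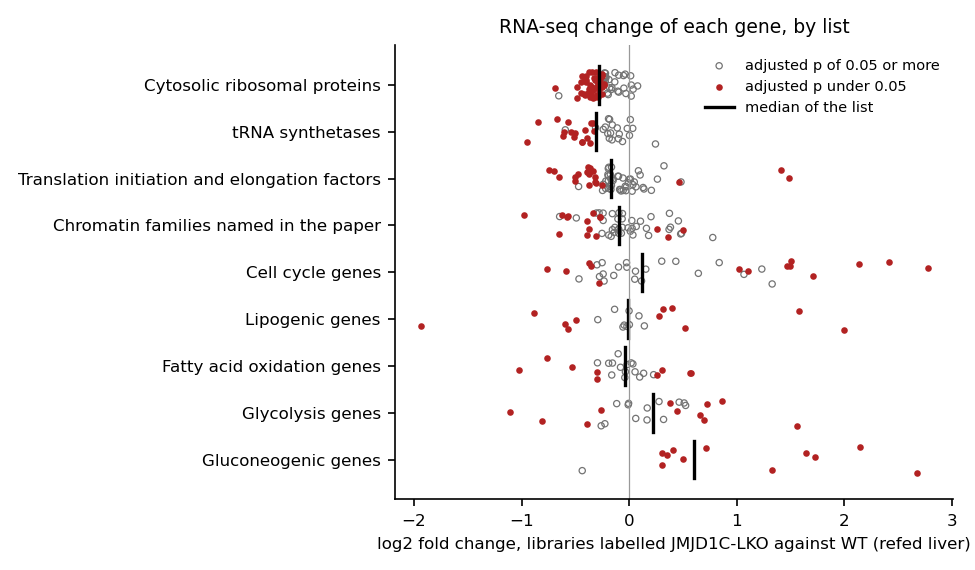
Log2 fold change of each gene between libraries labelled JMJD1C-LKO and WT (horizontal axis) for 9 lists of genes (vertical axis), with filled circles for an adjusted p below 0.05, open circles for other genes and a black bar for the median. The medians run from −0.31 for tRNA synthetases to 0.61 for gluconeogenic genes.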

Protein synthesis was detected to be the most affected process downregulated in JMJD1C-LKO mice, with various initiation/elongation factors, ribosomal proteins, and transfer RNA (tRNA) synthetases being downregulated (Fig. 5g, left). 

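Among 54 tested genes of the Arid, Jarid, Hdac, Smarca, Set-domain and histone methyltransferase families, 12 were lower and 3 higher, with a median log2 fold change of −0.10 that did not pass the threshold (camera adjusted p = 0.063). It passed when scaled by library size only (median −0.14, adjusted p = 0.0496), and the median was −0.03 under upper-quartile normalization. By family, 2 of 9 Arid genes (3 adjusted over the list alone), 3 of 5 Jarid and Kdm5 genes, 2 of 11 Hdac genes and 1 of 5 Smarca genes (4 adjusted over the list alone) were lower, and 1 Hdac gene was higher. Hdac2 fell by 0.65 on the log2 scale (adjusted p = 0.0046 from edgeR), Kdm5c by 0.40 (adjusted p = 0.0053) and Jarid2 by 0.39 (adjusted p = 0.023). Arid5b changed by −0.34, Smarca5 by −0.30 and Arid4b by −0.27, of which Arid4b did not pass under DESeq2 (adjusted p = 0.052) and Arid4b and Smarca5 did not under upper-quartile normalization. Hdac5 (−0.27) passed neither under DESeq2 nor under upper-quartile normalization, and Hdac10 (0.36) neither under DESeq2 nor with library size only. Kdm5d (−0.63, between −0.96 and −0.35 with each library left out in turn) lies on the Y chromosome. Cell cycle genes went both ways, with 9 of 35 higher and 5 lower (12 and 5 adjusted over the list alone) and a median of 0.11 (camera adjusted p = 0.18), which lay between 0.05 and 0.29 with each library left out. Of 20 lipogenic genes, 6 were higher and 5 lower, over all genes and adjusted over the list alone. The lipogenic median was −0.01 (camera adjusted p = 0.91), 0.05 under upper-quartile normalization and −0.05 with library size only, and it lay between −0.16 and 0.14 with each library left out in turn, so its sign was not determined. Cholesterol biosynthesis genes had a median of −0.07, with 7 higher and 6 lower of 22 (camera adjusted p = 0.63). DNA maintenance was not tested as a list.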

Chromatin modification, regulation of cell cycle, lipogenesis, and DNA maintenance were also downregulated in JMJD1C-LKO mice (Fig. 5g, left). 

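Of 12 gluconeogenic genes, 11 were higher and 0 lower in the libraries labelled JMJD1C-LKO, with 1 lower when adjusted over the list alone. Their median log2 fold change was 0.61 (camera adjusted p = 1.5e-04, fry adjusted p = 0.077), and it lay between 0.37 and 0.81 with each library left out in turn. Pck1, which encodes phosphoenolpyruvate carboxykinase 1, rose from 1366 ± 225 to 3430 ± 460 CPM (SD, n = 2), a log2 fold change of 1.33 (standard error 0.132, adjusted p = 2.1e-04 from edgeR). Ppargc1a rose from 8.87 ± 0.0701 to 29.3 ± 5.39 CPM (log2 fold change 1.72, adjusted p = 5.4e-05) and Foxo1 from 56.4 ± 2.27 to 79.7 ± 11.8 (0.50, adjusted p = 0.0073). G6pc rose from 335 ± 31.4 to 549 ± 158 (log2 fold change 0.71, adjusted p = 0.011 from edgeR and 0.073 from DESeq2), and the change was between 0.39 and 0.98 with a library left out. The 24 fatty acid oxidation genes went both ways, with 4 higher and 5 lower and a median of −0.04 (camera adjusted p = 0.42) that was 0.03 under upper-quartile normalization. Within them, Acaa1a changed by 0.31 (adjusted p = 0.024) and Acaa1b by −0.30 (adjusted p = 0.046), and these paralogs share reads, so both values are uncertain. The call of Acaa1a was lost with library size only and that of Acaa1b under upper-quartile normalization. Acot1, which also has close paralogs, changed by 0.13 (adjusted p = 0.67), with its sign depending on the library left out.

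**Figure D5:**
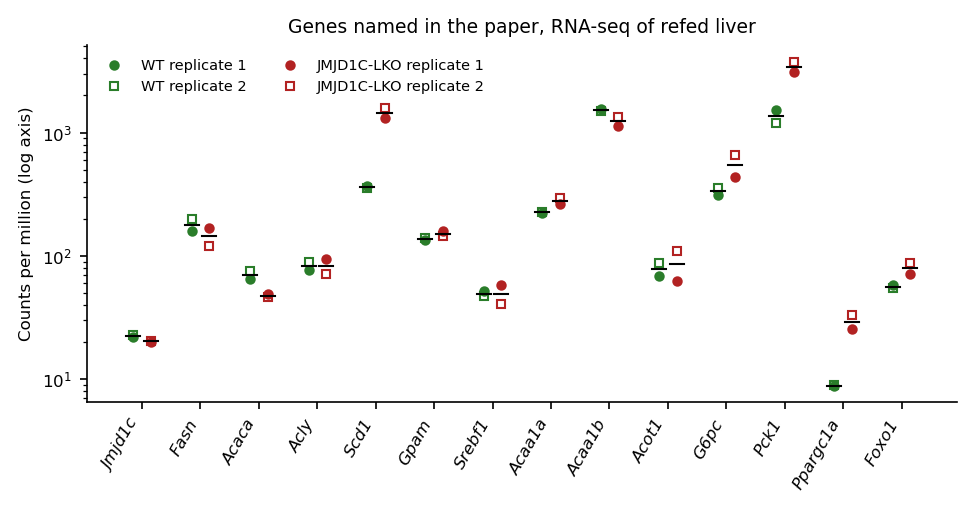
CPM of 14 genes named in the paper (vertical axis, log scale) in the 2 WT refed libraries and the 2 libraries labelled JMJD1C-LKO, with 1 symbol per library and a bar for each mean. Scd1, Pck1 and Ppargc1a lie higher in both libraries labelled JMJD1C-LKO, and the symbols of Jmjd1c lie close together.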

Genes in various metabolic processes were also detected to be upregulated in the JMJD1C-LKO mice (Fig. 5g, left). 

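The 24 glycolysis genes had a median log2 fold change of 0.22 in the libraries labelled JMJD1C-LKO (camera adjusted p = 0.18), with 7 higher and 4 lower, or 8 and 4 adjusted over the list alone. The list passed the threshold under fry (adjusted p = 0.018). The genes of the phosphofructokinases Pfkl (−0.01, adjusted p = 0.94), Pfkm (−0.23, adjusted p = 0.12) and Pfkp (0.52, adjusted p = 0.14) did not change past the threshold. Of the aldolase genes, Aldoa fell by 0.26 (adjusted p = 0.031 from edgeR, not passed under upper-quartile normalization) and Aldoc rose by 0.69 (standard error 0.183, adjusted p = 0.020). Pgk1, which encodes phosphoglycerate kinase 1, changed by 0.28 (standard error 0.0995, adjusted p = 0.064 from edgeR). Its change lay between 0.15 and 0.42 with each library left out in turn. Pgk1 passed the threshold under DESeq2 (adjusted p = 0.045) and under upper-quartile normalization (adjusted p = 0.030).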

The most significantly affected was glycolysis, with phosphofructokinase, aldolase, and phosphoglycerate kinase, among others, being upregulated in the JMJD1C-LKO livers. We next compared genes downregulated in the JMJD1C-LKO mice to those detected in refed WT mice by ATAC-seq. We reasoned that if these genes were directly downregulated due to depletion of *Jmjd1c*, they should coincide with genes detected in the refed WT by ATAC-seq. 

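Of the 14122 genes that were tested in the RNA-seq and have annotated transcript starts, 1889 were lower in the libraries labelled JMJD1C-LKO, and 177 of these (9.37%) had an ATAC-seq summit at the TSS in both WT refed livers, compared with 8.10% of all 14122 genes. By chance 153 were expected, and the odds ratio was 1.20 (p = 0.033, two-sided Fisher's exact test). The remaining genes were 1712 lower genes without and 967 other genes with a summit. The number of genes found in both sets was moved most by accepting a summit in either refed liver, which gave 442 genes and an odds ratio of 1.33, and it was 229 with ATAC-seq replicate 2 alone and 390 with replicate 1 alone. With genes called by DESeq2 the overlap was 143 genes and did not pass the threshold (odds ratio 1.17, Fisher's exact p = 0.10), and at an unadjusted p below 0.05 it was 284 genes. Of the 2061 genes higher in the libraries labelled JMJD1C-LKO, 112 (5.43%) had the summit where 167 were expected, an odds ratio of 0.614 (p = 5.9e-07, Fisher's exact test).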

We detected similar processes between the two datasets, including protein synthesis, chromatin modification, lipogenesis, and apoptosis (Fig. 5g, right). 

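Among the 18 translation initiation and elongation factors that were lower in the libraries labelled JMJD1C-LKO, 0 had an ATAC-seq summit at the TSS in both WT refed livers, where 2.49 were expected from the 9 of 65 factors with such a summit. With a summit in either refed liver, 3 were found (Eef1d, Eef1g and Eif2a), where 5.26 were expected. Of the 53 lower ribosomal protein genes, 4 had a summit in both refed livers (Rpl35a, Rpl7, Rps23 and Rps27a, with 2.59 expected) and 13 in either liver (11.0 expected). Of the 17 lower tRNA synthetases, 2 had a summit in both livers (Farsb and Lars, with 1.38 expected) and 4 in either liver (4.59 expected). These genes were named after their values were seen, and the differences between these counts and the expected numbers were not tested.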

Genes involved in protein synthesis detected in both datasets included initiation/elongation factors, ribosomal proteins, and tRNA synthetases. The chromatin modifying genes found in both ATAC and RNA-seq datasets were composed of *Arid*, *Jarid*, *Hdac*, and *Smarca* family members, which are known to function primarily in transcriptional repression. 

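Of the 12 lower genes of the chromatin families, 5 had an ATAC-seq summit at the TSS in both WT refed livers, where 2 were expected from the 9 of 54 family members with such a summit. The 5 were Arid4b, Jarid2, Hdac2, Smarca5 and the histone methyltransferase gene Kmt5a, which was named after its value was seen. A summit in either refed liver added Kdm5c and Setd1a, for 7 genes where 3.56 were expected. Each of Arid, Jarid, Hdac and Smarca was represented by 1 gene in both livers, out of 2, 1, 2 and 1 members with a summit.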

From these comparisons, it is clear that JMJD1C plays a critical role in the activation of transcription of lipogenic genes. Moreover, JMJD1C also appears to play an important role in regulating the expression of other histone modifiers and chromatin remodelers.

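The lipogenic genes that the paper names went in different directions in the RNA-seq of refed liver. Scd1, which encodes stearoyl-CoA desaturase 1, rose from 361 ± 10.0 to 1443 ± 182 CPM (SD, n = 2) in the libraries labelled JMJD1C-LKO, a log2 fold change of 2.00 (standard error 0.103, adjusted p = 1.0e-05 from edgeR). Acaca fell from 70.4 ± 7.04 to 47.6 ± 1.97 CPM (log2 fold change −0.57, standard error 0.0906, adjusted p = 0.0021), and was just above the threshold at the transcript level (adjusted p = 0.051). Fasn was 178 ± 28.3 and 145 ± 33.8 CPM, a change of −0.29 (standard error 0.152, adjusted p = 0.18) that lay between −0.55 and −0.07 with each library left out in turn. Acly (0.00, adjusted p = 0.996), Gpam (0.14, adjusted p = 0.23) and Srebf1 (−0.00, adjusted p = 0.995) did not change past the threshold. None of the 5 lipogenic genes that were lower had an ATAC-seq summit at the TSS in either WT refed liver, where 0.25 were expected for both livers. From the processes shared by the genes lower in JMJD1C-LKO and the genes with open chromatin in refed WT liver, the paper concludes that JMJD1C has a role in activating the transcription of lipogenic genes.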

### JMJD1C is phosphorylated at T505 by mTOR

We next asked how JMJD1C activates lipogenic gene transcription in response to feeding/insulin treatment. *JMJD1C* mRNA and protein levels remained the same in HepG2 cells, whether treated with insulin or not (Fig. 6a, left), and in livers of fasted or fed mice (Fig. 6a, right). Therefore, changes in JMJD1C levels cannot explain JMJD1C-mediated action on lipogenesis in response to insulin/feeding. Additionally, we did not detect any changes in nuclear levels of JMJD1C, eliminating translocation as an underlying mechanism. Since α-ketoglutarate (αKG) serves as an obligatory co-factor for the Jumonji HDMs, we examined if αKG levels are altered in response to insulin/feeding, and detected a threefold increase in intracellular αKG in insulin-treated HepG2 cells (Fig. 6b, left). Similarly, αKG levels were higher in livers of refed mice (Fig. 6b, right). Moreover, treatment of HepG2 cells with a cell-permeable analog of αKG, dimethyl-ketoglutarate (DMKG), further increased *FAS* and other lipogenic gene expression in a dose-dependent manner (Fig. 6c). We also examined H3K9 methylation status of lipogenic promoters by ChIP following insulin/DMKG treatment. Insulin-treated cells had lower enrichment of H3K9me3 and H3K9me2, and greater enrichment of H3K9me1(Fig. 6d). Cells to which insulin and DMKG were added had even lower enrichment of H3K9me2, and greater accumulation of H3K9me1, at lipogenic promoters compared to the insulin-treated cells (Fig. 6d).

**Fig. 6:**
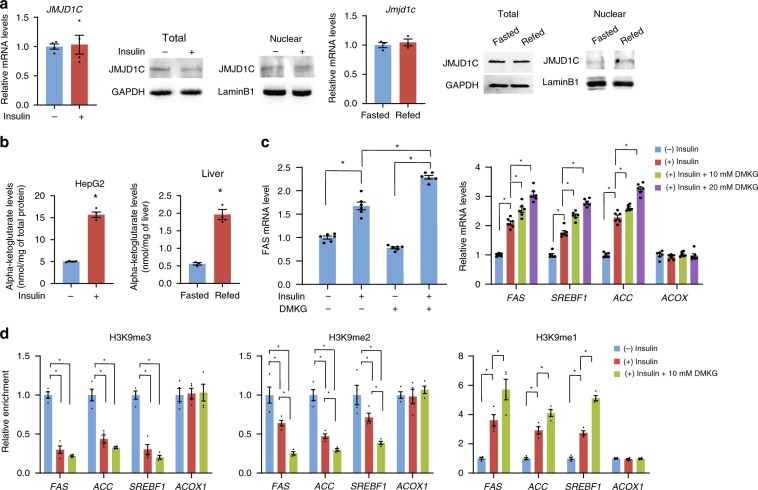
*α*-KG level increases upon feeding/insulin treatment in liver for JMJD1C activity. **a** RT-qPCR for *JMJD1C* mRNA level and immunoblotting with anti- JMJD1C antibody for JMJD1C protein in whole-cell lysates and in nuclear extracts from HepG2 cells with or without insulin treatment (left three), *n* = 4 wells of cells per group. RT-qPCR for *JMJD1C* mRNA level and immunoblotting for JMJD1C protein in whole-tissue lysates and in nuclear extraction of livers from fasted or fed mice (right three), *n* = 3 per group. **b** intracellular levels of *α-*ketoglutarate levels in HepG2 cells with or without 100 nM insulin treatment for 30 min, *n* = 4 wells of cells per group (left) and in livers from fasted and refed mice, *n* = 3 per group (right). **c** RT-qPCR for *FAS* mRNA levels in HepG2 cells treated with or without 10 mM DMKG treatment for 8 h (left). RT-qPCR for mRNA levels of lipogenic genes with DMKG at indicated concentration (right), *n* = 6 wells of cells per group. **d** ChIP assay for enrichment of H3K9me3, H3K9me2, and H3K9me1 on lipogenic gene promoters in HepG2 cells with insulin and/or 10 mM DMKG treatment, *n* = 4 wells of cells per group. Data are expressed as means ± SEM. *P < 0.05, determined by two-tailed *t*-test. Source data are provided as a source data file.

To examine if changes in αKG levels can fully explain the JMJD1C-mediated activation of lipogenic genes in response to insulin/feeding treatment, we next assayed for the demethylase activity of JMJD1C purified from HepG2 cells in the excess presence of all of the required co-factors and substrates, including αKG. Notably, we detected significantly higher demethylase activity of JMJD1C purified from insulin-treated HepG2 cells (Fig. 7a). Similarly, we detected higher demethylase activity with the immuno-purified JMJD1C from livers of fed mice (Fig. 7a). Higher demethylase activity of JMJD1C from insulin/feeding treatment, suggests that JMJD1C could be posttranslationally modified in response to insulin/feeding.

**Fig. 7:**
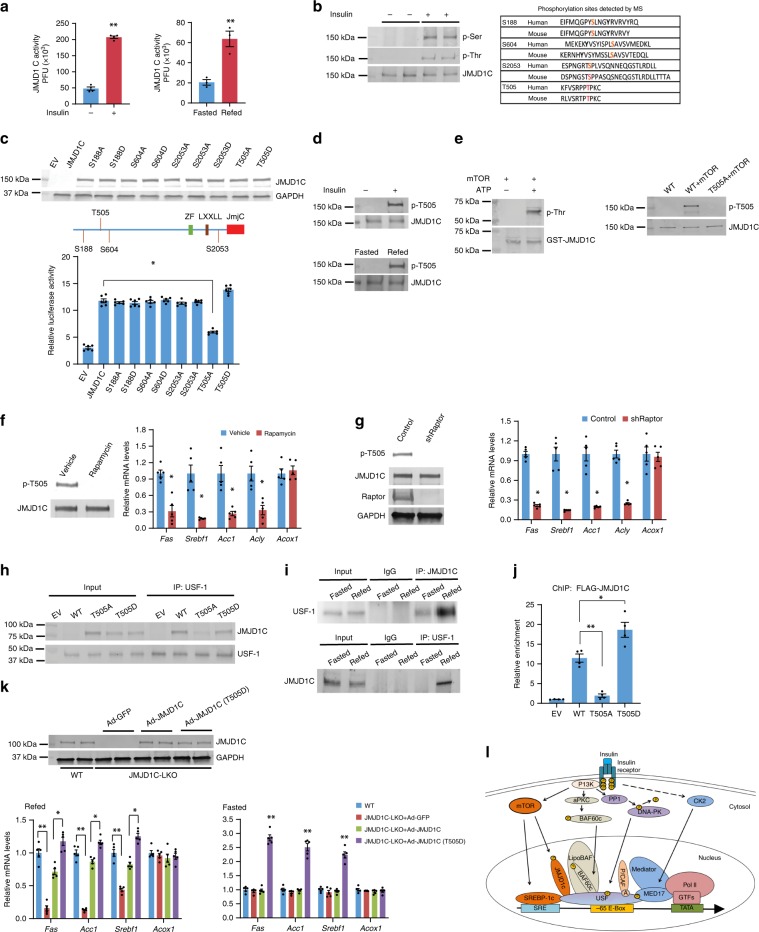
JMJD1C is phosphorylated at T505 by mTOR in response to insulin/feeding. **a** JMJD1C demethylase activity in HepG2 cells with or without insulin treatment, *n* = 4 wells of cells per group (left) and in livers from fasted and fed mice, *n* = 3 per group (right). **b** Immunoblotting with phospho-serine (p-Ser) and threonine (p-Thr) antibodies using lysates from HepG2 cells with or without Insulin treatment (left). Phosphorylated peptides detected by mass spec analysis (right). **c** Diagram for phosphorylation sites detected by mass spec analysis (top). FAS promoter activity in HEK293 that were transfected with JMJD1C serine or threonine mutants, *n* = 6 wells of cells per group (bottom). **d** IB with JMJD1C phospo-T505-specific antibody. JMJD1C T505 phosphorylation in HepG2 cells upon insulin treatment (top) in livers of mice upon feeding (bottom). **e** Purified GST-JMJD1C from overexpression in *E.coli* was incubated with mTOR complex with or without ATP. Immunoblotting with anti-phospho-threonine antibody after SDS-PAGE separation (left). IB with phospho-T505 antibody after co-transfection with JMJD1C WT or T505A mutant with mTOR complex, after IP with JMJD1C antibody (right). **f** Treatment of mice with vehicle or rapamycin (10 mg/kg), IB for phosphor-T505 and total Jmjd1c (left) and lipogenic gene mRNA levels in liver (right) *n* = 5. **g** Knockdown of Raptor in mouse liver, IB for phospho-T505, total Jmjd1c, Raptor, and Gapdh (left), and mRNA levels of lipogenic genes (right), *n* = 5. **h** IB following co-IP of JMJD1C mutants with USF-1. **i** IB of Usf-1 following IP of Jmjd1c (top) and IB of Jmjd1c following IP of Usf-1 (bottom) from mouse fasted and refed mouse liver. **j** ChIP–qPCR using FAS promoter luc construct to assess enrichment of JMJD1C mutants upon insulin treatment, *n* = 4 wells of cells per group. **k** IB for Jmjd1c from livers of WT and JMJD1C-LKO mice injected with designated virus (top). RT-qPCR for lipogenic gene mRNA levels in livers from WT and JMJD1C-LKO mice 10 days after tail-vein injection of JMJD1C or its mutant T505D adenovirus in refed (left) and fasted (right) conditions, *n* = 5 per group. **l** Representative schematic of insulin signaling pathways converging on USF-1 for recruitment of JMJD1C and other co-factors for the activation of transcription of lipogenic genes. Solid lines show established pathways, dashed lines show undefined pathways. **a**–**k** Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed *t*-test. Source data are provided as a source data file.

We next examined the possibility of posttranslational modification of JMJD1C. Immunoblotting using pan-p-Ser antibody detected signals in both insulin-treated and non-treated cells, although the signal was somewhat stronger in insulin-treated cells (Fig. 7b, left). In contrast, immunoblotting with pan-p-Thr antibody showed phosphorylation only in insulin-treated cells, but not in non-treated cells (Fig. 7b, left). We then subjected immuno-purified JMJD1C, from insulin-treated, JMJD1C-HA transduced HepG2 cells to MS analysis and identified four phosphor-Ser-containing peptides with S188, S604, S607, and S2053, as well as one phospho-Thr-containing peptide with T505 (Fig. 7b, right). We generated site-specific mutation constructs replacing Ser or Thr to non-phosphorylatable Ala mutants, as well as phosphorylation-mimicking Asp mutants for S188, S604, S2053, and T505 for FAS-Luc assay. None of the Ser mutants changed the FAS promoter activity (Fig. 7c). However, the T505A mutant showed 40% lower FAS promoter activity compared to the WT JMJD1C (Fig. 7c). The phosphorylation-mimicking T505D mutant showed higher FAS activity, although the magnitude of increase was small, probably because the cells were maintained in the presence of insulin causing phosphorylation of the WT JMJD1C (Fig. 7c). These results support that JMJD1C T505 phosphorylation plays a key role in the activation of the FAS promoter by JMJD1C. We then generated an antibody specific to phosphorylated T505 (p-T505) to examine insulin/feeding-induced phosphorylation of JMJD1C. Indeed, we detected phosphorylation of T505 of the endogenous JMJD1C exclusively in insulin-treated HepG2 cells and not in non-treated cells (Fig. 7d, top). We also detected T505 phosphorylation of the endogenous JMJD1C from livers of fed, but not fasted, mice (Fig. 7d, bottom). A review of phospho-protein databases predicted that mTOR could potentially phosphorylate the T505 of JMJD1C. By performing in vitro phosphorylation assay using mTORC1 (including mTOR, RAPTOR, and Rheb), we detected phosphorylation of T505 of JMJD1C (Fig. 7e, left). Furthermore, we detected phosphorylation of WT JMJD1C but not T505A mutant when we co-transfected JMJD1C constructs along with the mTORC1 in 293FT cells (Fig. 7e, right). Moreover, rapamycin treatment completely blocked phosphorylation of Jmjd1c at T505, and decreased lipogenic gene expression by 60–70% (Fig. 7f). Administration of adenoviral shRNA for Raptor blocked Jmjd1c T505 phosphorylation (Fig. 7g) and lipogenic gene expression was 80% lower in Raptor KD livers. These results indicate that T505 of JMJD1C is phosphorylated by mTORC1 upon insulin/feeding.

We next tested whether the JMJD1C interaction with USF-1 is affected by JMJD1C phosphorylation. Indeed, Co-IP experiments detected interaction of USF-1 with WT and the T505D mutant but not with T505A mutant, showing that T505 phosphorylation enhances interaction with USF-1 (Fig. 7h). Co-IP showed a strong interaction between endogenous USF-1 and JMJD1C only in livers from fed but not fasted mice (Fig. 7i). We also detected an interaction between JMJD1C and LipoBAF complex member BAF60c, which was exclusively detected in refed livers (Supplementary Fig. 6). We next examined the effect of JMJD1C phosphorylation on recruitment to the FAS promoter. (Fig. 7j). By ChIP, we detected ~12-fold enrichment of WT JMJD1C at the FAS promoter, and ~17-fold enrichment of the T505D JMJD1C mutant. Enrichment of the T505A JMJD1C mutant was considerably lower than both WT and T505D JMJD1C (Fig. 7j). These results indicate that T505 phosphorylation enhances JMJD1C-USF-1 interaction for recruitment to the FAS, and likely other lipogenic promoters.

Finally, to evaluate the effect of JMJD1C T505 phosphorylation in vivo, we injected control GFP, WT JMJD1C, or JMJD1C T505D mutant to JMJD1C-LKO mice. Protein levels of various JMJD1C forms were similar (Fig. 7k). Compared to WT control, hepatic levels of lipogenic genes, including *Fas*, *Acc1* and *Srebf1*, were lower by 60–90% in JMJD1C-LKO mice (Fig. 7k, left). Administration of WT JMJD1C restored the gene expression up to 75–80% of WT levels. More importantly, administration of JMJD1C containing T505D mutation increased lipogenic gene expression 20-30% higher than WT JMJD1C (Fig. 7k, left). Expression of oxidative genes, such as *Acox1*, was not affected, revealing its specificity for lipogenic genes. We next examined the effects of JMJD1C mutants in mice during fasting. WT mice, along with JMDJ1C-LKO mice injected with GFP or Ad-JMJD1C maintained low mRNA levels of lipogenic genes, whereas JMJD1C-LKO mice injected with Ad-JMJD1C (T505D) had 2–3-fold higher mRNA levels of lipogenic genes even during fasting when lipogenic genes were suppressed (Fig. 7, bottom right), evidence of the critical function of T505 phosphorylation for lipogenic gene activation. Overall, we conclude that mTOR catalyzed JMJD1C T505 phosphorylation mediates activation of lipogenic gene transcription upon insulin/feeding.

## Discussion

Coordinate transcriptional regulation of lipogenic genes is one the most exquisitely regulated processes in mammalian metabolism. We previously reported the critical role of USF-1, which is phosphorylated via a specific insulin signaling pathway involving DNA-PK to recruit other factors, including P/CAF, and BAF60c, to various lipogenic genes for transcriptional activation^6,7^. However, these factors require accessible chromatin landscape from proper histone modifications. We now determine that JMJD1C is recruited by USF-1 to various lipogenic genes for H3K9 demethylation to enhance chromatin accessibility in the fed state. Moreover, we demonstrate that this is via mTORC phosphorylation of JMJD1C at T505 to allow direct interaction with USF-1 and via an increase in intracellular αKG levels, upon feeding/insulin.

Histone modification, a major mode of epigenetic regulation, is influenced by nutrients to alter chromatin accessibility^12,16^. One such histone modification is H3K9 methylation^14,31^. H3K9me2 and H3K9me3 are reported to be enriched in the TSS of silenced genes and are correlated with transcriptional repression. H3K9me1 could also be found in the promoter regions of active or silent genes, although its role remains controversial^32–36^. Numerous H3K9 demethylases have been identified and most of them belong to the Jumonji family with 30 members. Here, we report that JMJD1C, one of Jumonji HDM family members, functions specifically for lipogenic gene activation in response to feeding/insulin. By direct interaction, USF-1 recruits JMJD1C to lipogenic promoters for H3K9me2 demethylation to alter chromatin accessibility in response to insulin/feeding. Our ATAC-seq clearly show that demethylation of H3K9me2 coincides with increased chromatin accessibility. Moreover, depletion of JMJD1C results in higher H3K9me2 and H3K9me3 at lipogenic promoters in the livers of JMJD1C-LKO, preventing the chromatin remodeling necessary to activate transcription. RNA-seq also confirmed downregulation of lipogenic genes in the livers of JMJD1C-LKO mice. However, gluconeogenic genes known to be suppressed in fed and activated in fasted state^37^ were not affected by JMJD1C ablation, suggesting involvement of a distinct H3K9 demethylase, but not JMJD1C, for regulation of gluconeogenic genes.

Lower hepatic α-ketoglutarate level after an overnight fast and higher α-ketoglutarate level in fed mice are consistent with a previous report of decreased hepatic αKG at 12–24 h fast, although this decrease appeared to recover after a longer fasting^38^. Untargeted metabolomic studies in rats also showed lower αKG levels during fasting^39^. Our observation of insulin/feeding-induced increase in αKG level is congruent with the concept that αKG increased upon feeding/insulin treatment serves as a co-substrate for JMJD1C for demethylation of H3K9 for lipogenic gene activation. While JMJD1C demethylates H3K9me2 for transcriptional activation, there are other members of the JmjC family, such as KDM5/JARID, that demethylate H3K4 for transcriptional repression^40^. Therefore, while αKG is required for JmjC demethylases, it is not the determining factor for specific JmjC members. Demethylase activity of JMJD1C in vitro clearly show that even in the presence of an excess of αKG, JMJD1C purified from insulin-treated or refed liver, had greater activity than JMJD1C purified from serum starved/fasted liver. Regardless, αKG level was shown to be higher in hepatosteatosis and, in fact, was identified as a metabolic marker for hepatosteatosis^41^.

In our present study, we provide a functional and mechanistic link between feeding/insulin-triggered mTOR signaling and downstream epigenetic modification involving JMJD1C. We show that changes in H3K9 methylation status due to mTOR-mediated phosphorylation of JMJD1C at T505 is a critical epigenetic event, leading to chromatin changes to allow lipogenesis. mTOR signaling has previously been implicated in lipogenic gene activation by inducing SREBP-1c^42^. mTOR activity is thought to increase cleavage of SREBP-1c for nuclear accumulation for lipogenic gene transcription, however, the underlying mechanism is not clear^43,44^. Our finding of phosphorylation of JMJD1C at T505 by mTOR reveals an important target and demonstrates the molecular mechanism for mTOR in lipogenic gene activation. We show that mTOR phosphorylates JMJD1C at T505, which is required for its direct interaction with USF-1 to be recruited to lipogenic promoters to allow chromatin accessibility. In response to insulin, USF-1 is phosphorylated by DNA-PK, whereas BAF60c is phosphorylated by atypical PKC to be recruited to the lipogenic promoters^10,32^. Thus, the three branches of insulin signaling pathway need to converge and the triad of DNA-PK-aPKC-mTOR underlies signaling for transcriptional activation of lipogenesis in response to insulin/feeding.

Nutrition is the principal contributory factor affecting hepatosteatosis and carbohydrate in the diet is the major source of hepatic FA production in steatotic subjects^45^. Thus, lipogenesis is a major contributing component in development of hepatosteatosis. Our present study demonstrates that depletion of JMJD1C lowered rates of lipogenesis and prevented accumulation of TG in liver thus protecting mice from development of hepatosteatosis. Interestingly, this lowered lipogenesis was met with greater accumulation of hepatic glycogen, as carbohydrate metabolites were funneled into glycogen synthesis instead. JMJD1C may provide therapeutic targets for preventing and/or controlling the development of hepatosteatosis.

The interrelationship between IR and the abnormalities of hepatic lipid homeostasis is not clear^46^, since IR also accompanies abnormalities in other insulin-sensitive tissues, such as adipose and muscle. In this regard, ChREBP knockdown in the liver was shown to improve hepatosteatosis, as well as insulin sensitivity, in obese ob/ob mice^47^. In the present study, we show that liver-specific ablation of JMJD1C protects mice from hepatosteatosis and IR arising from high-CHO feeding, in the absence of increased adiposity. In population studies, a strong correlation has been reported between hepatosteatosis and IR independent of body mass index^48,49^. Our study suggests that preventing hepatosteatosis can improve IR in the absence of obesity. This implies that hepatosteatosis may lead to IR. Several GWAS studies identified JMJD1C as a prime candidate associated with plasma TG levels and VLDL size, as well as type 2 diabetes^17–21^. Interestingly, the loci identified (Chr10:63214669, Chr10:63214701, Chr10:63214700) corresponded to SNP close to T505. In conclusion, as we identify the USF-1−JMJD1C−H3K9me2 signaling axis, targeting JMJD1C phosphorylation by mTOR could provide a therapeutic strategy against hepatosteatosis and IR through perturbation of crucial lipogenic insulin signaling cascade.

## Methods

### Animals

Animal experiments were conducted in compliance with all relevant ethical regulations for animal testing and research, and were approved by the University of California Berkeley Animal Care and Use Committee. Generation of Liver-specific JMJD1C knockout mice (JMJD1C-LKO): engineered JMJD1C mice were obtained from EMMA. These mice were bred with FLP deleter ROSA-FLPe mice (Jackson) to remove the Neo cassette, and then bred with albumin promoter driven Cre mice (Alb-Cre) (Jackson) to generate mice of liver-specific JMJD1C deletion. JMJD1C-LKO mice and their C57bl/6j WT littermates were used at 12 weeks of age unless specified otherwise. For fasting/feeding experiments, mice were fasted overnight and then fed a high CHO, fat-free diet for 8–16 h. High-CHO diet (70 kcal% carbohydrate), high-fat diet (45 kcal% fat), and high-cholesterol diet (1.5% added cholesterol) were purchased from Research Diets.

### Antibodies, cell culture, plasmid transfection

Rabbit polyclonal-specific phospho-T505 of JMJD1C antibodies were raised against the peptide corresponding to aa 496–512 of JMJD1C (KEKFVSRPP**T**PKCVIDI) phosphorylated at T505 (P-T505) (Genemed). The specific antibody was affinity-purified using the phospho-peptide before use (diluted 1:500). The following commercial antibodies were used: JMJD1C (sc-101073, 1:500), GAPDH (sc-32233, 1:2000), USF-1 (sc-229, 1:1000), HDAC1 (sc-7872, 1:1000), Fatty acid synthase (sc-55580, 1:1000), and SREBP-1c (sc-366, 1:1000) from SCBT. FLAG (147935, 1:1000), HA (C29F4, 1:1000), and Raptor (24C12, 1:750) from CST. phospho-Threonine (05-1923, 1:200), phosphor-Serine (Ab1603, 1:200), and normal IgG (PP64B, 2 µg/µg of chromatin) from EMD Millipore. GFP (ab1218, 1:1000), Total H3 (ab1791, 2 µg/µg of chromatin), H3K9me1 (ab9045, 2 µg/µg of chromatin), H3K9me2 (ab176882, 2 µg/µg of chromatin), H3K9me3 (ab8898, 2 µg/µg of chromatin), and H3K4me3 (ab8580, 2 µg/µg of chromatin) from Abcam. Full-length human JMJD1C plasmid was obtained from OriGene.

HepG2 and 293FT cells were obtained from ATCC. Cells were grown in Dulbecco's modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum and 100 units/mL of penicillin and streptomycin. HepG2 cells were maintained in serum-free media overnight prior to treatment with 100 nM insulin for 30 min. HEK293FT cells in DMEM were supplemented with 10% fetal bovine serum and 100 units/mL penicillin, streptomycin, and neomycin, and 293F cells in 293 Freestyle media were transfected with plasmids using Lipofectamine 2000 (Invitrogen). Adenovirus containing JMJD1C, sh-JMJD1C, and JMJD1C mutants (T505A and T505D) were generated by Vector Biolabs and were used for infecting HepG2 cells or for tail-vein injection into mice.

### Mass spectrometry analysis

To identify USF-1 interacting proteins we employed tandem affinity purification (TAP), using TAP-tagged USF-1 as bait, and incubated USF-1 with liver nuclear extracts prior to submission for mass spectrometry analysis. Site-specific phosphorylation of JMJD1C was detected by enzymatically digesting HA-purified JMJD1C from HepG2 nuclear extracts and subjecting digested peptides to two-dimensional “MudPIT” run (cation exchange/reversed-phase liquid chromatography–tandem MS) using a Thermo LTQ XL mass spectrometer. DTASelect program was used to interpret the mass spectra.

### JMJD1C activity and α-ketoglutarate levels

JMJD1C was overexpressed in HepG2 cells by JMJD1C-HA adenovirus. After treatment with 100 nM insulin for 30 min, JMJD1C was purified from cell lysates of HepG2 cells and purified using HA beads. In vitro demethylation assay was performed using ELISA kits containing methylated H3K9 (Active Motif and Epigentek), according to the manufacturer’s instructions. To determine substrate specificity, we incubated purified JMJD1C with individual substrate, H3K9me3, H3K9me2, or H3K9me1 for 60 min. After primary and secondary antibody treatments, samples were incubated with the developing solution before measuring absorbance at 450 nm on a spectrophotometer. Remaining substrate levels were calculated using the standard curve.

Total JMJD1C demethylase activity was measured using H3K9 Specific demethylase kit **(**Epigentek, P-3077-48). Briefly, JMJD1C was purified from JMJD1C-HA overexpressing HepG2 cells with or without 100 nM insulin treatment. JMJD1C was incubated with substrate and co-factor in assay buffer for 60 min. After washing, fluorescence developing solution was added and fluorescence intensity was measured by excitation at 530 nm and emission at 590 nm. For hepatic JMJD1C activity, nuclear proteins were extracted from livers of mice that were fasted or fed. JMJD1C was purified by using JMJD1C antibody and protein A/G Plus agarose (Thermo-Fisher), before subjecting them to demethylation assay.

α*-*ketoglutarate levels were measured by using an α*-*ketoglutarate assay kit (Abcam, ab83431). Briefly lysates of cells or tissues were incubated with the enzyme reaction mixture for 30 min at 37 °C for transamination of α*-*ketoglutarate with the generation of pyruvate that was utilized to convert a probe to a color, which were read by spectrophotometer at 570 nm. α*-*ketoglutarate concentration was calculated by using a standard curve.

### ChIP–qPCR and ChIP-seq

ChIP was performed using ChIP kit (Cell signaling, 57976s). Briefly, HepG2 cells with or without insulin treatment and livers from fasted or fed mice were fixed with disuccinimidyl glutarate (DSG) at 2 mM concentration in PBS for 45 min at room temperature before cross-linking with 1% formaldehyde in PBS for 10 min. The reaction was stopped by incubating with 125 mM glycine for 10 min. Cells or tissues were rinsed with ice-cold phosphate-buffered saline (PBS) for three times, and lysed in IP lysis buffer containing 500 mM HEPES-KOH, pH 8, 1 mM EDTA, 0.5 mM EGTA, 140 mM NaCl, 0.5% NP-40, 0.25% Triton X-100, 10% glycerol, and protease inhibitors for 10 min at 4 °C. Nuclei were collected by centrifugation at 600 × *g* for 5 min at 4 °C. Nuclei were released by douncing on ice and collected by centrifugation. Nuclei were then lysed in nuclei lysis buffer containing 50 mM Tris, pH 8.0, 1% SDS 10 mM EDTA supplemented with protease inhibitors, and sonicated three times by 20 s burst, each followed by 1 min cooling on ice. Chromatin samples were diluted 1:10 with the dilution buffer containing 16.7 mM Tris pH 8.1, 0.01% SDS 1.1 % Triton X-100 1.2 mM EDTA, 1.67 mM NaCl, and proteinase inhibitor cocktail. Soluble chromatin was quantified by absorbance at 260 nm, and equivalent amounts of input DNA were immunoprecipitated using 10 μg of indicated antibodies or normal mouse IgG (Santa Cruz) and protein A/G magnetic beads (Thermo-Fisher). After the beads were washed and cross-linking reversed, DNA fragments were purified using QIAquick DNA purification kit (Qiagen). The promoter occupancy for FAS and other indicated genes was confirmed by qPCR. The fold enrichment values were normalized to input.

For ChIP-seq, we used two mice per condition and processed chromatin separately, thus each sample analyzed was a separate biological replicate. Library preparation and ChIP-seq were performed with eluted DNA using an Illumina Hiseq4000 sequencer by the QB3 Berkeley Genomics Lab (Berkeley, CA). Partek Flow Genomics Suite was used to analyze sequencing data. Reads were aligned to mm10 genome assembly using Bowtie2 and only reads aligned to a unique genome location were reported. The aligned reads were then subjected to peak calling using MACS2 with a *q*-value cutoff of 0.05. Reads with 2.5-fold enrichment compared to the input sample, were considered as peaks. Peaks were annotated by overlapping to RefSeq mRNA database and visualized using UCSC genome browser. Gene set enrichment and pathway analysis was used to highlight biological processes with the highest *q*-values among those identified.

### ATAC-seq

For ATAC-seq, we used two mice per condition and processed nuclei extracted from liver separately, thus each sample analyzed was a separate biological replicate. ATAC-seq was performed using Nextera DNA library Preparation kit (Illumina, 15028212) according to Chen et al. ^50^. In all, 5 × 10^4^ nuclei from cells or tissues were collected in lysis buffer containing 10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 1% NP-40, and spun at 500 × *g* at 4 °C for 10 min. The pellets were resuspended in the transposase reaction mixture containing 25 μL 2 × Tagmentation buffer, 2.5 μL transposase, and 22.5 μL nuclease-free water, and incubated at 37 °C for 30 min. The samples were purified using MinElute PCR Purification kit (Qiagen, 28006) and amplification was performed in 1 × next PCR master mix (NEB, M0541S) and 1.25 μM of custom Nextera PCR primers 1 and 2 with the following PCR conditions: 72 °C for 5 min; 98 °C for 30 s; and thermocycling at 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min. Samples were amplified for five cycles and 5 μL of the PCR reaction was used to determine the required cycles of amplification by qPCR. The remaining 45 μL reaction was amplified with the determined cycles and purified with MinElute PCR Purification kit (Qiagen, 28006) yielding a final library concentration of ~30 nM in 20 μL. Libraries were subjected to pair-end 50 bp sequencing on HiSeq4000 with 4–6 indexed libraries per lane. Partek Flow Genomics Suite was used to analyze sequencing data. Reads were aligned to mm10 genome assembly using BWA-backtrack. MACS2 in ATAC mode was then used to identify peaks from the aligned reads with a *q*-value cutoff of 0.05 and fold enrichment cutoff of 2.0. Quantify regions tool was used to quantify the peaks identified by MACS2 from each sample to generate a union set of regions. Regions were then annotated to RefSeq mRNA database and analysis of variance (ANOVA) was performed to determine significant peak differences between groups. UCSC genome browser was used to visualize peaks. Gene set enrichment and pathway analysis was used to highlight biological processes with the highest *q*-values among those identified.

### Glycogen staining and measurement

Periodic acid–Schiff (PAS) staining kit for glycogen was purchased from Sigma. Briefly, paraffin-embedded liver and muscle sections were deparaffinized and hydrated with water. Oxidized in 0.5% periodic acid solution for 5 min and rinsed in distilled water. Sections were placed in Schiff reagent for 15 min, washed in lukewarm tap water for 5 min followed by Mayer’s hematoxylin counterstaining for 1 min, washed in tap water for 5 min and dehydrated, and coverslipped using a synthetic mounting medium. Glycogen levels in liver and muscles of the mice were using glycogen assay kit (sigma). Briefly, 10 mg of tissues were homogenized in 100 μl water and boiled for 5 min. Homogenates were clarified by centrifugation at 13,000 × *g* for 5 min. Supernatant was used for the assay. Samples were diluted to final volume of 50 μL with hydrolysis buffer. Samples together with standards were added with 2 μL of hydrolysis enzyme mix, and incubated at room temperature for 30 min. Then developed by adding 50 μL master reaction mix containing development enzyme mix, buffer, and peroxidase substrate. For colorimetric assay, the absorbance was measured at 570 nm. Concentration of glycogen were calculated by using the standard curve.

### In vitro phosphorylation

mTOR complex components, Myc-mTOR (Addgene, 1861), HA-Raptor (Addgene, 8513), and Flag-Rheb (Addgene, 19996), were transfected individually into HEK293 cells grown in 100 mm dishes (2 × 10^6^ cells), and each component was purified from cell lysates using Myc, HA, and Flag antibodies. GST-JMJD1C purified after expressing it in *E. coli* was incubated with mTOR complex (1:1:1 ratio of total 300 ng in 15 μL) in the kinase buffer containing 50 mM HEPES, pH 7.4, 10 mM MgCl_2_, 10 mM MnCl_2_, 1 mM DTT with or without 500 μM ATP at 25 °C for 1 h and the reaction was terminated by adding 20 μL 2 × SDS sample buffer. Phosphorylation reaction mixture containing 0.5 μg of protein was separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and JMJD1C phosphorylation was detected with pan-phospho-serine and pan-phospho-threonine antibodies or phospho-specific anti-peptide antibody that we have raised as indicated above.

### Immunoprecipitation, GST pull-down, and luciferase reporter assays

For immunoprecipitation, nuclear extracts were incubated with the specific antibodies overnight at 4 °C followed by protein G agarose beads (Santa Cruz) and the immunoprecipitates were separated by SDS-PAGE. Proteins were transferred onto nitrocellulose membranes (BioRad) for immunoblotting. For GST pull-down, bacterially expressed GST-USF-1 fusion proteins on glutathione-agarose beads (Santa Cruz) were incubated with ^35^S labeled in vitro transcribed and translated proteins. The complex formed was separated by SDS-PAGE before autoradiography. The 293FT cells were transfected with-444-FAS-Luc along with various expression constructs using Lipofectamine 2000 (Invitrogen) and luciferase assays were performed using Dual-Luc reagent (Promega).

### Quantitative reverse transcription PCR (RT-qPCR)

One microgram of total RNA isolated using Trizol reagent (Gibco-BRL) were reverse transcribed and the resultant cDNAs were amplified by qPCR using 7500 Fast Real-time PCR system (ABI). The relative mRNA levels were quantified using GAPDH as control. Primer sets for FAS, mGPAT, ACC, SCD1, and SREBP-1c, were from Elimbio. Statistical analysis of the qPCR was obtained using the TMCt method.

### Preparation of Nascent RNA

Livers from three mice were homogenized in five volumes of buffer containing 0.32 M sucrose, 3 mM MgCl_2_, 5 mM Hepes (pH 6.9), and 0.5 mM 8-mercaptoethanol. Nuclei collected by centrifugation were washed once by centrifugation through a 2.1 M sucrose cushion at 20,000 rpm for 60 min in a Beckman SW 28 rotor. The nuclei were stored in liquid nitrogen in 50 mM Tris (pH 7.9), 5 mM MgCl_2_, 0.5 mM 8-mercaptoethanol, and 40% glycerol. Nuclei were treated with DNase (Roche) and RNA were purified using RNeasy kit (Qiagen).

### Measurement of rate of de novo lipogenesis

Fatty acids synthesized during a 24-h ^2^H_2_O body water-labeling period were measured^51^. Mass Isotopomer Distribution Analysis (MIDA) was performed. Fractional DNL contribution was calculated as previously described by ƒDNL = EM1FA/A^52^.

### Statistical analysis

Statistical comparisons were made using a two-tailed unpaired *t*-test using GraphPad Prism 8 software (GraphPad Software Inc., La Jolla, CA, USA). For genome-wide analyses, we employed Partek Genomics Suite (Partek Inc., St. Louis, Missouri, USA) using ANOVA for ATAC- and ChIP-seq comparisons, and DESeq2 for RNA-seq differential expression comparisons, and subsequently used Gene set enrichment tool for gene ontology to identify the significantly affected pathways presented in Fig. 5.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The genomic and transcriptomic datasets generated and analyzed during the current study are available in the GEO repository under accession number: GSE142815. The proteomic datasets generated and analyzed during the current study are available in the MassIVE repository under accession number MSV000084745.

## Source Data

Source Data

## References

[1] Gruben N, Shiri-Sverdlov R, Koonen DP, Hofker MH (2014). Nonalcoholic fatty liver disease: A main driver of insulin resistance or a dangerous liaison?. Biochim. Biophys. Acta.

[2] Ameer F, Scandiuzzi L, Hasnain S, Kalbacher H, Zaidi N (2014). De novo lipogenesis in health and disease. Metabolism.

[3] Wang D, Sul HS (1995). Upstream stimulatory factors bind to insulin response sequence of the fatty acid synthase promoter. USF1 is regulated. J. Biol. Chem..

[4] Wang Y, Viscarra J, Kim S-J, Sul HS (2015). Transcriptional regulation of hepatic lipogenesis. Nat. Rev. Mol. Cell Biol..

[5] Wang D, Sul HS (1997). Upstream stimulatory factor binding to the E-box at -65 is required for insulin regulation of the fatty acid synthase promoter. J. Biol. Chem..

[6] Wong RH (2009). A role of DNA-PK for the metabolic gene regulation in response to insulin. Cell.

[7] Wang Y (2013). Phosphorylation and recruitment of BAF60c in chromatin remodeling for lipogenesis in response to insulin. Mol. Cell.

[8] Viscarra, J. A., Wang, Y., Hong, I. -H. & Sul, H. S. Transcriptional activation of lipogenesis by insulin requires phosphorylation of MED17 by CK2. *Sci. Signal.***10**, pii: eaai8596 (2017).10.1126/scisignal.aai8596PMC537606928223413

[9] Latasa M-J, Moon YS, Kim K-H, Sul HS (2000). Nutritional regulation of the fatty acid synthase promoter in vivo: sterol regulatory element binding protein functions through an upstream region containing a sterol regulatory element. Proc. Natl Acad. Sci..

[10] Wong RHF (2009). A role of DNA-PK for the metabolic gene regulation in response to insulin. Cell.

[11] Wong RHF, Sul HS (2010). Insulin signaling in fatty acid and fat synthesis: a transcriptional perspective. Curr. Opin. Pharmacol..

[12] Etchegaray J-P, Mostoslavsky R (2016). Interplay between metabolism and epigenetics: a nuclear adaptation to environmental changes. Mol. Cell.

[13] Kouzarides T (2007). Chromatin modifications and their function. Cell.

[14] Berger SL (2002). Histone modifications in transcriptional regulation. Curr. Opin. Genet. Dev..

[15] Klose RJ, Kallin EM, Zhang Y (2006). JmjC-domain-containing proteins and histone demethylation. Nat. Rev. Genet..

[16] Kaochar S, Tu BP (2012). Gatekeepers of chromatin: small metabolites elicit big changes in gene expression. Trends Biochem. Sci..

[17] Chasman DI (2009). Forty-three loci associated with plasma lipoprotein size, concentration, and cholesterol content in genome-wide analysis. PLoS Genet..

[18] Teslovich TM (2010). Biological, clinical and population relevance of 95 loci for blood lipids. Nature.

[19] Berndt SI (2013). Genome-wide meta-analysis identifies 11 new loci for anthropometric traits and provides insights into genetic architecture. Nat. Genet..

[20] Zhang H (2016). A powerful procedure for pathway-based meta-analysis using summary statistics identifies 43 pathways associated with type II diabetes in European populations. PLoS Genet..

[21] Kim J (2017). Interaction of iron status with single nucleotide polymorphisms on incidence of type 2 diabetes. PLoS ONE.

[22] Kim SM (2010). Regulation of mouse steroidogenesis by WHISTLE and JMJD1C through histone methylation balance. Nucleic Acids Res.

[23] Miyachi, H. et al. JMJD1C, a JmjC domain-containing protein, is required for long-term maintenance of male germ cells in mice. *Biol. Reprod.***89**, 1–9 (2013).10.1095/biolreprod.113.10859724006281

[24] Joseph SB (2002). Direct and indirect mechanisms for regulation of fatty acid synthase gene expression by liver X receptors. J. Biol. Chem..

[25] Bennett MK, Lopez JM, Sanchez HB, Osborne TF (1995). Sterol regulation of fatty acid synthase promoter: coordinate feedback regulation of two major lipid pathways. J. Biol. Chem..

[26] Cheng P (2015). Tumor suppressor Menin acts as a corepressor of LXRα to inhibit hepatic lipogenesis. FEBS Lett..

[27] Hassig CA, Fleischer TC, Billin AN, Schreiber SL, Ayer DE (1997). Histone deacetylase activity is required for full transcriptional repression by mSin3A. Cell.

[28] Kortschak RD, Tucker PW, Saint R (2000). ARID proteins come in from the desert. Trends Biochemical Sci..

[29] Xu M (2012). Timing of transcriptional quiescence during gametogenesis is controlled by global histone H3K4 demethylation. Dev. Cell.

[30] Aydin ÖZ, Vermeulen W, Lans H (2014). ISWI chromatin remodeling complexes in the DNA damage response. Cell Cycle (Georgetown. Tex.).

[31] Berger SL (2007). The complex language of chromatin regulation during transcription. Nature.

[32] Wang Z (2009). Genome-wide mapping of HATs and HDACs reveals distinct functions in active and inactive genes. Cell.

[33] Tachibana M (2002). G9a histone methyltransferase plays a dominant role in euchromatic histone H3 lysine 9 methylation and is essential for early embryogenesis. Genes Dev..

[34] Hyun K, Jeon J, Park K, Kim J (2017). Writing, erasing and reading histone lysine methylations. Exp. Mol. Med..

[35] Gupta J, Kumar S, Li J, Krishna Murthy Karuturi R, Tikoo K (2012). Histone H3 lysine 4 monomethylation (H3K4me1) and H3 lysine 9 monomethylation (H3K9me1): distribution and their association in regulating gene expression under hyperglycaemic/hyperinsulinemic conditions in 3T3 cells. Biochimie.

[36] Sims JK, Houston SI, Magazinnik T, Rice JC (2006). A trans-tail histone code defined by monomethylated H4 Lys-20 and H3 Lys-9 demarcates distinct regions of silent chromatin. J. Biol. Chem..

[37] Zhou XY (2004). Insulin regulation of hepatic gluconeogenesis through phosphorylation of CREB-binding protein. Nat. Med..

[38] Minassian C, Ajzannay A, Riou JP, Mithieux G (1994). Investigation of the mechanism of glycogen rebound in the liver of 72-hour fasted rats. J. Biol. Chem..

[39] Ohta T (2009). Untargeted metabolomic profiling as an evaluative tool of fenofibrate-induced toxicology in fischer 344 male rats. Toxicol. Pathol..

[40] Klein BJ (2014). The histone-H3K4-specific demethylase KDM5B binds to its substrate and product through distinct PHD fingers. Cell Rep..

[41] Rodríguez-Gallego E (2014). Mapping of the circulating metabolome reveals α-ketoglutarate as a predictor of morbid obesity-associated non-alcoholic fatty liver disease. Int. J. Obes..

[42] Caron A, Richard D, Laplante M (2015). The roles of mTOR complexes in lipid metabolism. Annu. Rev. Nutr..

[43] Porstmann T (2008). SREBP activity is regulated by mTORC1 and contributes to Akt-dependent cell growth. Cell Metab..

[44] Yecies JL (2011). Akt stimulates hepatic SREBP1c and lipogenesis through parallel mTORC1-dependent and independent pathways. Cell Metab..

[45] Neuschwander-Tetri BA (2013). Carbohydrate intake and nonalcoholic fatty liver disease. Curr. Opin. Clin. Nutr. Metab. Care.

[46] Choi SH, Ginsberg HN (2011). Increased very low density lipoprotein (VLDL) secretion, hepatic steatosis, and insulin resistance. Trends Endocrinol. Metab..

[47] Dentin R (2006). Liver-specific inhibition of chrebp improves hepatic steatosis and insulin resistance in ob/ob mice. Diabetes.

[48] Agius L (2013). High-carbohydrate diets induce hepatic insulin resistance to protect the liver from substrate overload. Biochem. Pharmacol..

[49] Stefan N, Kantartzis K, Häring HU (2008). Causes and metabolic consequences of fatty liver. Endocr. Rev..

[50] Chen, D. et al. The TFAP2C-Regulated OCT4 Naive Enhancer Is Involved in Human Germline Formation. *Cell Reports***25, **3591–3602.e5 (2018)10.1016/j.celrep.2018.12.011PMC634256030590035

[51] Turner, S. M. et al. Measurement of TG synthesis and turnover in vivo by ^2^H_2_O incorporation into the glycerol moiety and application of MIDA.* American Journal of Physiology-Endocrinology and Metabolism***285, **E790–E803 (2003).10.1152/ajpendo.00402.200212824084

[52] Ahmadian, M. et al. Desnutrin/ATGL Is regulated by AMPK and is required for a brown adipose phenotype. *Cell Metab.***13**, 739–748 (2011).10.1016/j.cmet.2011.05.002PMC314813621641555

# Supplementary material for: Histone demethylase JMJD1C is phosphorylated by mTOR to activate de novo lipogenesis
**Source:** Nat Commun. 2020 Feb 7;11:796. doi: 10.1038/s41467-020-14617-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Histone demethylase JMJD1C is phosphorylated by mTOR to activate de novo lipogenesis**

Viscarra et al.

## PCR primers used

### Mouse

#### qPCR

##### Fas

caagtgtccaccaacaagcg  
ggagcgcaggatagactcac

##### Srebf1

cagactcactgctgctgaca  
cctccactcaccagggtct

##### Acc1

ttcactgtggcttctccagc  
atcgcatgcatttactgct

##### Acly

ttctccttaatgccagcgg  
agggatcttggacttgggact

##### Acox1

gcggtcccttgacctttacctt  
gaagcaaggtagggcaggaaca

##### Acaa1

gagagcgcctggcaaatcggtg  
ggcggacaccctcatcctga

##### Gapdh

ggacactgagcaagagaggc  
ttatgggggtctgggatgga

##### Gpam

cggtgcttctctggggttac  
agggctttgcttactggtcc

##### Scd1

cgcccctacgacaagaacat  
ctcagaagcccaaagctcag

##### Pgc1a

tctcagtaaggggctggttg  
ttccgattggtcgctacacc

### Human

##### FAS

aacggcaacctggtagtgag  
gtgtccatgaagctcaccca

##### SREBF1

gtttccgaggaacttttcgccg  
cttcaccttcgatgtcggtca

##### ACC

gccgcttgctgacttttg  
gtctggttcatccacgagca

##### ACLY

cggacttcggcagaggtaga  
ggagtctttgccgtctgc

##### ACOX

cctcggtcggtgcttacttc  
tcgggaaaggaggagggtc

##### ACAA

tgtttagggtgttgccggag  
gggctcggatagaccacaac

##### GAPDH

gaaagcctgccggtgactaa  
ttcccgttctcagccttgac

##### GPAM

gaagctggagctgctaggg  
ccacactcaccattcctc

##### SCD

aggcagcctcctttgtgtgt  
agggtttgccagccttgctc

G6pc

cacatccggggcatctacaa  
caggtagaatccaagcgga

Pck1

tgaaagccgcaccatgtat  
gcacagatatgcccaccca

Gk

tggcctaataaagctgggg  
tagccacggaacctccaac

ChIP

Fas promoter  
agccccgacgtcattgg  
cgctatttaaaccgcgcca

FAS promoter  
cagccccgacgtcattggc  
gccggcgccgacgtattta

Acc1 promoter

cagtgttccgtacaggtgct  
acagcatctcacgtcaggc

ACC promoter

cgaggcttggggcttcta  
gtcagtcacatcatggccc

Srebf1 promoter

ccctccctggttgactcgta  
gaggttcttcggcgtggatt

SREBF1 promoter

gatgtaactggcccagcagt  
tgtttctccagcaccaagca

Acox1 promoter

acgacaatgaaccgtctcccc  
ggactcacctccttcaggc

ACOX promoter

ccaacctgttctaggcgtcg  
gtcaagaaactgccctgctg

Gpam promoter

ctgcagtccttgctcttca  
ggtctgtctgtctgtgcc

Supplementary Figure 1

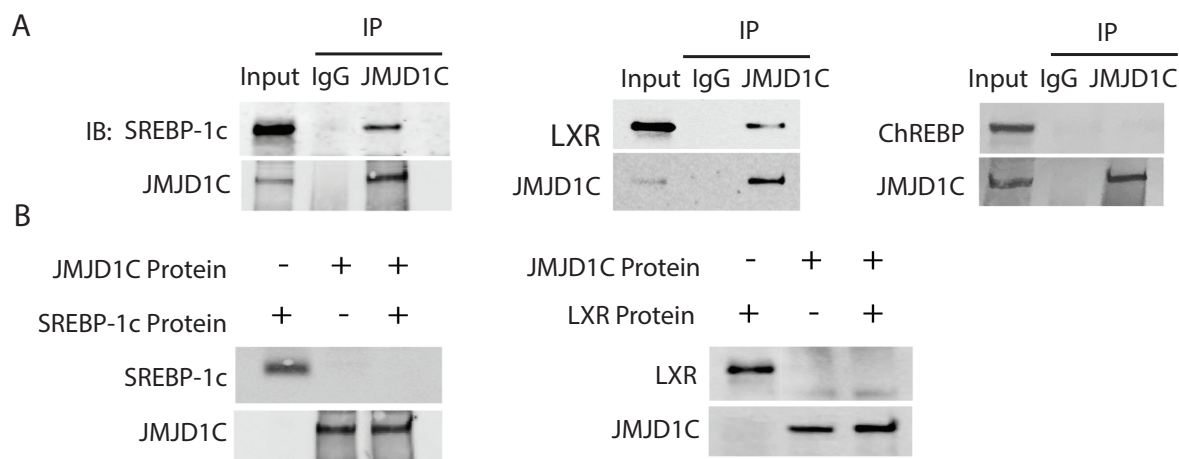

Supplementary Figure 1. A) Immunoblotting after co-IP of cell lysates of HEK293 cells co-transfected with JMJD1C and SREBP-1c, LXR or ChREBP after IP with JMJD1C antibody. B) Immunoblotting after in vitro incubation of purified JMJD1C with purified SREBP-1c or LXR. n=3 separate IP reactions.

## Supplementary Figure 2

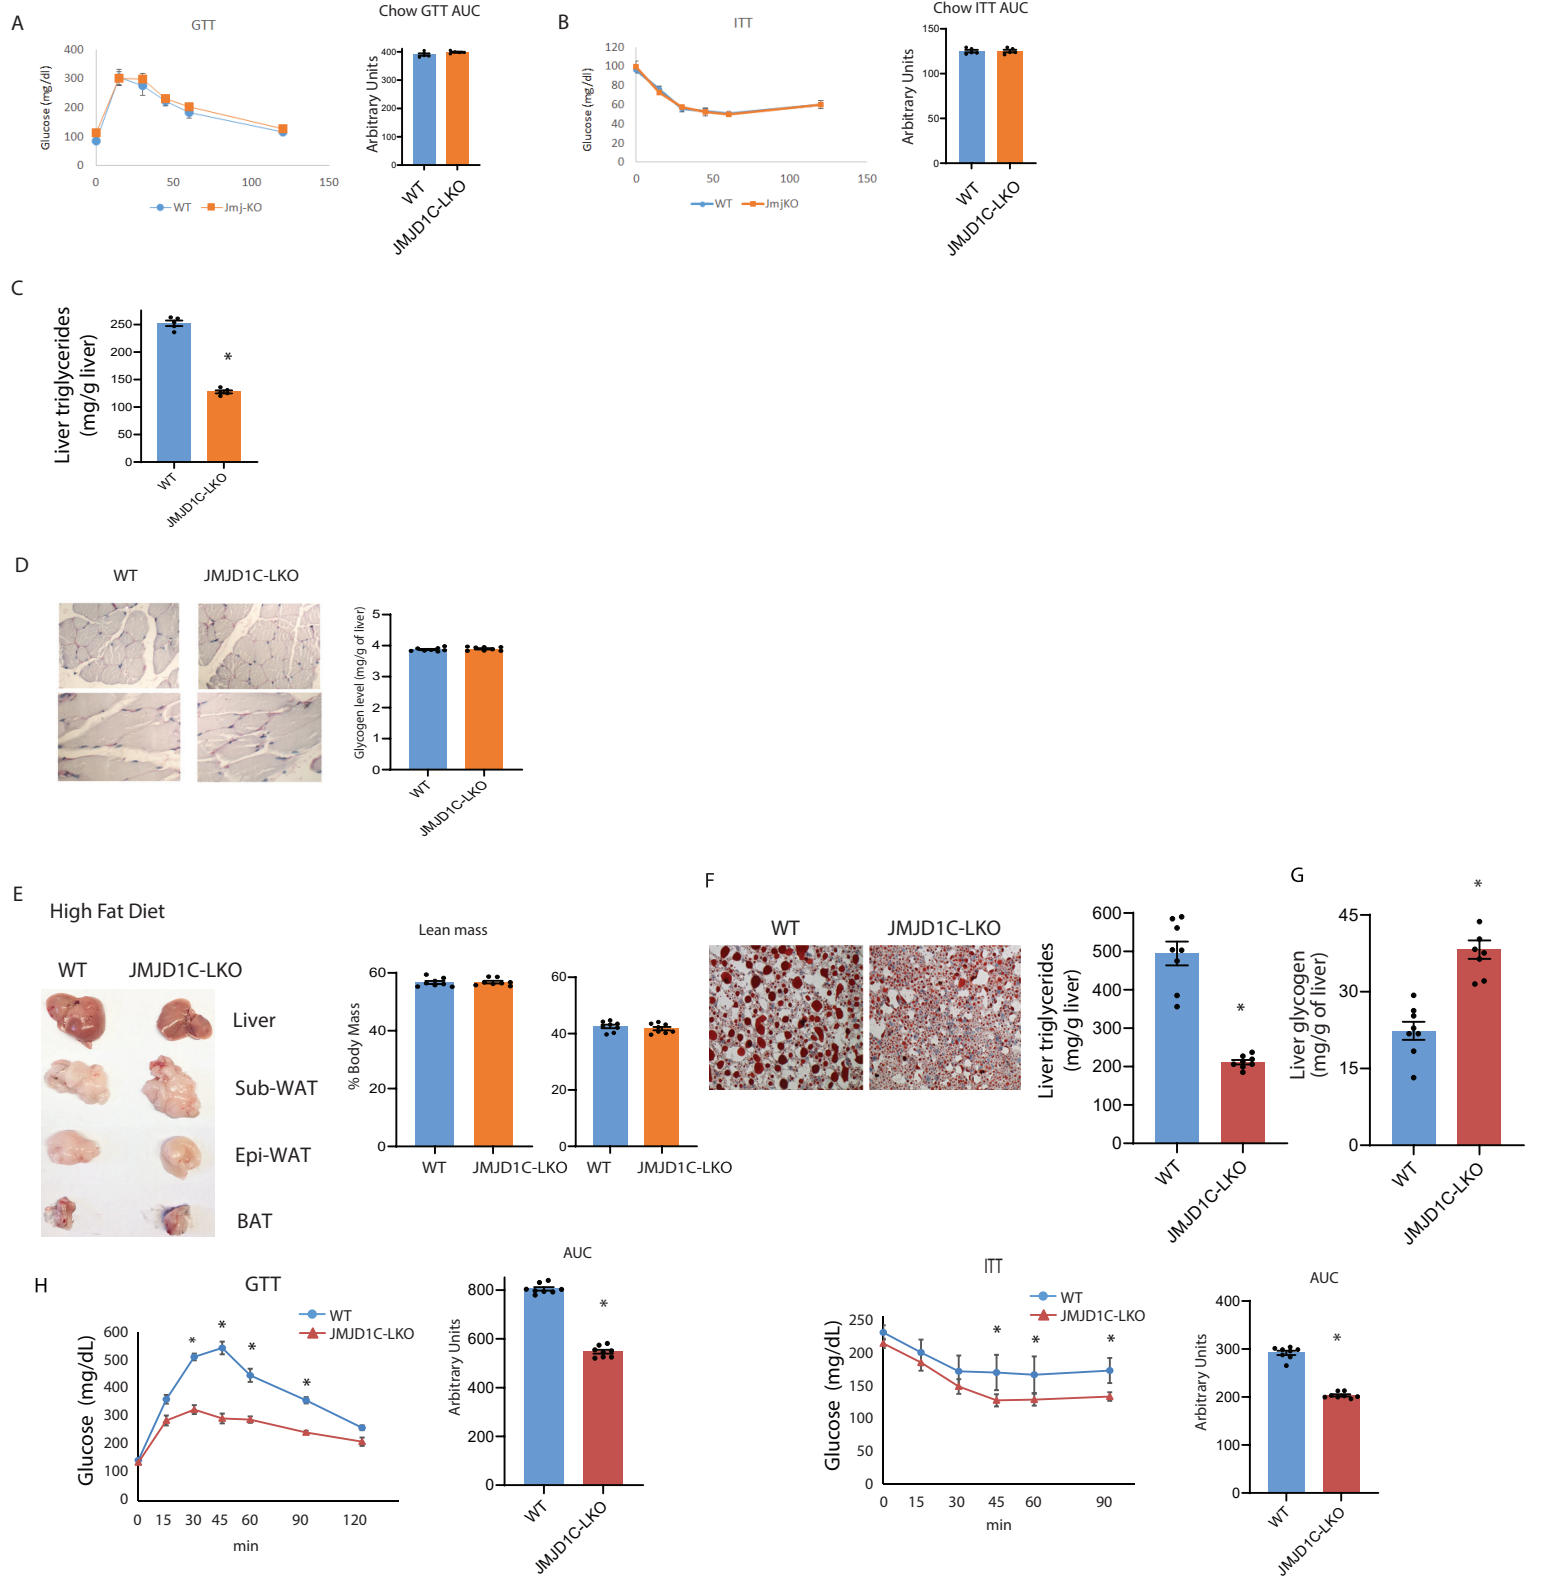

Supplementary Figure 2. A) GTT and B) ITT and AUC analysis of mice maintained on chow diet for 4 months, n=5. C) Liver triglyceride levels of WT and JMJD1C-LKO mice maintained on chow diet for 4 months, n=5. D) Glycogen staining and quantification in muscle of WT and JMJD1C-LKO mice. (E-H) JMJD1C-LKO mice and WT littermates were fed a high fat diet (45% kcal% fat) for 3 months after weaning. E left) Pictures shown are liver, subcutaneous white adipose (Sub-WAT), epididymal white adipose (Epi-WAT), and brown fat. (E right) MRI analysis of body composition. F) Oil red O staining of liver tissue sections. G) liver glycogen levels. H) GTT and ITT for mice on HFD and AUC analysis. n=8 per groups. Data are expressed as means  $\pm$  SEM. \*P < 0.05, \*\*P < 0.01.

Supplementary Figure 3

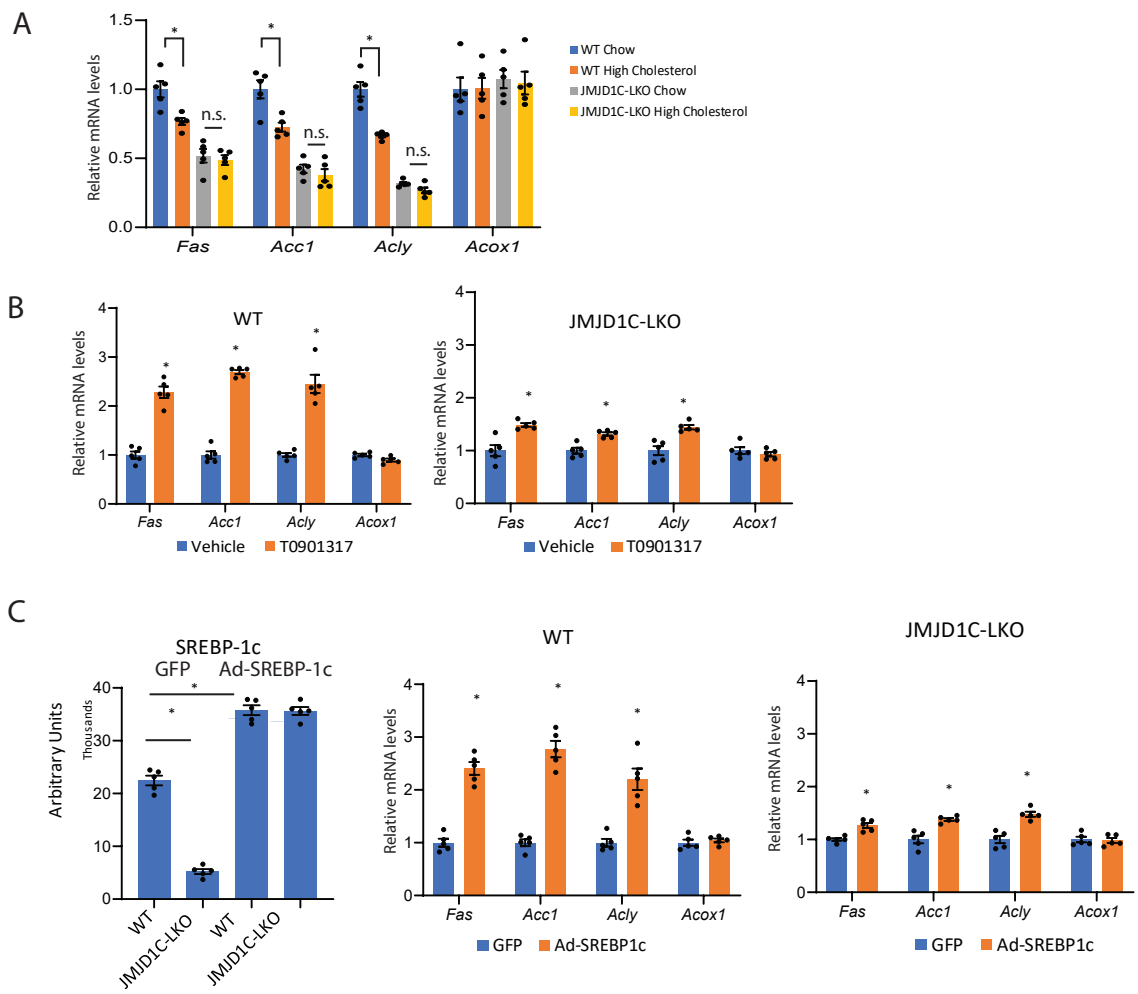

Supplementary Figure 3. A. WT and JMJD1C-LKO mice were maintained on a high cholesterol diet (HChD) for 8 weeks. RT-qPCR for lipogenic genes using RNA extracted from livers of these mice. B. WT and JMJD1C-LKO mice were IP injected with either vehicle, DMSO or LXR agonist T0901317 (50mg/kg) daily for 5 days. RT-qPCR for lipogenic genes using RNA extracted from livers of these mice. C. WT and JMJD1C-LKO mice were injected with adenovirus for SREBP-1c via tail vein. After 10 days, livers were harvested and mRNA extracted for RT-qPCR for lipogenic genes. A-C) n=5 for all, \* denotes  $p < 0.05$ . Data are expressed as means  $\pm$  SEM.

## Supplementary Figure 4

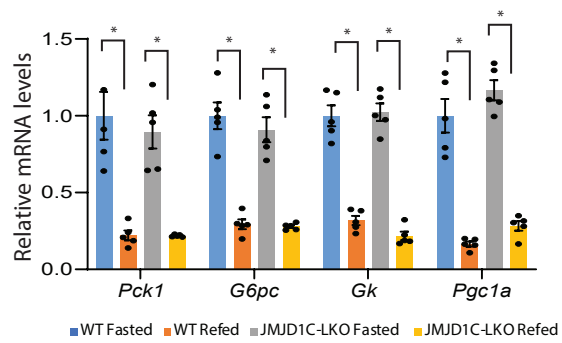

Supplementary Figure 4. WT and JMJD1C-LKO mice were fasted overnight then refed with high CHO diet for 6 hrs. RT-qPCR for gluconeogenic genes using RNA extracted from livers of these mice shows no difference in response to feeding between WT and JMJD1C-LKO. n=5 for all, \* denotes  $p < 0.05$ . Data are expressed as means  $\pm$  SEM.

Supplementary Figure 5

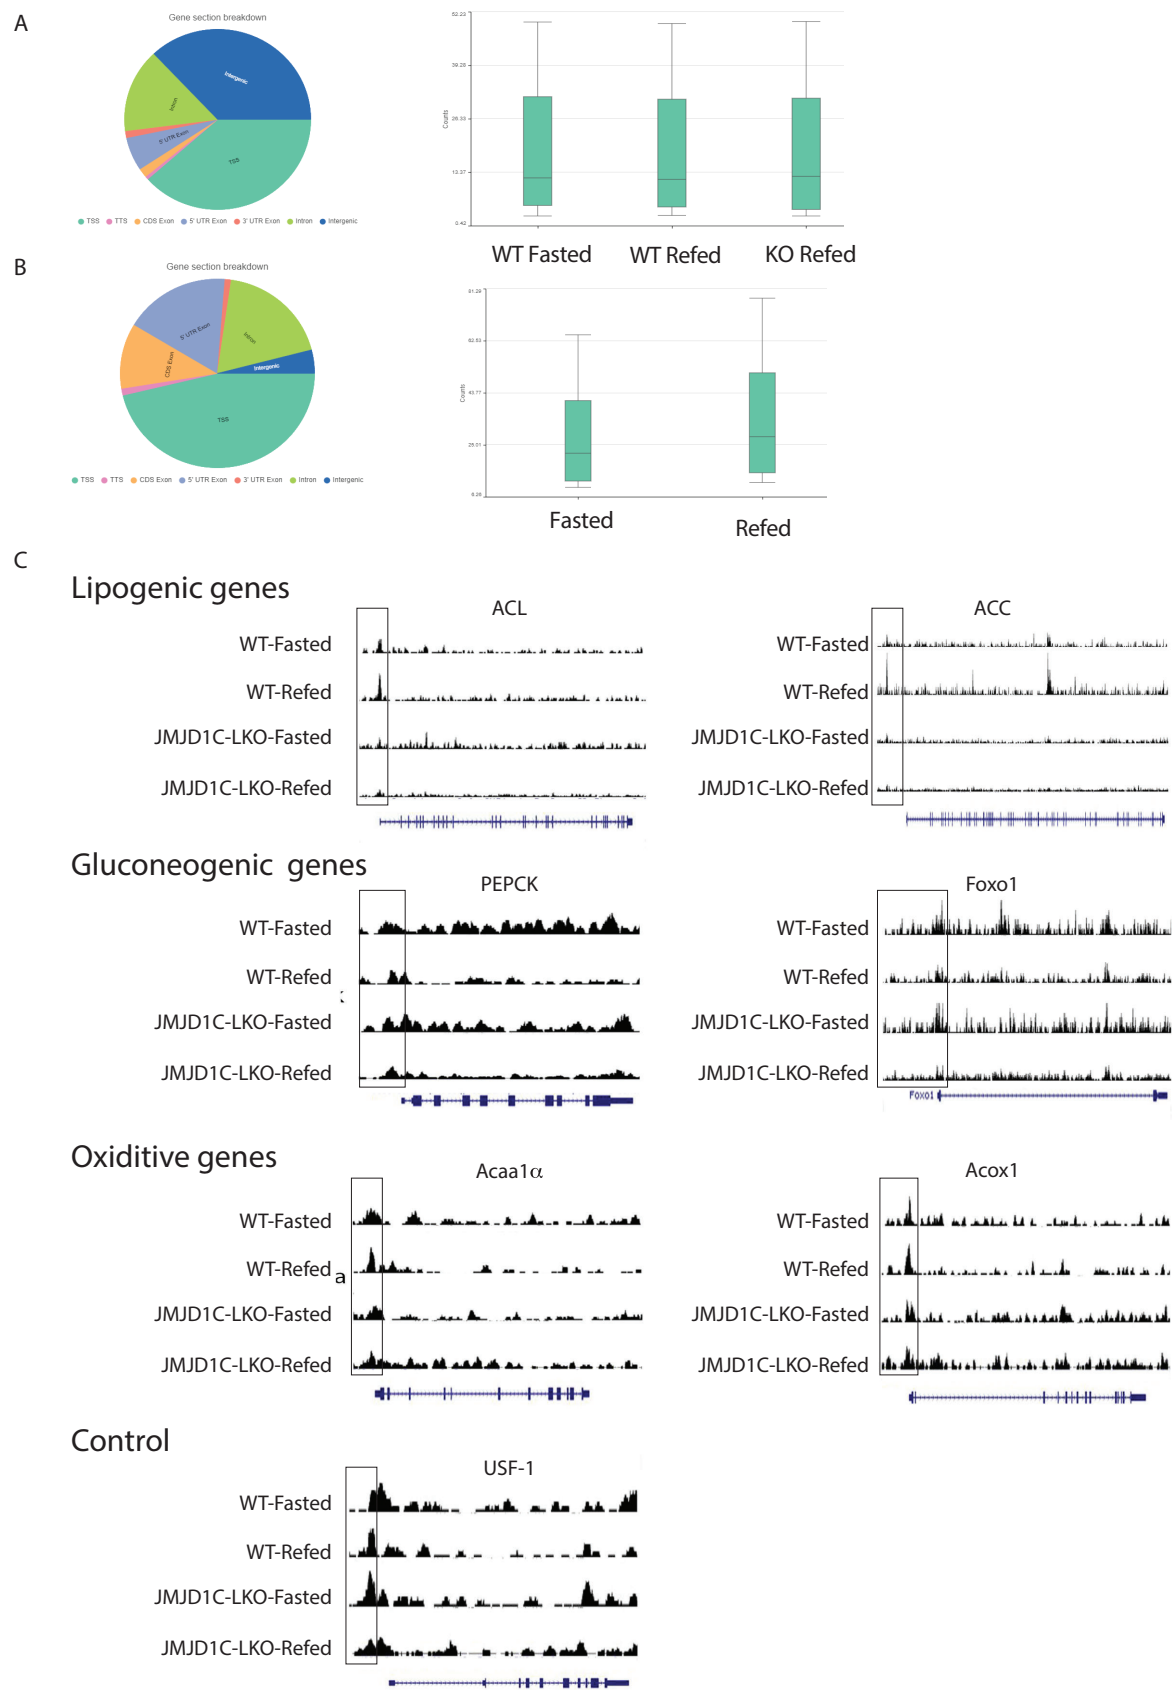

Supplementary Figure 5. A and B) Gene section breakdown showing where peaks were found genome wide for ATAC- and ChIP-seq results and box plots showing number and distribution of reads between groups. C) ATAC-seq results show promoter regions are more open in refed stage compared to fasted stage in WT lipogenic genes. These regions are closed in JMJD1C-LKO both in fasted and refed stages. While promoter regions of gluconeogenic and oxidative genes are more open in fasted stage than refed stage. Promoter region of USF-1 is shown as control as it is not regulated by fasting/feeding. Peak shots for each gene shown were taken at the same height so that peak heights could be compared. n=2 biological replicates.

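Acaa1a, which encodes acetyl-CoA acyltransferase 1A, lies on chromosome 9 of GRCm38 from 119341294 to 119350295. Its TSS had a summit in WT fasted replicate 2 at 119341156 (138 bp, score 2.52, rank 6009 of 7632) and in WT refed replicate 2 at 119341119 (175 bp, score 7.61, rank 1005 of 3119). For the gluconeogenic genes Pck1 and Foxo1 no summit was called at the TSS in fasted or refed liver.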

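The gene for USF-1, Usf1, lies on chromosome 1 of GRCm38 from 171411313 to 171418759. No ATAC-seq summit was called within 1000 bp of its TSS in any of the 6 livers. The nearest summits were 25976 and 82248 bp away in the WT fasted and 25976 and 82208 bp away in the WT refed livers, so the summit lists give no value for the signal at this promoter.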

Supplementary Figure 6

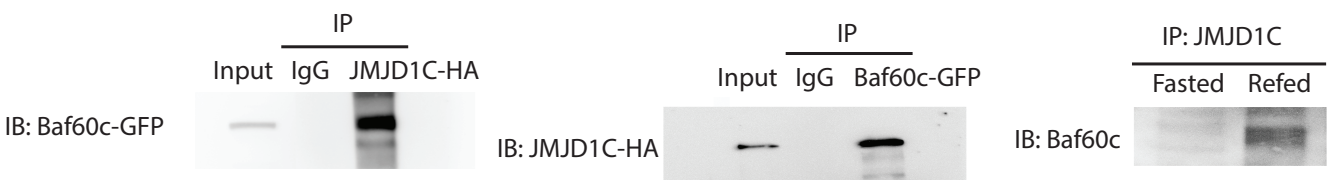

Supplementary Figure 6. Immunoblotting with GFP antibody after co-IP of cell lysates of HEK293 cells co-transfected with JMJD1C-HA and Baf60c-GFP using HA antibody (left) and immunoblotting with HA antibody after co-IP with GFP antibody (middle). Immunoblotting with Baf60c antibody after co-IP of liver lysates from fasted and fed mice using JMJD1C antibody (right). Results showed the interaction between JMJD1C and Baf60c in cells and endogenous JMJD1C interaction with Baf60c in mouse liver extract in fed but not fasted mice. n=3 independent IP reactions.

Supplementary Table 1

| category                         | protein                                     | peptide sequence                                                                                                                                                                                                                                                                                                                                        |
|----------------------------------|---------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| a) DNA break/repair components   | DNA-PK                                      | R.CGAALAGHQLIR.G 2/ R.ICSKPVVLPK.G2<br>R.LYSLALHPNAFKR.L2/ K.WLLAHCGRPQTECR.H2<br>R.FNNYVDCMKK.F2 /K.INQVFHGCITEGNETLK.T2<br>R.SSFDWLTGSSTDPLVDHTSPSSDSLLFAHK.R3<br>R.LGLPGDEVDNKVK.G2 /R.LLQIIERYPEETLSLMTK.E2<br>K.GANRTETVTSFR.K 2 /K.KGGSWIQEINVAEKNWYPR.Q3<br>K.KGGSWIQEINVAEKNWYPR.Q2                                                             |
|                                  | Ku70                                        | R.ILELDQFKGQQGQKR.F2 / R.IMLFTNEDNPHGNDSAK.A2<br>K.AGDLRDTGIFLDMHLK.K2 / K.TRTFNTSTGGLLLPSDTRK.S3<br>K.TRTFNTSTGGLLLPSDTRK.S2 /R.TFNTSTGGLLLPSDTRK.S2<br>K.CLEKEVAALCR.Y2 /R.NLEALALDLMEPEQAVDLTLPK.V3<br>R.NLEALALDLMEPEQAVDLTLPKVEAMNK.R3<br>R.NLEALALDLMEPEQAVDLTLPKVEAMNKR.L3 /K.GTLGKFTVPMK.E 2<br>K.SGLKKQELLEALT.K.H/R.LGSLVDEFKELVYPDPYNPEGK.V2 |
|                                  | ku80                                        | R.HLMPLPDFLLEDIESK.I2 /K.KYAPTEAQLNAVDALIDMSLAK.K2<br>K.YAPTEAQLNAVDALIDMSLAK.K2 /R.LFQCLLHR.A2<br>K.IKTLFPLIEAK.K2/K.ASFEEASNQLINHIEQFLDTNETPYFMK.S                                                                                                                                                                                                    |
|                                  | PARP-1                                      | K.CSESIPKDSLR.M2 /K.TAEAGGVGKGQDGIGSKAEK.T2<br>K.RKGDEVGVDEVAK.K2 /K.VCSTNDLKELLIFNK.Q2<br>R.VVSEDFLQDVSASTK.S2 /K.SKLPKPVQDLIK.M2<br>K.KPPLLNNADSVQAK.V                                                                                                                                                                                                |
|                                  | Topoisomerase                               | K.GIPVVEHKVEK.V2/ R.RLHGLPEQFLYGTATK.H2<br>R.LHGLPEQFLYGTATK.H2                                                                                                                                                                                                                                                                                         |
| b) protein phosphatase           | PP1                                         | K.NVQLQENEIR.G2 /K.IKYPENFFLLR.G2<br>K.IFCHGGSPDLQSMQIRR.I2 /K.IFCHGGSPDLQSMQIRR.I3<br>K.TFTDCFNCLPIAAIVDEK.I2/K.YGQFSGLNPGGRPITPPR.N2<br>K.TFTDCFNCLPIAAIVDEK.I/K.YGQFSGLNPGGROITOOOR.N                                                                                                                                                                |
| c) Histone modification proteins | P/CAF                                       | K.MTDSHVLEEAKKPR.V2/K.MTDSHVLEEAK#KPR.V2<br>K.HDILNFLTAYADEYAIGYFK.K2 /K.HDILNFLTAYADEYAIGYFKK.Q2<br>K.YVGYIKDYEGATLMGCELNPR.I2 /K.SK#EPRDPDQLYSTLK.S2<br>K.SHQSAWPFMEPVKR.T2 /K.SHQSAWPFMEPVKR.T3<br>R.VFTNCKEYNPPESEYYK.C2                                                                                                                            |
|                                  | HDAC9                                       | K.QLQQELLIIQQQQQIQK.Q2                                                                                                                                                                                                                                                                                                                                  |
|                                  | JMJD1C                                      | L.RSVASTSA.K/S.SSSSPKSHI.I                                                                                                                                                                                                                                                                                                                              |
| d) transcription factor          | SREBPB                                      | R.RQWTSLSLR.V/R.LRSPPEALVQGR.Y<br>R.LKMMEEKGEPTQTK/K.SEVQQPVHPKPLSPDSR.A<br>R.LLANQQVFHISCFR.C/K.LSLGTYASLHGR.I<br>R.IYCKPHFNQLFK.S/R.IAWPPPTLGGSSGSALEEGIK.M<br>R.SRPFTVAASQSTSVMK.S                                                                                                                                                                   |
|                                  | SPTF-associated factor 65 gamma transcript  | F.EEPMMSGMS.E/E.EPMMSGMS.E                                                                                                                                                                                                                                                                                                                              |
|                                  | CCAAT/enhancer binding protein zeta         | d.KTLESMSS.Y/L.GDRMAAM.I                                                                                                                                                                                                                                                                                                                                |
|                                  | TTF-1 interacting peptide 5                 | D.KTLESMSS.Y                                                                                                                                                                                                                                                                                                                                            |
|                                  | trans-acting transcription factor 9         | S.GAPQAS                                                                                                                                                                                                                                                                                                                                                |
|                                  | zinc finger, FYVE domain containing protein | T.S#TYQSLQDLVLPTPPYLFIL.I                                                                                                                                                                                                                                                                                                                               |
|                                  | Max-interacting protein                     | K.KALPS#KDK.A/P.RIGT#QLEGS#.S                                                                                                                                                                                                                                                                                                                           |

Supplementary Table 2. Differentially enriched motifs between WT and JMJD1C-LKO datasets identified by ATAC-seq

# Supplementary material for: Histone demethylase JMJD1C is phosphorylated by mTOR to activate de novo lipogenesis
**Source:** Nat Commun. 2020 Feb 7;11:796. doi: 10.1038/s41467-020-14617-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

Data analysis

Partek flow genomics suite was used in analysis of ChIP-, ATAC-, and RNA-seq data. GraphPad Prism 8 was used in analysis of all other data presented in the manuscript.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The genomic and transcriptomic datasets generated and analyzed during the current study are available in the GEO repository under accession number: GSE142815[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142815>].

The proteomic datasets generated and analyzed during the current study are available in the MassIVE repository under accession number MSV000084745[[doi:10.25345/C53Q2F](https://doi.org/10.25345/C53Q2F)].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                               |
|-----------------|-------------------------------------------------------------------------------|
| Sample size     | No sample size power calculations were performed.                             |
| Data exclusions | No data were excluded from analyses.                                          |
| Replication     | All experiments were repeated a minimum of 3 times to ensure reproducibility. |
| Randomization   | Randomization was not employed.                                               |
| Blinding        | Blinding was not employed                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit polyclonal specific phospho-T505 of JMJD1C antibodies were raised against the peptide corresponding to aa 496-512 of JMJD1C (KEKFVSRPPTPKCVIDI) phosphorylated at T505 (P-T505) (Genemed). The specific antibody was affinity-purified using the phospho-peptide before use (diluted 1:500). The following commercial antibodies were used: JMJD1C (sc-101073, 1:500), GAPDH (sc-32233, 1:2000), USF-1 (sc-229, 1:1000), HDAC1 (sc-7872, 1:1000), Fatty acid synthase (sc-55580, 1:1000), and SREBP-1c (sc-366, 1:1000) from SCBT. FLAG (147935, 1:1000), HA (C29F4, 1:1000), and Raptor (24C12, 1:750) from CST. phospho-Threonine (05-1923, 1:200), phospho-Serine (Ab1603, 1:200), and normal IgG (PP64B, 2ug/ug of chromatin) from EMD Millipore. GFP (ab1218, 1:1000), Total H3 (ab1791, 2ug/ug of chromatin), H3K9me1 (ab9045, 2ug/ug of chromatin), H3K9me2 (ab176882, 2ug/ug of chromatin), H3K9me3 (ab8898, 2ug/ug of chromatin), and H3K4me3 (ab8580, 2ug/ug of chromatin) from Abcam. |
| Validation      | Commercial antibodies were validated by the supplier, we further validated antibodies through overexpression of tagged constructs to confirm specificity of the antibody. Our custom phospho-T505 antibody was validated through overexpression of both WT and our unphosphorylatable T505A mutant JMJD1C to confirm its specificity.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                          |                                                |
|--------------------------|------------------------------------------------|
| Cell line source(s)      | ATCC                                           |
| Authentication           | Cells were authenticated by the supplier.      |
| Mycoplasma contamination | All cell lines tested negative for mycoplasma. |

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

C57bl/6 mice were used beginning at 6 weeks of age.

Wild animals

*Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

Ethics oversight

UC Berkeley Animal Care and Use Committee approved the study protocols used.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142815>]

Files in database submission

2 Fasted Input/ChIP, 2 Refed Input/ChIP, 2 Fasted ATAC, 2 Refed ATAC, 2 Refed JMJD1C-LKO ATAC, 2 Refed WT RNA, 2 Refed JMJD1C-LKO RNA. Raw and processed files for all.

Genome browser session  
(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

### Methodology

Replicates

For each seq experiment we have 2 biological replicates

Sequencing depth

Approximately 40 million, Single-end reads of 50bp

Antibodies

H3K9me2, Abcam, ab176882

Peak calling parameters

Described in more detail in methods, reads were aligned to mm10 genome assembly, MACS2 was used for peak calling

Data quality

*Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.*

Software

GSL provides standard compressed fastq files (demultiplexed when requested) as output by the Illumina supported CASAVA bcl2fastq2 (v2.20) program for data collection. Partek flow genomics suite was used for data analysis.

# Supplementary material for: Histone demethylase JMJD1C is phosphorylated by mTOR to activate de novo lipogenesis
**Source:** Nat Commun. 2020 Feb 7;11:796. doi: 10.1038/s41467-020-14617-1
**Supplement:** Supplementary file 4 — Source Data

Figure 1A

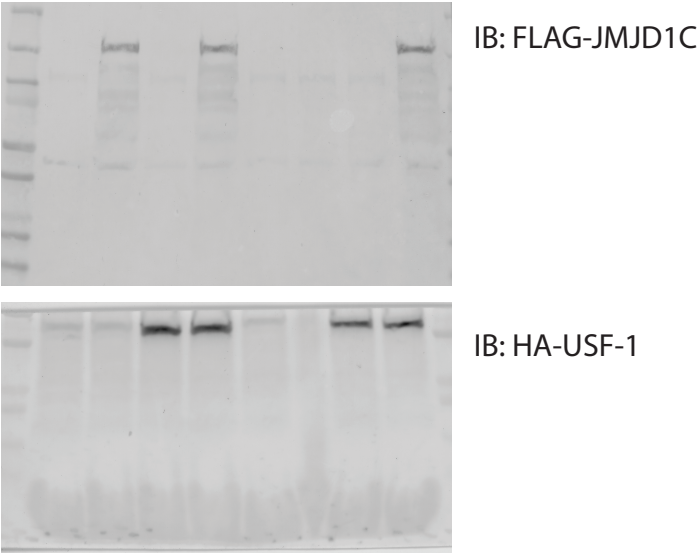

Figure 1B

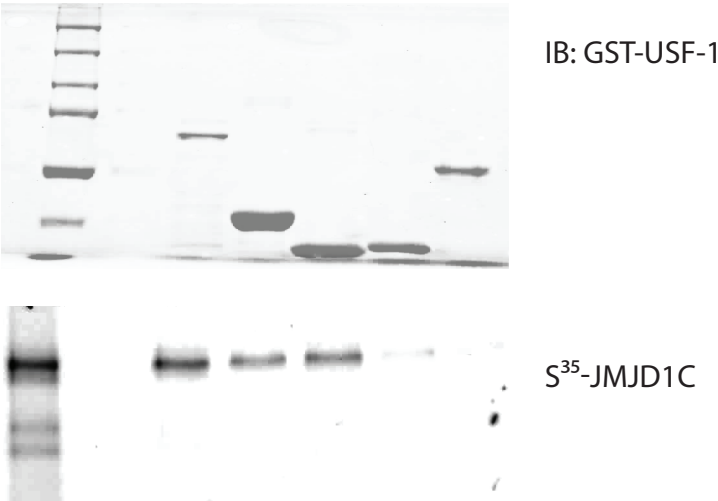

Figure 1C

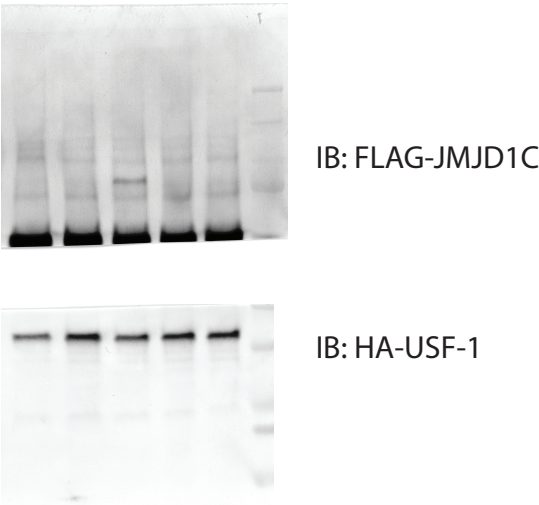

Fig. 2A

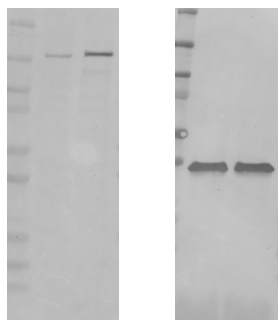

IB: JMJD1C

IB: GAPDH

Fig. 2B

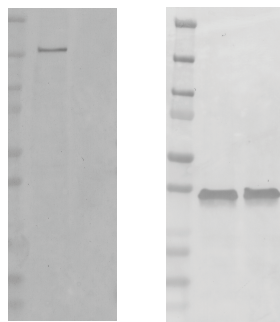

IB: JMJD1C

IB: GAPDH

Fig. 2C

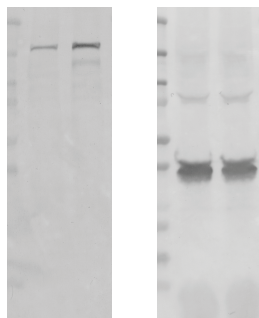

IB: JMJD1C

IB: GAPDH

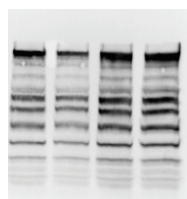

IB: FAS

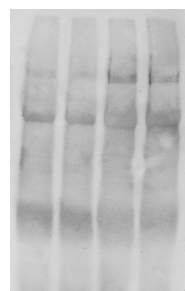

IB: SREBP-1c

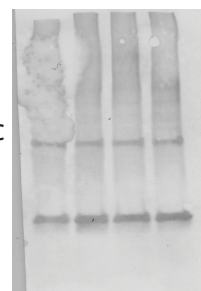

IB: GAPDH

Fig. 2D

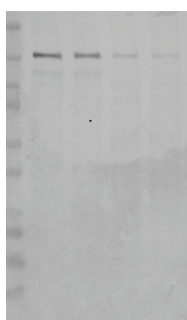

IB: JMJD1C

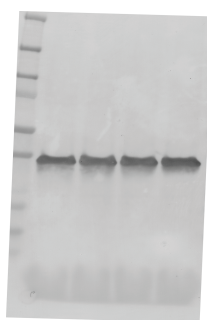

IB: GAPDH

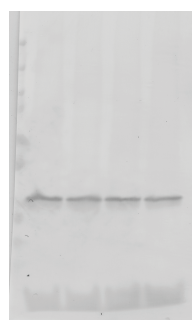

IB: GFP

Fig. 3A

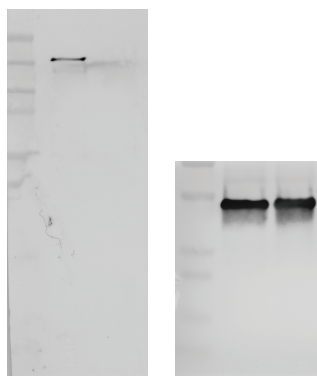

IB: JMJD1C    IB: GAPDH

Fig. 3B

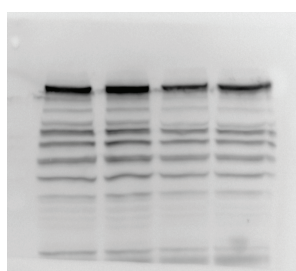

IB: FAS

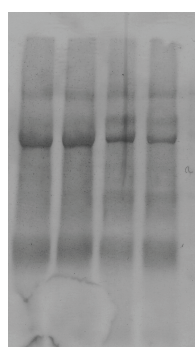

IB: SREBP-1c

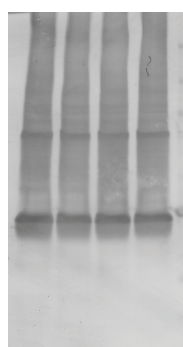

IB: GAPDH

Fig. 7B

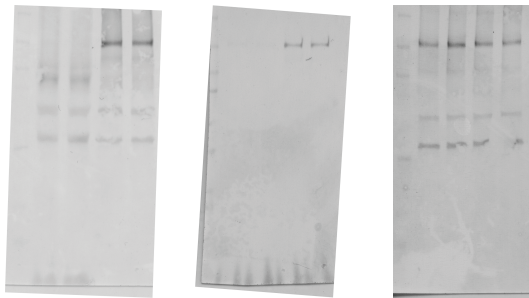

Fig. 7C

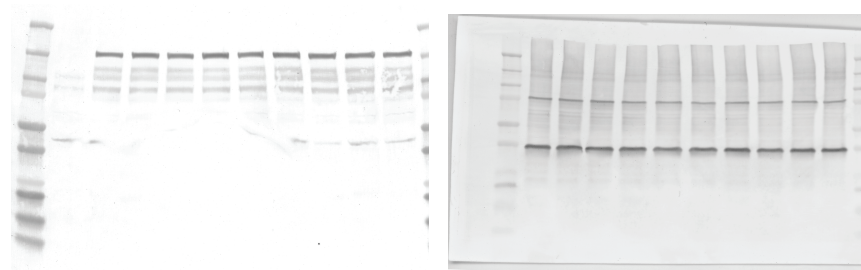

Fig. 7D

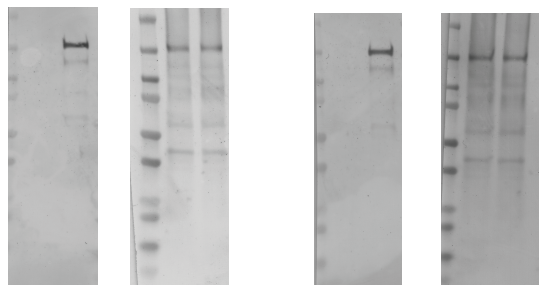

IB: p-T505 IB: JMJD1C IB: p-T505 IB: JMJD1C

Fig. 7E

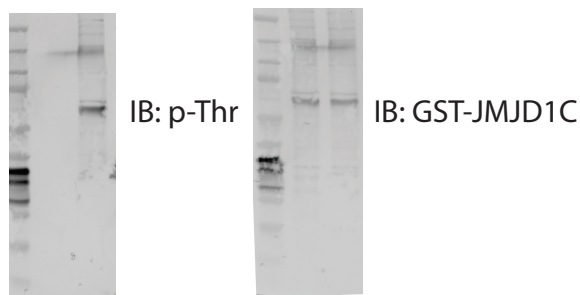

Fig. 7E

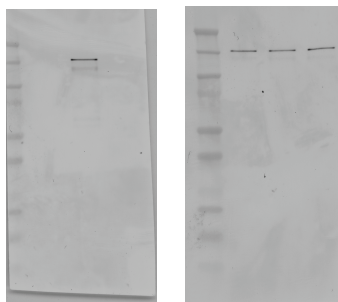

IB: p-T505 IB: JMJD1C

Fig. 7F

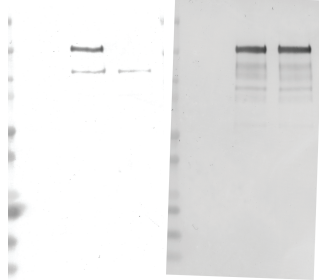

IB: p-T505 IB: JMJD1C

Fig. 7G

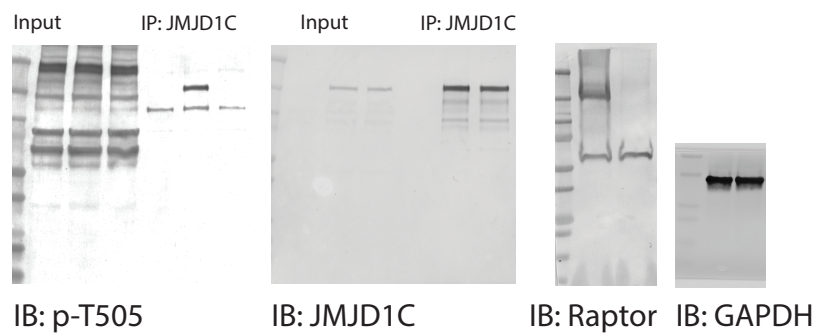

IB: p-T505 IB: JMJD1C IB: Raptor IB: GAPDH

Fig. 7H

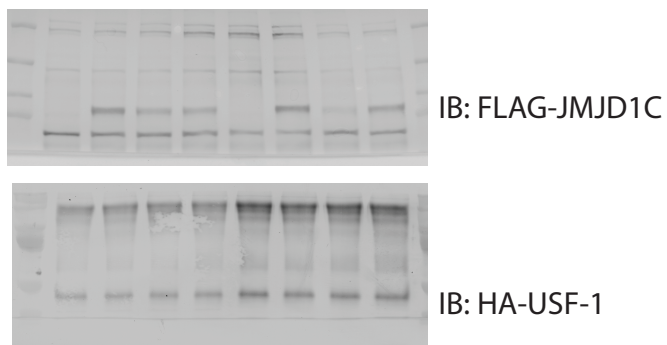

Fig. 7I

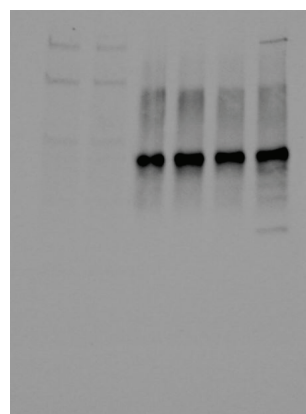

Fig. 7K

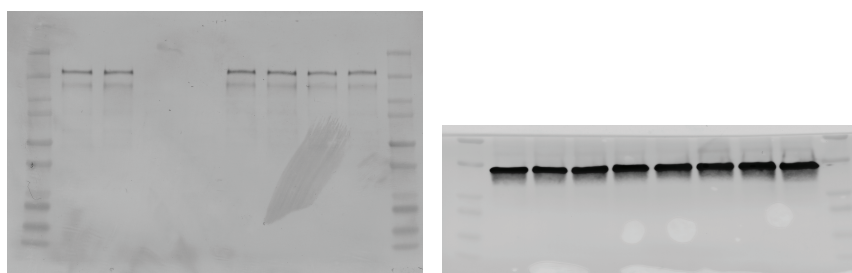

IB: JMJD1C

IB: GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

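The genome-wide data come from mouse liver in 3 assays. ATAC-seq was made from WT fasted, WT refed and JMJD1C-LKO refed mice, H3K9me2 ChIP-seq with matched input from WT fasted and WT refed mice, and RNA-seq from WT refed and JMJD1C-LKO refed mice, with 2 samples in each group. RNA-seq libraries were made from pooled RNA and the peak samples from single livers. Conditions were taken from the sample titles and genotypes and from the reporting summary of the paper, since the labels give all samples the same description of treatment. The labels state 6 h of refeeding and the methods 8 to 16 h.

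For the peak assays, the authors called peaks with MACS2 in each sample and deposited the summits, each with the −log10 of the q-value at that position. The authors aligned ATAC-seq reads with BWA-backtrack and used a q-value cutoff of 0.05 and a cutoff on fold enrichment, and for ChIP-seq they used Bowtie2, reads mapped to a single place, the input of the same replicate as control and an enrichment of at least 2.5-fold. The lowest values in the summit lists lie just above the −log10 of that cutoff. The lists hold neither peak widths nor read counts, so the depth of each sample is unknown from them (the reporting summary gives a single approximate depth for the ChIP-seq), and summit scores were compared by rank within a sample and not between samples.

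For RNA-seq, the authors deposited estimated counts per RefSeq transcript, not scaled, of which 65.7% to 66.0% hold a fractional part. The aligner and the counting method are not named in the text. A second deposited table gives the authors' own comparison per transcript, with a p-value, a step-up FDR that is missing for some transcripts, and a signed fold change that works as a score, since a decrease is written as minus the inverse ratio. That table was used only to compare its calls with those made here. Of its transcripts, 20632 have an FDR, and by the authors' FDR 1146 genes have a higher and 1068 a lower transcript, 940 of the latter being lower here too.

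Transcripts were matched to the RefSeq annotation of GRCm38.p6. Of 24994 transcripts 24823 were found by identifier, and 25 of 15572 genes could not be matched. The annotation holds 26142 genes with a RefSeq transcript. Total counts lay between 51265128 and 54400509 per library, TMM factors between 0.961 and 1.018, and the 20 most abundant genes held 24.4% of the counts in the WT and 24.2% in the JMJD1C-LKO libraries.

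Counts were summed per gene and rounded, and genes were kept by edgeR's filterByExpr. The main test was edgeR's quasi-likelihood F test with TMM normalization, with no block and Benjamini-Hochberg adjustment over the 14151 genes tested. The common dispersion was 0.0083. Values for single genes are log2 fold changes with standard errors and adjusted p from that fit, and expression is given as TMM-normalized CPM. Lists were tested with limma's camera on edgeR's log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 20 lists, and Reactome pathways of 10 to 500 tested genes from the fgsea package were ranked in the same way.

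A summit was placed at the TSS from 1000 bp upstream to 100 bp downstream of a transcript start for the shares by position, and within 1000 bp on either side for counts of genes. A gene belonged to a group when both replicates had such a summit. Summits of different samples were shared when they lay within 200 bp, and the share by chance was taken from summits shifted by 10000 bp. Lists of at least 10 genes were compared with all annotated genes by two-sided Fisher's exact tests, adjusted over 126 tests for ATAC-seq and 84 for ChIP-seq. This background was not matched on expression. The overlap of ATAC-seq and ChIP-seq genes used all annotated genes with a summit in any sample, and the overlap with RNA-seq used the genes tested there that have annotated transcript starts. Changes in expression by ATAC-seq group and expression by H3K9me2 summit were compared with 10000 random gene sets (seed 7). The E-box CACGTG and repeat-masked bases were counted within 100 bp of a summit in the genome sequence, with a summit placed in a repeat when over 50% of these bases were masked. A summit was called similar to the mitochondrial genome when it shared 25 bases in a row with it.

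The genes named are taken from those the paper names for its genome-wide experiments, at most 5 members past the threshold from each gene family it names, ranked by p, and the 5 genes with the smallest p in each direction. The lists are lipogenic, gluconeogenic, fatty acid oxidation, glycolysis, cholesterol biosynthesis and cell cycle genes, translation initiation and elongation factors, cytosolic ribosomal proteins, tRNA synthetases, the chromatin families named in the paper, sex-linked and sex-biased genes, circadian clock genes, genes of blood, pancreas, immune cells, endothelial cells and hepatocytes, and the genes of the paper's qPCR and browser panels. Gene ontology terms were not used, so the lists stand in for the processes the paper names.

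Alternatives set before the data were examined were DESeq2, library size and upper-quartile normalization, no filter or at least 10 counts in every library, transcript-level tests, other thresholds, the replicate number as a block, fry and an estimated correlation for lists, each replicate left out in turn, either replicate in place of both, the same number of strongest summits in each sample (825 for ATAC-seq and 1297 for ChIP-seq), a score of at least 5, main chromosomes only, and wider or narrower distances. Summits outside repeats were added after the data had been seen, as were the alternatives for the comparison of expression by ATAC-seq group.

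The RNA-seq tests were tested on simulated data with 200 changed genes among 14000, of which edgeR called 190 and DESeq2 186, with 8 false calls by edgeR. The planted changes were balanced in direction and far fewer than the 3958 genes called in the data. The simulation therefore gives no error rate for the data. The summit counts were tested on 5000 simulated summits, where 40% were placed at the TSS and 40% were found there. The other simulated summits were placed far from any gene, so this checks the counting only. Input libraries, read-level signal, motifs other than the E-box and JMJD1C-LKO fasted liver were not analysed here. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.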

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

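The tests of the rise in immune cell genes were chosen after that rise had been seen, while the lists of cell type genes were drawn up before the data were examined. The test of acute phase genes was chosen after seeing the data too, as 2 genes of that list had been seen. All values compare the 2 libraries labelled JMJD1C-LKO with the 2 WT libraries of the RNA-seq of refed liver, and concern lists, a pathway and genes that the paper does not discuss.

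Marker genes of immune and endothelial cells were higher. The median log2 fold change was 1.07 for 19 immune cell genes, of which 11 were higher and 0 lower (18 and 0 adjusted over the list alone, camera adjusted p = 7.1e-08, fry adjusted p = 0.077). For 10 endothelial cell genes it was 0.59, with 6 higher and 0 lower (7 and 0 adjusted over the list alone, camera adjusted p = 0.0091, fry adjusted p = 0.19). For 17 hepatocyte genes it was 0.20, with 4 higher and 0 lower (camera adjusted p = 0.040, fry adjusted p = 0.11). With each library left out in turn, the medians ran from 0.85 to 1.20, from 0.35 to 0.79 and from 0.11 to 0.28 for these lists. Of the 3 lists, none passed the threshold under camera with an estimated correlation. Interferon gamma signaling was the Reactome pathway first in the higher direction, with a median of 0.45 over 79 genes, 37 higher and 1 lower (camera adjusted p = 3.0e-06).

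A lower share of hepatocyte RNA in these libraries would raise the markers of the other cell types alike and lower those of hepatocytes. Against it as the only cause, the immune cell genes rose more than the endothelial cell genes. Their medians differed by 0.48 (two-sided permutation of gene labels, p = 0.0038). The difference was 0.37 (permutation p = 0.0051) without the genes of MHC class II. Hepatocyte genes were not lower as a list, but this cannot exclude a smaller share, since markers of the main cell type would change little with it. In the list, 4 genes were higher, among them Tat (2.15), and 0 were lower past the threshold. Alb, the most abundant hepatocyte marker, changed by −0.16 (adjusted p = 0.33 from edgeR) and Hnf4a by −0.12 (adjusted p = 0.31 from edgeR). Genes are not independent replicates, so these p-values describe the lists in these libraries.

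More antigen presenting cells with MHC class II in the livers of the libraries labelled JMJD1C-LKO is a candidate explanation. The MHC class II genes had a median of 3.05, and the other immune cell genes rose with them, with a median of 0.96 (0.46 to 1.46). Cd74 went from 45.1 and 43.0 to 273 and 457 CPM. The 3 MHC class II genes rose more than the other 16 (permutation p = 0.0082), so a higher expression per cell, for example after interferon gamma, remains open and was not tested. A difference in how the tissue was taken remains open as well, since the RNA was pooled and no label gives the batch or the sampling. No biological explanation other than the genotype is given by the design, and the genotype was not separated from these.

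The genes with the smallest p-values were Saa1 (log2 fold change 2.55, adjusted p = 1.4e-06 from edgeR), Lcn2 (2.58), Mt2 (2.77) and Orm2 (1.86) in the higher direction, next to Scd1. Saa1, Mt2 and Orm2 have close paralogs and reads can be shared with them, so their values are uncertain. In the lower direction were Cyp2c69 (−2.86, adjusted p = 1.2e-06), Fgf21 (−2.45), Socs2 (−1.62), Hao2 (−3.29) and Serpina4-ps1 (−2.34). Cyp2c69 and Serpina4-ps1 belong to families of close copies, so their values are uncertain too. Each of the 9 kept its sign in all 4 fits that left out one library. Saa1, Lcn2 and Orm2 are acute phase genes, and a list of 16 further acute phase genes had 9 higher and 0 lower, of which 5 are paralogs of Saa1 and Orm2 and so not independent of them. The 11 genes outside these families had a median of 0.20 (4 higher and 0 lower, camera adjusted p = 0.097, fry adjusted p = 0.088, between 0.14 and 0.27 with each library left out), so an acute phase response in these libraries cannot be told apart from changes in the Saa and Orm genes and a few others. Total counts differed little between the groups, and a difference in depth was not tested as an explanation of its own. With 2 libraries per group, a cause that differs between the pools and is unrelated to JMJD1C cannot be excluded.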

How the results depend on the processing

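The alternatives were set before the data were examined, apart from leaving out summits in repeats, the acute phase genes without the Saa and Orm families, and the alternatives for the difference in expression between ATAC-seq groups, which were chosen after seeing the data. Over 194 results, 825 pairs of a result and an alternative were computed, not counting those that left out a replicate. Of these, 689 kept their direction and their side of the threshold or moved little, and 136 did not. Among single genes and the lists outside the comparisons the paper makes, 397 pairs kept both, 42 lost the call and 4 gained it, and no direction was reversed. For the changes listed here the cause was not tested, except where fewer samples or summits enter by construction.

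For RNA-seq, DESeq2 called 1764 genes higher and 1560 lower, library size only 1717 and 2268, upper-quartile normalization 2518 and 1330, no filter 1994 and 1892, and at least 10 counts in every library 2059 and 1850, against 2066 and 1892 under TMM. Of the 3958 genes called under TMM, 3281, 3607, 3396, 3848 and 3799 kept their call in that order, and 0 were called in the opposite direction. The share of lower genes among the calls was 47.8% under TMM, 34.6% with upper-quartile normalization and 56.9% with library size only. The median log2 fold change of all genes was 0.006, 0.072 and −0.03 under these scalings. Tests of single transcripts gave 473 higher and 308 lower, where counts are divided among more tests, and a fold change of at least 2 gave 717 and 133.

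The replicate number was also fitted as a block. Nothing in the labels or the paper pairs the libraries, and the deviations of same-numbered libraries from their group means had a correlation of −0.0046 across genes, so they share a number only. This paired fit called 2211 genes higher and 1996 lower and included 3874 of the 3958. Pgk1 passed the threshold in it (adjusted p = 0.031), the hepatocyte list had an adjusted p of 0.074, and no other call among the named genes and lists changed.

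Under fry, the gluconeogenic list, with a median of 0.61, did not pass (adjusted p = 0.077), nor did the factors of translation (−0.17, adjusted p = 0.11) or the tRNA synthetases (−0.31, adjusted p = 0.096), while glycolysis passed (0.22, adjusted p = 0.018). Under camera with an estimated correlation, these 3 lists had adjusted p of 0.575 with the same medians of 0.61, −0.17 and −0.31, and the ribosomal proteins had 0.203 (−0.28). With library size only, the chromatin families passed (−0.14, adjusted p = 0.0496).

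With a score of at least 5, the mean number of ATAC-seq summits was 2419.5 in fasted and 2159 in refed WT livers. Genes with a TSS summit then numbered 233 in fasted only, 385 in both states, 21 in both WT refed and JMJD1C-LKO, 13 in JMJD1C-LKO only, 1 in both states by H3K9me2, and 2 by H3K9me2 and not ATAC-seq in refed liver. Outside repeats the mean number of summits, ATAC-seq WT fasted, was 2956.5 and the mean number of summits, ATAC-seq WT refed, was 2360.5. ATAC-seq summits lay at the TSS in 57.4% and between genes in 19.2%. The percent of summits shared by the replicates, ATAC-seq WT fasted, was 45.7, the percent of summits shared by the replicates, ATAC-seq WT refed, was 52.8, and in H3K9me2 refed livers it was 0.592. At the TSS, 1 gene was found in refed livers only by H3K9me2, and 0 genes by both assays.

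With 1000 bp on both sides of a transcript start as TSS, gene bodies held 20.6% of ATAC-seq and 11.2% of H3K9me2 summits and the TSS 67.2% of the latter, and with 2500 bp 19.6%, 8.30% and 70.9%. Within 500 bp, the replicates of H3K9me2 refed shared 0.392% of summits.

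With the same number of strongest summits, the replicates shared 53.2% in ATAC-seq fasted and 62.5% in refed livers. Genes numbered 118 in fasted only, 125 in both states and 175 in refed only by ATAC-seq, 275 in WT refed only and 25 also in JMJD1C-LKO, 888 in fasted only and 2 in both states by H3K9me2, and 300 by ATAC-seq only, 0 by both and 4 by H3K9me2 only in refed liver. The difference of median log2 fold changes between ATAC-seq groups was −0.157 (two-sided p = 0.0486 from matched random gene sets, n = 255 and n = 20 genes), and the E-box share of WT refed summits was 3.33%. Without this limit on the number, the E-box share among WT refed summits more than 1000 bp from a TSS was 1.21%.

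With either replicate sufficing, ATAC-seq gave 1316 genes in fasted only, 2123 in both states and 858 in refed only, and 1986 in WT refed only, 995 also in JMJD1C-LKO and 192 in JMJD1C-LKO only. H3K9me2 gave 2056 in fasted only, 9164 in both states and 56 in refed only. The refed assays gave 518 by ATAC-seq only, 2463 by both and 6757 by H3K9me2 only, and the odds ratio of this overlap went from 0.816, which rests on 1 shared gene where 1.20 were expected and gives no direction, to 1.22 (Fisher's exact p = 4.0e-04). Genes lower in the libraries labelled JMJD1C-LKO with an ATAC-seq summit numbered 442.

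With summits in the gene or 1000 bp upstream, that odds ratio was 2.12 (Fisher's exact p = 9.6e-04). The counts were 715 in fasted only, 164 in WT refed and JMJD1C-LKO, 55 in JMJD1C-LKO only, 100 in both states and 32 in refed only by H3K9me2, and 29 by both assays and 103 by H3K9me2 only in refed liver. Of the lists, gluconeogenic genes had 1 gene in H3K9me2 refed replicate 1 and 2 in ATAC-seq fasted replicate 1, tRNA synthetases 1 in JMJD1C-LKO replicate 2, the chromatin families 14 in fasted replicate 2 and 4 in JMJD1C-LKO replicate 2, and the browser genes 1 and 2 in the fasted livers. Within 500 bp of the TSS, H3K9me2 gave 3 genes in both states and 1 in refed only, and 0 genes were found by both assays and 4 by H3K9me2 only. Within 2500 bp the numbers were 9 in refed only, 2 by both assays and 19 by H3K9me2 only. At an unadjusted p, 284 lower genes had an ATAC-seq summit, and with DESeq2 the odds ratio of that overlap was 1.17 (Fisher's exact p = 0.104).

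Leaving out a library in turn, the lipogenic median ran from −0.16 to 0.14 and the gluconeogenic median from 0.37 to 0.81. Of 68 single genes and lists, 34 moved by more than the spread between replicates in at least 1 such fit, and 61 kept their sign in all 4. With 1 replicate of each peak group, the numbers of genes ran from 549 to 1392 (ATAC-seq fasted only), 884 to 1752 (both states), 748 to 848 (refed only), 137 to 879 (WT refed and JMJD1C-LKO), 92 to 181 (JMJD1C-LKO only), 2053 to 7658 (H3K9me2 fasted only), 9 to 9120 (both states), 29 to 73 (refed only), 248 to 2587 (ATAC-seq refed, not H3K9me2), 13 to 1384 (both assays) and 25 to 7809 (H3K9me2, not ATAC-seq). The odds ratio of the overlap between the refed assays, 0.816 where 1 gene was found by both, ran from 1.45 to 1.78, the mean number of H3K9me2 refed summits from 1297 to 9929, and the lower genes with an ATAC-seq summit from 229 to 390. Here a single sample is required to have a summit in place of a pair, which raises most counts by construction.

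The depth of each peak sample is unknown, so a gene without a summit cannot be told from one with too few reads, which limits every comparison that rests on the absence of a summit, in JMJD1C-LKO replicate 2 and H3K9me2 refed replicate 1 more than in the samples with more summits.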

Differences from the paper's values

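A gap is called closed here when the larger value is at most 1.5 times the smaller or the values differ by no more than 1 SD between samples, so a closed gap can leave the values apart.

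In the share of H3K9me2 summits near the TSS, the paper reports 46% and the mean over the 4 livers was 22.4%. Of the alternatives set before the data were examined, counting 1000 bp (67.2%) or 2500 bp (70.9%) on both sides of a transcript start as TSS moved the mean from below the paper's value to above it. The first closes the gap by the factor of 1.5, and the second only by the SD of 44.1 percentage points, which refed replicate 1 widens. In both the paper's value is not near that of any liver, as 3.01% of the summits of refed replicate 1 and 83.5% to 92.0% of those of the other 3 lay within 1000 bp. The same number of strongest summits (19.6%) and leaving out each sample in turn (19.9% to 29.3%) did not close the gap.

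For Jmjd1c mRNA in the liver of JMJD1C-LKO mice, the paper reports a decrease of 70%, measured by qPCR. In the RNA-seq the decrease was 9.48% in the libraries labelled JMJD1C-LKO. None of the alternatives set before the data were examined closed the gap, with decreases between 5.22% and 11.8% over normalizations, filters, the block, DESeq2 and each library left out, and a decrease of −6.82%, which is a rise, for the transcript with the higher count. The other transcript had a log2 fold change of −0.81 (adjusted p = 0.21).

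In Fig. 5b, read by eye, the paper shows about 1400 genes with an ATAC-seq peak in fasted only, about 2300 in both states and about 950 in refed only, against 430, 708 and 543 here. With a summit in either liver the numbers were 1316, 2123 and 858, and with replicate 1 alone 1392, 1752 and 848, which close the gaps. With replicate 2 alone, 748 in refed only closes the last gap, and the other alternatives set before the data were examined close none.

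Also in Fig. 5b, read by eye, the paper shows about 1400 genes in both WT refed and JMJD1C-LKO and about 280 in JMJD1C-LKO only, against 75 and 27 here. With either liver the numbers were 995 and 192, which are lower than the paper's and within 1.5 times of them, and none of the other alternatives set before the data were examined came as close.

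In Fig. 5e, read by eye, the paper shows about 390 genes with H3K9me2 in fasted only, about 3100 in both states and about 1900 in refed only, against 7612, 8 and 3 here. None of the alternatives set before the data were examined closed these gaps. For refed livers, Fig. 5e shows about 2600 genes by ATAC-seq only, about 450 by both assays and about 2600 by ChIP-seq only, read by eye, against 1250, 1 and 10 here. With replicate 1 alone, 2587 genes by ATAC-seq only closes the first gap, and none of the alternatives set before the data were examined closed the others.

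In Fig. 5g, read by eye, the paper shows about 380 genes that are both lower in JMJD1C-LKO and found by ATAC-seq in refed WT liver, and about 2700 found by ATAC-seq only, against 177 and 967 here. With either liver the numbers were 442 and 2278 and with replicate 1 alone 390 and 1978, which close both gaps, and at an unadjusted p the first was 284. DESeq2, the block and replicate 2 alone closed neither.

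Statements on single genes and lists were compared as well. The paper states that open chromatin at lipogenic genes was found in refed liver and at gluconeogenic genes in fasted liver. Of 20 lipogenic genes, 2 had an ATAC-seq summit in both fasted and 1 in both refed livers, and of 12 gluconeogenic genes 1 and 0. These numbers are too small to give a direction, and the lipogenic list did not differ from all genes in any of the 6 ATAC-seq samples (smallest adjusted p = 0.71, Fisher's exact test). Fasn and Acaca, whose promoters it describes as more open after feeding, had no summit at the TSS in either state, and at Acly replicate 1 of the refed livers had one. The paper describes the promoter of Acot1 as open in fasted and that of Fas in refed liver, and no summit lay at either in any liver. It describes the promoters of oxidative genes as more open in fasted liver, while Acaa1a had a summit in 1 liver of each state.

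For H3K9me2, the paper reports no peak at Fas in refed liver. Refed replicate 2 had a summit 781 bp downstream of its TSS and refed replicate 1 had none. The paper describes lipogenic promoters as open and free of H3K9me2 in refed liver, while with either liver 16 of 20 lipogenic genes had an H3K9me2 summit at the TSS, 3 of these also had an ATAC-seq summit and 0 had an ATAC-seq summit alone. It places gluconeogenic genes outside open chromatin in refed liver, while 2 of 12 had an ATAC-seq summit with either liver. It places H3K9me2 at lipogenic genes in fasted liver and at gluconeogenic genes in refed liver, while with either liver the lipogenic genes numbered 17 and 16 and the gluconeogenic genes 10 and 9 in fasted and refed liver. The paper describes these genes as differentially enriched and names ANOVA for its ChIP-seq comparisons. Called summits give presence and not level, so they do not exclude a difference in level between the states.

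For the RNA-seq, the paper lists lipogenesis among the processes lower in JMJD1C-LKO. Of 20 lipogenic genes, 6 were higher and 5 lower, with Scd1 higher (log2 fold change 2.00). It lists chromatin modification as lower, and the chromatin families had a median of −0.10 that did not pass under camera (adjusted p = 0.063) and passed with library size only (adjusted p = 0.0496). It lists regulation of the cell cycle as lower, while 9 of 35 cell cycle genes were higher and 5 lower. It describes glycolysis as the most affected process among those that rose, while 7 of 24 glycolysis genes were higher and 4 lower, and the list passed the threshold under fry (adjusted p = 0.018) and not under camera (adjusted p = 0.18), where gluconeogenic genes had the smaller p. The paper names phosphofructokinase, aldolase and phosphoglycerate kinase as higher. Pfkl, Pfkm and Pfkp did not pass the threshold, while Pfkfb1, Pfkfb2 and Pfkfb3 were higher. Aldoa was lower and Aldoc higher, and Pgk1 had an adjusted p of 0.064, passing with DESeq2 (0.045), upper-quartile normalization (0.030) and the replicate block (0.031). In its discussion the paper holds that gluconeogenic genes were not affected by the loss of JMJD1C. Its RT-qPCR after 6 h of refeeding found their response to feeding alike in both genotypes. In the pooled RNA-seq libraries of refed liver, 11 of 12 were higher, and the response to feeding was not measured.

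The paper reports a Usf-1 motif enriched in WT and not in JMJD1C-LKO peaks. The E-box was found at 3.17% of WT refed and 3.16% of JMJD1C-LKO refed summits, the latter the mean of 4.62% and 1.70%. At shifted positions the shares were 1.91% and 1.73% for the WT refed livers, below their 3.20% and 3.14%, and 2.21% and 2.55% for the JMJD1C-LKO livers, so that replicate 2 of JMJD1C-LKO was below its background. The paper states that initiation and elongation factors were both lower in JMJD1C-LKO and found by ATAC-seq in refed WT liver, while 0 of 18 lower factors had a summit at the TSS in both refed livers and 3 in either. It places lipogenesis in this overlap too, while 0 of 5 lower lipogenic genes had a summit in both refed livers or in either.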

Other observations

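The tests on H3K9me2 refed replicate 1, on Jmjd1c and on acute phase genes, the count of summits outside repeats in ATAC-seq and the alternatives for the difference in expression between ATAC-seq groups were chosen after results had been seen.

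The H3K9me2 ChIP-seq of WT refed replicate 1 shared few summits with the other 3 ChIP-seq samples. Against a lower depth alone, 2 of its 100 strongest summits lay within 1000 bp of a TSS, compared with 97 to 99 in the other samples. Against an ATAC-seq library under a ChIP-seq label, 3.01% of all its summits lay within 1000 bp of a TSS, below the 15.2% to 59.7% of the 6 ATAC-seq samples. Of the 825 strongest summits of each ATAC-seq sample, 16.6% to 19.0% were shared with it, below the 33.6% to 62.5% shared between ATAC-seq samples. Why 12.0% to 13.8% of its summits were shared with each of the ATAC-seq samples and 0.308% to 2.00% with the other ChIP-seq samples remains open. Summits over repeats are a candidate explanation for part of it, since 73.0% of its summits lay in repeat-masked sequence (1.04% to 1.87% in the other 3). In addition, 18 summits and 5 of the 10 strongest were similar to the mitochondrial genome, and these were absent from the other 3. Against repeats as the whole explanation, 9.71% of its 350 summits outside repeats lay within 1000 bp of a TSS, compared with 84.2% to 92.4% in the other 3. Outside repeats it still shared 1.14% to 7.14% of its summits with the other ChIP-seq samples and 16.9% to 20.3% with the ATAC-seq samples. A failed enrichment of this sample and a wrong label for it from outside the series were not tested. The results for refed H3K9me2 therefore rest on replicate 2 of that group.

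In ATAC-seq, WT fasted replicate 2 had the lowest share of summits within 1000 bp of a TSS. Extra summits in repeats are a candidate explanation, since without them its share was 67.7%, within the 42.3% to 73.5% of the other 5 samples.

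Fewer genes had an ATAC-seq summit at the TSS in JMJD1C-LKO refed than in WT refed livers. Whether this follows from the smaller number of summits called or from a loss at particular genes cannot be told apart. With the same number of strongest summits in each sample, JMJD1C-LKO replicate 2 had 229 genes, below the 428 to 572 of the WT samples, while replicate 1 had 507 and was within that range. Genes with the summit in WT refed only and genes with it in both groups differed in their median log2 fold change by −0.0215, within the range of random sets (−0.10 to 0.10), which would be seen without a loss at particular genes and also when the loss does not change expression. The median of the genes with the summit in WT refed only was −0.07, below the range of its own random sets (−0.04 to 0.00), with a median of −0.04 in the other group. With the same number of strongest summits the difference was −0.157 (two-sided p = 0.0486 from matched random sets, n = 255 and n = 20 genes), and with the other alternatives it stayed within the range of random sets, so the tests leave this open.

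H3K9me2 summits lay at expressed genes. If the summits marked repressed genes, genes with one would be expressed less, but for refed replicate 2 their median was 23.2 CPM against 0.974 CPM without a summit. A recovery of active promoters in this ChIP-seq is a candidate explanation, as these genes overlapped those with an ATAC-seq summit at the TSS more than by chance (odds ratio 1.45 between replicate 2 of each refed group, p = 2.3e-07 by Fisher's exact test for the genes of these libraries). The GC content of the promoters and the antibody were not tested.

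Jmjd1c was not lower past the threshold in the libraries labelled JMJD1C-LKO. Against an exchange of the WT and JMJD1C-LKO labels, its log2 fold change was −0.14 and stayed below 0 in all 4 fits that left out one library. Whether a single transcript was lost cannot be told apart from no change. The lower of its transcripts changed by −0.81 with an adjusted p of 0.21 from edgeR at the transcript level, and its counts of 280 and 479 in the WT and 171 and 268 in the other libraries varied within the groups. A deletion limited to some exons was not tested, as the counts are given per transcript, and a wrong label for a pool from outside the series was not tested either.

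Ribosomal protein genes were lower, with a median log2 fold change of −0.28. Against transcript length, the lowest median among 10000 random sets matched on exon length and expression was −0.13, and against GC content the lowest among sets matched on it was −0.11. Against a few genes taking most of the counts, the median was −0.33 with the 20 most abundant genes left out and scaling by library size. Reads shared with pseudogenes were not tested and remain open, so no explanation is preferred.

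For the rise in gluconeogenic genes, 4 explanations were tested with further lists of genes. A more fasted state of the livers would raise targets of PPAR-alpha and lower lipogenic genes. The median of 14 targets was 0.16 (6 higher and 3 lower, 6 and 4 adjusted over the list alone, camera adjusted p = 0.67, between 0.10 and 0.21 with each library left out) and that of lipogenic genes near 0 with genes going both ways, so this cannot be told apart. Less insulin action on FOXO1 is a candidate explanation, with a median of 0.45 for 12 targets repressed by insulin (6 higher and 1 lower, camera adjusted p = 0.033, fry adjusted p = 0.18, between 0.22 and 0.61 with each library left out). Glucocorticoid exposure is a candidate explanation too, with a median of 0.94 for 11 targets (9 higher and 1 lower, camera adjusted p = 9.9e-04, fry adjusted p = 0.097, between 0.75 and 1.05 in these fits), 2 of which are also in other lists. Whether there was an acute phase response cannot be told apart, since the median was 0.195 for 11 genes outside the Saa and Orm families (4 higher and 0 lower, camera adjusted p = 0.097, between 0.14 and 0.27). With this shorter list in the adjustment, the camera adjusted p was 0.049 for the FOXO1 targets and 0.0019 for the glucocorticoid targets. The candidates are not exclusive, and none of their lists passed under camera with an estimated correlation. Genes of the integrated stress response had a median of −0.04 (2 higher and 3 lower of 12, adjusted p = 0.92, −0.05 to −0.02), and SREBP-1 and insulin-induced genes, 3 of which are also in other lists, −0.02 (3 higher and 5 lower of 14, adjusted p = 0.94, −0.03 to 0.05).

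Lists that belong at no claim were tested in the RNA-seq as well, with adjusted p from camera and the range of the median with each library left out. Sex-linked genes had a median of −0.06 (0 higher and 1 lower of 6, adjusted p = 0.37, −0.18 to −0.06) and sex-biased liver genes 0.53 (7 higher and 3 lower of 15, adjusted p = 0.23, 0.13 to 0.68). Circadian clock genes had a median of −0.12 (2 higher and 4 lower of 15, adjusted p = 0.30, −0.17 to −0.10). For blood cell genes the median was 0.21 (1 higher and 0 lower of 6, adjusted p = 0.19), and it changed sign (−0.19 to 0.78). For 3 pancreas genes with counts it was 0.40 (1 higher and 0 lower, adjusted p = 0.12, 0.40 to 0.63). The 14 genes of the paper's qPCR panels had a median of 0.10 (6 higher and 3 lower, adjusted p = 0.20, fry adjusted p = 0.025, 0.04 to 0.21), and the 12 genes of its browser panels 0.22 (6 higher and 1 lower, adjusted p = 0.18, 0.18 to 0.43).

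By ATAC-seq, in the order WT fasted 1 and 2, WT refed 1 and 2, JMJD1C-LKO refed 1 and 2, a summit at the TSS was found for 4, 4, 7, 3, 1 and 0 of 16 circadian clock genes, for 3, 1, 0, 0, 1 and 0 of 17 hepatocyte genes, for 10, 5, 5, 6, 4 and 0 of 37 cell cycle genes, and for 2, 1, 1, 2, 0 and 0 of 24 glycolysis genes. No summit at the TSS was found for immune cell, blood cell or pancreas genes in any of these samples.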
